# Restoration of energy homeostasis by SIRT6 extends healthy lifespan

**DOI:** 10.1038/s41467-021-23545-7

**Published:** 2021-05-28

**Authors:** A. Roichman, S. Elhanati, M. A. Aon, I. Abramovich, A. Di Francesco, Y. Shahar, M. Y. Avivi, M. Shurgi, A. Rubinstein, Y. Wiesner, A. Shuchami, Z. Petrover, I. Lebenthal-Loinger, O. Yaron, A. Lyashkov, C. Ubaida-Mohien, Y. Kanfi, B. Lerrer, P. J. Fernández-Marcos, M. Serrano, E. Gottlieb, R. de Cabo, H. Y. Cohen

**Keywords:** Ageing, Medical research

## Abstract

Aging leads to a gradual decline in physical activity and disrupted energy homeostasis. The NAD^+^-dependent SIRT6 deacylase regulates aging and metabolism through mechanisms that largely remain unknown. Here, we show that SIRT6 overexpression leads to a reduction in frailty and lifespan extension in both male and female B6 mice. A combination of physiological assays, in vivo multi-omics analyses and ^13^C lactate tracing identified an age-dependent decline in glucose homeostasis and hepatic glucose output in wild type mice. In contrast, aged SIRT6-transgenic mice preserve hepatic glucose output and glucose homeostasis through an improvement in the utilization of two major gluconeogenic precursors, lactate and glycerol. To mediate these changes, mechanistically, SIRT6 increases hepatic gluconeogenic gene expression, de novo NAD^+^ synthesis, and systemically enhances glycerol release from adipose tissue. These findings show that SIRT6 optimizes energy homeostasis in old age to delay frailty and preserve healthy aging.

## Abstract (web summary)

Aging is associated with increased frailty and disrupted energy homeostasis. Here, the authors show that SIRT6 overexpression extends the lifespan of male and female mice and demonstrate that SIRT6 optimizes energy homeostasis in old age, which delays frailty and preserves healthy aging.

## Introduction

Aging is associated with an overall decline in health, increased frailty and is a major risk factor for multiple chronic diseases^1^. Therefore, increasing our understanding of the mechanisms underlying aging processes is a top priority to enable the development of interventions that will lead to the preservation of health and improvements on survival/lifespan.

A growing body of evidence indicates that diet and metabolism are key targetable regulators of healthy lifespan^2^. Dietary restriction (DR), a reduced calorie intake without malnutrition (calorie restriction, CR), as well as some fasting regimens, provide profound health benefits and lead to lifespan extension^3–5^. Similarly, pharmacological or genetic inhibition of the major nutrient-abundance-sensing signaling pathways, mammalian target of rapamycin (mTOR) and insulin/IGF-1, were shown to improve lifespan in organisms ranging from yeast to mammals^6^. Likewise, activation of pathways which sense a low-energy state, such as AMP kinase (AMPK) and sirtuins lead to increased longevity in a wide range of organisms^6^.

Previous studies have shown a loss of metabolic homeostasis with aging. At the level of the whole organism, aged mice and humans show changes in energy expenditure and metabolic flexibility^7,8^. At the cellular level, aging affects various metabolic pathways, many of which are associated with a decline in mitochondrial function^8,9^. Notably, the levels of key metabolites that are consumed by cells for energy production, such as glucose, amino acids (AAs), and lipids, are altered with age in the circulation and in tissues^7,10^. Yet, despite such extensive studies, a comprehensive description of age-related metabolic alterations is lacking. Moreover, it is still unclear why the ability to maintain energy homeostasis is lost with age. The age-dependent changes in metabolite abundance together with the decline in mitochondrial function^9^, suggest a global decrease in energy production with age. Interestingly, many of the aforementioned interventions that promote longevity also activate mitochondrial function and energy metabolism^11^, suggesting that enhancing energy production may be beneficial for extending healthy lifespan.

An essential metabolic process for providing energy to the body is gluconeogenesis (GNG). GNG, the de novo synthesis of the body’s primary source of fuel, glucose, from non-carbohydrate precursors, occurs mainly in the liver, and to a lesser extent in the kidney and gastrointestinal tract. This process is necessary for maintaining blood glucose during fasting and physical activity, and contributes ~64% of total glucose production even during the first 22 h of fasting in humans^12^. GNG is regulated through complex pathways, which include extra- and intra-hepatic mechanisms^13^. Given the major role of GNG in energy production, one would expect GNG to play a major role in aging and frailty. Yet, the effect of age on GNG capacity in mammals is unclear, and reported studies were mostly performed in cell culture. While some studies showed an increase in GNG capacity with age^14^, others reported a decrease^15–17^. These contradictory findings can stem from different experimental systems or gluconeogenic precursors used. Thus, an extensive examination of the effect of aging on energy production and GNG, and its potential connection to age-associated frailty, is required.

Sirtuins are nicotinamide adenine dinucleotide (NAD^+^)-dependent protein deacylases and mono-ADP-ribosyl transferases, which are highly conserved from yeast to mammals. Sirtuins were implicated in many cellular pathways, including DNA repair, metabolism, inflammation, cancer, and aging^18^. Of the seven mammalian sirtuins, SIRT1-7, SIRT1, and SIRT6 protein levels increase upon dietary restriction and fasting in various mouse tissues and human cell lines^19–21^. While most SIRT1 knockout (KO) mice die perinatally, in a few weeks age^22,23^, 129svJ background SIRT6 KO mice exhibit severe developmental defects but survive to about 4 weeks of age^24^. Similarly, in humans and primates, mutations resulting in SIRT6 inactivation result in prenatal or perinatal lethality accompanied by severe developmental brain defects^25^. Interestingly, whole-body SIRT1 overexpression in mice leads to improvement in parameters reflecting healthspan, but not lifespan^26^. Whereas whole-brain-specific SIRT1 overexpression did not affect lifespan and brain plasticity, hypothalamic SIRT1 overexpression delays aging^27,28^. However, whole-body SIRT6 overexpression in the mixed-CB6 mouse background leads to a significant extension of male lifespan and healthspan, associated with inhibition of IGF-1 signaling^29,30^.

A significant amount of data demonstrate the major role of SIRT6 in metabolism^31^. SIRT6 represses glycolysis in an HIF1α-dependent manner^32^, thereby acting as a tumor suppressor by inhibiting the Warburg effect^33^. Liver-specific deletion of SIRT6 results in increased glycolysis, triglyceride synthesis, reduced β-oxidation, and fatty liver formation^34^. Similarly, SIRT6 heterozygotic mice show significantly reduced PPARα-induced β-oxidation^35^. Liver-specific SIRT6 induction showed that SIRT6 negatively regulates GNG by regulating PGC1α and FOXO1 activities^36,37^. However, Deng and his colleagues^34^ showed no effect of liver-specific SIRT6 KO on GNG. Importantly, these metabolic roles of SIRT6 were determined in young mice. Thus, given SIRT6’s major role in aging, the broader metabolic role of SIRT6 under fasting as well as the effect of SIRT6 overexpression on metabolism in the context of aging should be described.

Here, we show that overexpression of SIRT6, but not SIRT1, extends lifespan in C57BL/6JOlaHsd mice in both sexes. Overexpression of SIRT6 reduced the age-related metabolic decline in energy metabolism pathways and inhibited frailty by preserving hepatic NAD^+^ levels, GNG capacity, and maintenance of normoglycemia, key markers of healthy aging. These results emphasize the potential of targeting SIRT6 for maintaining energy metabolism and reducing age-related frailty.

## Results

### SIRT6, but not SIRT1, regulates lifespan in C57BL/6JOlaHsd mice in both sexes

To explore the role of SIRT6 and its interaction with SIRT1 in aging, the lifespan of SIRT1-, SIRT6-, and SIRT1 + SIRT6-overexpressing C57BL/6JOlaHsd transgenic (tg) male and female mice were compared to their wild-type (WT) littermates. Previously we showed that SIRT6 overexpression in mixed-CB6 background extend only male lifespan^29^. As depicted in Fig. 1a, SIRT6 overexpression in C57BL mice led to a 27% and 15% extension in median lifespan, in males and females, respectively (*p* = 7.1 × 10^−6^ and 1.1 × 10^−6^). Likewise, in comparison to their WT littermates, SIRT6 overexpression induced a 11% and 15% extension in maximal lifespan in males and females, respectively (*p* = 0.007 and 0.001). Similarly, SIRT1 + 6-tg mice exhibited a 25% and 20% extension in median lifespan (*p* = 1.1 × 10^−6^ and 1.2 × 10^−8^), and 13% and 15% extension in maximal lifespan (*p* = 0.01 and 0.001), in males and females, respectively. Relative to WT littermates, overexpression of SIRT1 alone did not affect median or maximal lifespan, in accordance with previous data^26^. However, SIRT1-tg mice did show improved survival when comparing the 20th percentile in transgenic versus WT (*p* = 0.01 on pooled sexes). Thus, although SIRT1 may have some beneficial effects on early-age healthspan, SIRT6, but not SIRT1, regulates lifespan in C57BL/6JOlaHsd mice independent of sex, and SIRT1 does not synergize with SIRT6 to further increase median or maximal survival.

**Fig. 1:**
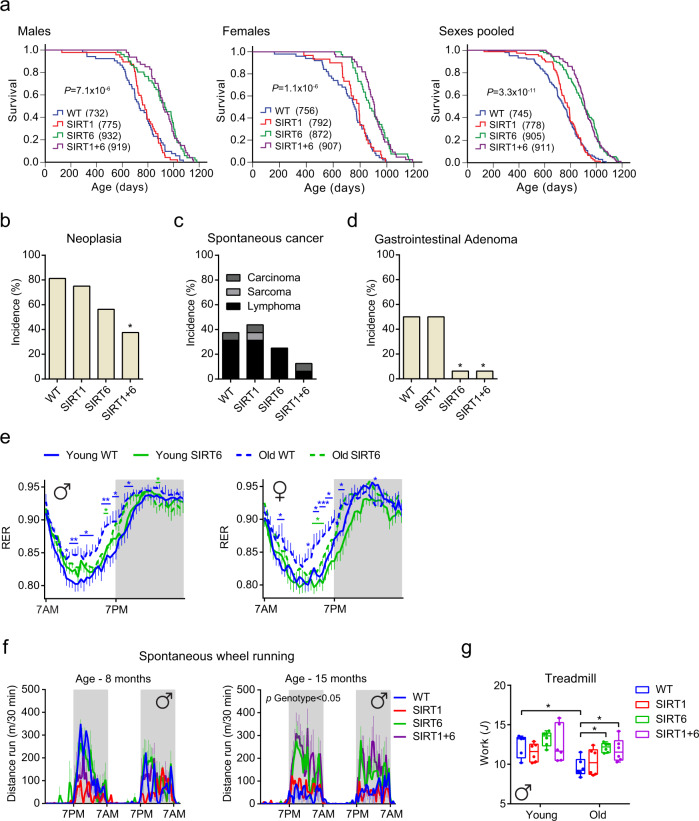
SIRT6 regulates lifespan and healthspan of C57BL/6JOlaHsd mice of both sexes. **a** Kaplan–Meier survival curves for male, female, and combined sexes of WT (*n* = 52 males, *n* = 50 females), SIRT1-tg (*n* = 47 males, *n* = 30 females), SIRT6-tg (*n* = 51 males, *n* = 41 females), and SIRT1 + 6-tg (*n* = 47 males, *n* = 44 females) mice. *p*-values for SIRT6-tg vs. WT mice are shown and were derived from two-tailed log-rank calculations. Median lifespan for each genotype is shown in parentheses. **b**–**d** Neoplasia (**b**), cancer (**c**), and gastrointestinal adenoma (**d**) incidence at the age of 25 months. For (**b**–**d**), *n* = 16 mice per genotype, a mixture of both sexes. Two-tailed Fisher’s exact test; *p < 0.05 vs. WT. Exact *p*-values are reported in Supplementary Table 1. **e** Respiratory exchange ratio (RER) averaged over 3 days in young and old WT and SIRT6-tg mice from either sex measured every half-hour. Three-way ANOVA with repeated measures with age, genotype, and time as variables. Sidak’s post hoc; young WT (* in blue) or old SIRT6 (* in green) vs. old WT. *n* = 8 mice per group, except for young SIRT6 where *n* = 7 mice. **f** Spontaneous wheel running activity of males at the ages of 8 months (*n* = 8 mice per genotype) and 15 months (*n* = 9 mice for WT, SIRT1, SIRT6, *n* = 7 mice for SIRT1 + 6). Two-way ANOVA with time and genotype as variables. **g** Exercise ability on treadmill in young and old males. Two-way ANOVA with Sidak’s post hoc. *n* = 6 mice per group, except for young WT where *n* = 5 mice. *p < 0.05, **p < 0.01, ***p < 0.001. In (**e**) and (**f**), values are shown as mean ± SEM. In (**g**), box extends from the 25th to 75th percentiles, line in the middle of the box is the median and whiskers go down to the smallest value and up to the largest. For (**e**–**g**), exact *p*-values are reported in the Source Data file.

### SIRT6 improves healthspan in aged mice

We therefore continued our study of SIRT6, to determine the mechanism(s) for the effects on lifespan. SIRT6 possesses tumor suppressor activity^33^. Thus, we first sought to assess whether this activity contributes to the prolonged lifespan of SIRT6 and SIRT1 + 6 genotypes. At 25 months of age, SIRT1 + 6-tg mice exhibited significantly fewer neoplasms (Fig. 1b). No difference in neoplasm incidence was observed at time of natural death, indicating that SIRT1 + 6-tg mice develop neoplasms significantly later at life, but ultimately die with similar neoplastic load. A similar trend was observed in SIRT6-tg mice (Fig. 1b and Supplementary Fig. 1a). Cancer incidence was similar between genotypes at the time of natural death, and non-significantly lower in SIRT6 and SIRT1 + 6-tg mice at 25 months of age (Fig.1c and Supplementary Fig. 1b). Nevertheless, the prevalence of gastrointestinal adenomas was significantly lower in SIRT6-tg and SIRT1 + 6-tg mice both at 25 months of age and at natural death (Fig. 1d and Supplementary Fig. 1c). Most other pathologies analyzed did not differ between genotypes, although some inflammatory and degenerative processes were significantly less common in the transgenic mice (see Supplementary Table 1). Collectively, as previously suggested^29^, autopsy results indicate that cancer onset might be delayed in long-lived SIRT6-tg and SIRT1 + 6-tg mice.

Next, we determined various healthspan parameters in mice of different age groups. No significant difference in weight was found between various genotypes, up to 1 year of age. After the age of 1 year, in comparison to WT littermates, SIRT6-tg and SIRT1 + 6-tg mice were slightly heavier (4–7% increase), independent of sex (Supplementary Fig. 1d), with increased fat percentage in SIRT6-tg mice (Supplementary Fig. 1e). Importantly, female SIRT6-tg and SIRT1 + 6-tg preserved body weight in advanced age, which is independently associated with increased survival in mice and humans^38,39^ (Supplementary Fig. 1d, f).

In mice and humans, anemia is a common age-related chronic condition^40,41^. Aged WT mice had lower red blood cell (RBC) count, hematocrit (Hct), hemoglobin (Hb), and mean corpuscular hemoglobin concentration (MCHC). Interestingly, all these parameters remained higher in old SIRT6-tg mice, at levels similar to those in young WT mice (Supplementary Fig. 1g and Supplementary Table 2). Moreover, platelet count significantly increased in aged mice, but was maintained at low levels in old SIRT6-tg mice (Supplementary Fig. 1g). Blood chemistry analyses showed that LDL/HDL ratio increased with age, yet remained low in SIRT6-overexpressing animals (Supplementary Fig. 1h). In addition, serum albumin, which is essential for maintenance of blood osmotic pressure and as a carrier for various blood factors and nutrients such as fatty acids, was significantly higher in SIRT6-tg compared to WT independent of age (Supplementary Fig. 1h). Finally, serum IGF-1 levels, lower levels of which are associated with increased lifespan, were lower in SIRT6 and SIRT1 + 6-tg, but not in SIRT1-tg mice, independent of sex (Supplementary Fig. 1i). Other blood parameters analyzed did not differ between genotypes (Supplementary Tables 2 and 3). Altogether, SIRT6 overexpression significantly improved a large set of blood healthspan markers.

Metabolic dysfunction is a hallmark of aging^42^. Thus, whole-body in vivo metabolism was followed in young and old mice using metabolic cages. Food intake increased with age in females but was similar between genotypes irrespective of age (Supplementary Fig. 2a). In comparison to old mice, young mice showed higher metabolic flexibility, seen by circadian fuel source switch from carbohydrate to fatty acids, as measured by the respiratory exchange ratio (RER). Interestingly, old SIRT6-tg mice maintained a young-like oscillatory RER pattern (Fig. 1e and Supplementary Fig. 2b). The change in RER was primarily seen during the light-phase, indicating that SIRT6 overexpression overcomes an age-dependent defect in daily transition from carbohydrate to fat oxidation. O_2_ consumption and CO_2_ production (normalized to body weight) decreased with age in males, but not in females, with no effect of genotype (Supplementary Fig. 2c, d).

Physical activity is a main criterion in the frailty index of aged mice and is clinically relevant to human aging^43^. Thus, selected physical-activity parameters were compared between genotypes, including in-cage locomotor, rearing activities, and spontaneous wheel and forced treadmill running. With age, WT male mice showed unchanged locomotor and rearing activities, but a significant reduction in spontaneous wheel and forced treadmill running (Fig. 1f, g and Supplementary Fig. 2e–g, i). Female mice showed an age-dependent reduction in running wheel activity (Supplementary Fig. 2g). Strikingly, in males, SIRT6 overexpression repressed this age-dependent decline in physical activity. In comparison to 15 months old WT male littermates, SIRT6-tg and SIRT1 + 6-tg male mice ran significantly longer distances and spent more voluntary time on the running wheel (Fig. 1f and Supplementary Fig. 2h). SIRT1 + 6-tg average and maximal running speeds were significantly higher (Supplementary Fig. 2h). At the older age of 22 months, the wheel activity of SIRT6 and SIRT1 + 6-tg mice was still maintained higher than WT littermates (Supplementary Fig. 2g). SIRT6 overexpression in male mice also protected against the age-related decline in treadmill performance, as running duration and distance traveled, and overall amount of work performed were significantly higher in old SIRT6-tg and SIRT1 + 6-tg mice relative to old WT littermates (Fig. 1g and Supplementary Fig. 2i). No difference in treadmill performance was found between SIRT1-tg mice and WT littermates. Young female SIRT6-tg mice showed a non-significant increase in in-cage locomotor and rearing activities, with no change in spontaneous wheel or forced treadmill running at old age (Supplementary Fig. 2e–g, j). Taken together, overexpression of SIRT6 alone or with SIRT1 significantly improves healthspan, promotes physical activity performance, and reduces frailty at old age.

### SIRT6 affects GNG and tricarboxylic acid (TCA) cycle-related serum metabolites during fasting

Surprisingly, despite the extensive research on the metabolic roles of SIRT1 and SIRT6, little is known about their impact at the in vivo metabolite levels. Thus, serum metabolomics was performed in 15 months old mice from the four genotypes in the fed state, and after 4 and 16 h fasting. Principal component analysis (PCA) of all identified metabolites showed that fasting profoundly shifted the serum metabolome as early as after 4 h (Supplementary Fig. 3a). Notably, fasting increased the levels of circulating free fatty acids (FFAs) and β-hydroxybutyrate, likely due to activation of lipolysis and ketogenesis. In contrast, multiple circulating AAs, including the branched chain amino acids (BCAAs) isoleucine and valine, were depleted upon fasting, likely due to depletion of dietary AAs (Fig. 2a and Supplementary Fig. 3b, c; see also Supplementary Table 4 for source data). During fasting, levels of these BCAAs were significantly lower in the mice overexpressing SIRT1, SIRT6, or both (Fig. 2b). WT mice show a reduction in serum glucose levels between 4 and 16 h of fasting. Interestingly, SIRT6, but not SIRT1, overexpression suppressed this response (Fig. 2c). These findings indicate that compared to WT mice, SIRT6-tg mice are more efficient in maintaining blood glucose levels during fasting.

**Fig. 2:**
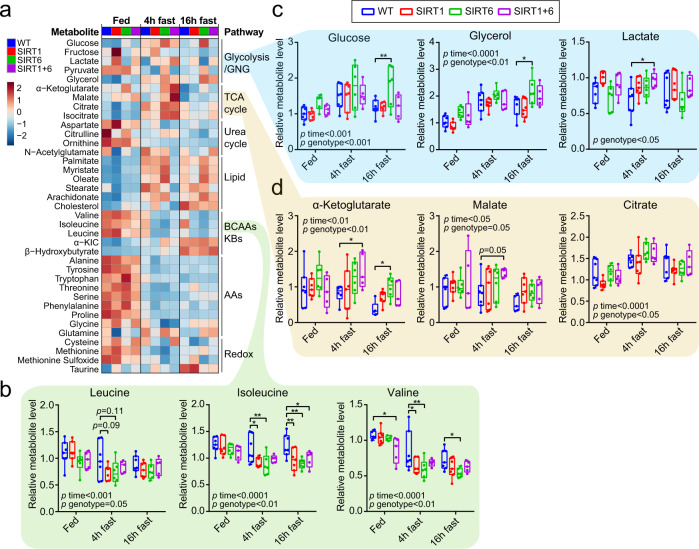
Serum metabolites associated with fasting and sirtuin overexpression. **a** Heatmap showing serum metabolites from key metabolic pathways that changed significantly either with dietary state (fed, and 4 h and 16 h of fasting), genotype, or both as measured in two-way ANOVA. Each square represents average metabolite abundance of 7 WT mice, 7 SIRT1-tg mice, 6 SIRT6-tg mice, and 5 SIRT1 + 6-tg mice. **b**–**d** Scatterplots of data from (**a**) showing the levels of BCAAs (**b**), glucose and the GNG precursors glycerol and lactate (**c**), and TCA cycle metabolites (**d**). For (**b**–**d**), *n* = 7 WT mice, *n* = 7 SIRT1-tg mice, *n* = 6 SIRT6-tg mice, and *n* = 5 SIRT1 + 6-tg mice. Box extends from the 25th to 75th percentiles, line in the middle of the box is the median and whiskers go down to the smallest value and up to the largest. Statistical analysis was performed using two-way ANOVA (time, genotype) with Dunnett’s post hoc correction. *p*-value for genotype or fasting effect is indicated in graphs, exact *p*-values are reported in Supplementary Table 4. *p < 0.05, **p < 0.01.

Maintaining higher glucose levels during fasting in SIRT6-tg suggest higher GNG in these mice. Glycerol, lactate, pyruvate, and alanine are the main gluconeogenic substrates. SIRT6 overexpression led to significantly higher serum glycerol levels at 16 h fast, which correlated positively with serum glucose levels (Fig. 2c and Supplementary Fig. 3e). In contrast, at the age of 15 months, no significant effect for either genotype was found on lactate, pyruvate, and alanine levels upon fasting, with the exception of increased lactate levels in SIRT1 + 6-tg mice at 4 h fast (Fig. 2c and Supplementary Fig. 3d, e). The serum levels of the tricarboxylic acid (TCA) cycle metabolites α-ketoglutarate (αKG), malate, and citrate increased in SIRT6 and SIRT1 + 6-tg, but not in SIRT1-tg, mostly at the 4 h fast (Fig. 2d). Thus, serum metabolomics shows that normoglycemia maintenance and TCA cycle are affected by SIRT6, but not by SIRT1 overexpression.

### SIRT6 restores age-related deterioration in normoglycemia and GNG capacity

To further explore the normoglycemic effect of SIRT6, blood glucose levels were measured in young and old, fed or fasted mice after 0, 4, 8, 12, 16, and 24 h of fasting. In young WT mice, a gradual increase in blood glucose levels was found between 4 and 12 h of fasting, followed by a significant decrease until 24 h of fasting. Interestingly, 22 months old WT animals were not able to maintain glucose levels, as blood glucose started to decrease earlier, reaching a significant decrease already after 8 h of fasting (Fig. 3a). Strikingly, glucose levels in old SIRT6-tg mice resembled those of young-WT mice during this fasting period (Fig. 3a). The effect of SIRT6 on preserving normoglycemia during fasting was not sex specific, as similar results were seen in females (Fig. 3b). Additionally, at this age of 22 months, SIRT1 + 6 animals presented the same phenotype as the SIRT6-tg (Supplementary Fig. 4a). Last, compared to young WT, young SIRT6-tg attained higher blood glucose levels. Thus, SIRT6 overexpression blocks the significant age-dependent impairment of normoglycemia and maintains young-like blood glucose levels even at advanced age.

**Fig. 3:**
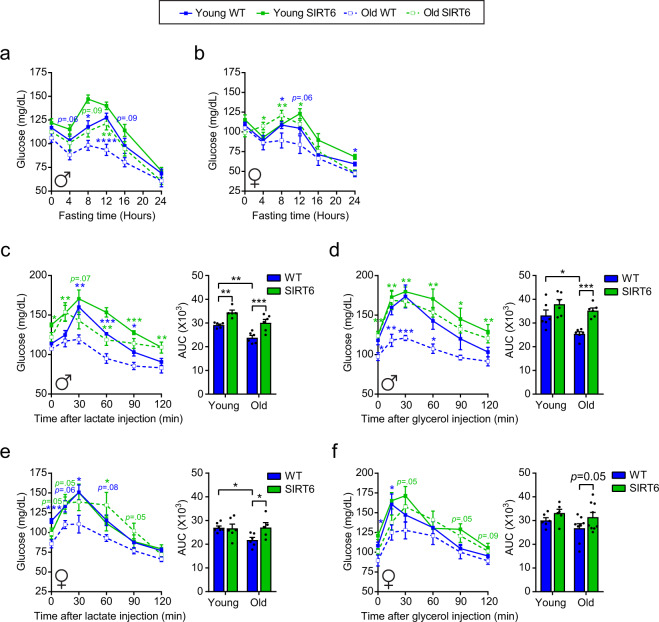
SIRT6 overexpression blocks age-dependent normoglycemia and deterioration in gluconeogenesis capacity. **a** Blood glucose levels in young and old WT (blue) and SIRT6-tg (green) male mice at fed and fasted time points, as indicated in the graph. *n* = 10 young WT mice, *n* = 8 young SIRT6 mice, *n* = 7 old WT and old SIRT6 mice. **b** Same as (**a**), but in females. *n* = 8 young WT mice, *n* = 7 young SIRT6, old WT, and old SIRT6 mice. **c** Lactate tolerance test in 6 h-fasted male mice; *n* = 6 young WT, old WT, and old SIRT6 mice, *n* = 5 young SIRT6 mice. **d** Glycerol tolerance test in 6 h-fasted male mice; *n* = 6 mice per group. **e** Lactate tolerance test in 6 h-fasted female mice; *n* = 6 old WT, young SIRT6, and old SIRT6 mice, *n* = 7 young WT mice. **f** Glycerol tolerance test in 6 h-fasted female mice; *n* = 6 young WT and young SIRT6 mice, *n* = 8 old WT mice, *n* = 9 old SIRT6 mice. The area under the curve (AUC) for each tolerance test is shown on the right. For all panels, ages were 4–6 (young) and 22–24 (old) months. Statistical significance was calculated using three-way ANOVA with Sidak’s post hoc for line graphs, and two-way ANOVA with Fisher’s LSD method for bar graphs. Young WT (* in blue) or old SIRT6 (*in green) vs. old WT. In all panels, values are mean ± SEM. Exact *p*-values are reported in the Source Data file. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We then hypothesized that SIRT6 may reverse the impaired glucose regulation observed in old mice by activating glycogenolysis and/or gluconeogenesis. After 4 h morning fast, hepatic glycogen levels were similar between genotypes in young mice and higher in old SIRT6-tg mice relative to WT littermates, suggesting net activation of glycogenesis, but not glycogenolysis, in old SIRT6-tg livers (Supplementary Fig. 4b). Consequently, we determined GNG capacity by measuring blood glucose after injection of lactate or glycerol, major gluconeogenic precursors, in young and old mice. In accordance with the glycemic pattern, gluconeogenic capacity from both precursors significantly decreased in old WT male mice but was maintained in old SIRT6-tg male mice at similar levels as in young WT mice (Fig. 3c, d). This effect was independent of sex since similar results were obtained in females (Fig. 3e, f). Likewise, old SIRT1 + 6-tg animals showed a significant increase in GNG capacity from lactate and glycerol at old age (Supplementary Fig. 4c, d). Importantly, glucose tolerance was similar between young and old WT mice and SIRT6-tg mice of both sexes (Supplementary Fig. 4e, f), indicating that the effect could not be attributed to faster glucose clearance in the aged WT mice. Altogether, these results show that SIRT6 overexpression leads to maintenance of young-like GNG in old age due to improved glycerol and lactate utilization under fasting.

### SIRT6 promotes hepatic catabolic and anti-inflammatory pathways

GNG occurs mainly in the liver^44^. 

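Liver libraries were made from 28 mice, 7 in each of 4 groups defined by sex and by genotype, wild type (WT) or transgenic for *Sirt6* (SIRT6-tg). The paper gives the age of the mice as 6 months and the sample labels give 5 to 7 months. The authors aligned single-end reads to the mouse genome (mm10, the same build as GRCm38) with STAR, counted them on Gencode genes with HTSeq-count, and deposited the raw read counts without normalization. The paper's text does not name the strand setting of the counting, so the counts of overlapping or antisense genes are uncertain. Total counts per library ranged from 18758863 to 35393069 in male WT mice (median 26954659) and from 22971163 to 29881526 in male SIRT6-tg mice (median 26338542). In females they ranged from 23362116 to 32362750 in WT mice (median 26287975) and from 22893868 to 31198683 in SIRT6-tg mice (median 25589009). Genes with a mean of at least 0.5 normalized counts, the paper's definition, were taken as expressed. Counts were scaled by TMM normalization, which assumes that most genes do not change, and tested with edgeR's quasi-likelihood test with all 28 libraries in 1 fit. All p-values were adjusted by the Benjamini-Hochberg procedure. TMM factors were 1.06 to 1.17 in male WT libraries and 0.821 to 0.993 in male SIRT6-tg libraries, and between 0.906 and 1.06 in all female libraries. Scaled by library size alone, the median log2 fold change over all expressed genes was −0.22 between male genotypes, against 0.06 under TMM, so male fold changes depend on this choice. The same scaling gave a median of −0.25, against 0.03 under TMM, for the difference between the sexes in the genotype effect, and of 0.19, against −0.00326, between male and female WT mice. The gene lists and the rule for naming genes were fixed before the data were examined. Scaling by library size alone, surrogate variables, the third principal component, the removal of trends, and the simulations of unchanged SIRT6-tg males were chosen after the data were seen.

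*Sirt6* (ENSMUSG00000034748.16) lies on the minus strand of chromosome 10 of GRCm38, from 81621785 to 81627797. Its normalized count was 72.6 ± 13.6 (SD, n = 7) in male WT mice and 7461 ± 1467 (SD, n = 7) in male SIRT6-tg mice, a log2 fold change of 6.68 (standard error 0.30, adjusted p = 1.78e-15). In females it was 76.5 ± 41.1 (SD, n = 7) in WT mice and 802 ± 331 (SD, n = 7) in SIRT6-tg mice, a log2 fold change of 3.39 (standard error 0.26, adjusted p = 3.33e-09). Every SIRT6-tg library had a higher count than every WT library of its sex. The male fold change exceeded the female one by 3.29 on the log2 scale (standard error 0.35, adjusted p = 6.96e-06). Across the other settings and the fits without 1 library, the male log2 fold change stayed between 6.39 and 6.75. Reads from the endogenous gene and from the transgene were counted together.

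**Figure D1:**
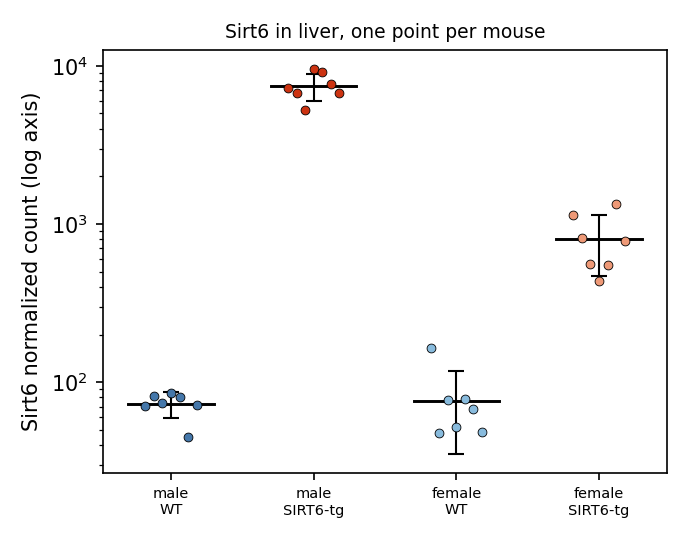
Normalized *Sirt6* counts in liver on a log axis, 1 point per mouse, with the mean and SD of the 7 mice in each group. Counts were 44.8 to 85.9 in male WT, 5263 to 9517 in male SIRT6-tg, 47.9 to 165 in female WT, and 434 to 1335 in female SIRT6-tg mice.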

To identify hepatic pathways that are associated with the restored gluconeogenic capacity, liver RNA sequencing of 4 h-fasted 6 months old WT and SIRT6-tg male and female mice was performed (Supplementary Table 5). 

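Principal component analysis (PCA) was run on variance-stabilized counts of all expressed genes. The first component held 33.8% of the variance, and sex accounted for 80.4% of the spread of its scores. Male scores ranged from 5.00 to 53.9 and female scores from −46.3 to −5.72. Genotype did not separate the libraries along this component in males (exact permutation test, two-sided, p = 0.340) or in females (p = 0.346 by the same exact test). Of the alternatives, restricting the analysis to the 500 genes with the highest variance moved these values most. The first component then held 66.1% of the variance, of which sex accounted for 97.6%.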

PCA showed that gender was responsible for most of the variance (PC1). In addition, a striking genotype effect was seen in PCA, with the effect of SIRT6 substantially greater in males than females (Fig. 4a). 

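The next components held nearly equal shares of the variance, 15.4% for the second and 14.8% for the third. On the third component, every male SIRT6-tg library (−35.4 to −14.7) lay below every male WT library (2.22 to 49.2). The mean difference was −48.5 (exact permutation test, two-sided, p = 0.000583, the smallest p that 7 against 7 allow, adjusted p = 0.00350 over the 6 components tested). In females the difference was −10.9 (exact p = 0.0600, adjusted p = 0.265). The genotype effect on this component differed between the sexes by an exact permutation test (p = 0.0168), but not after adjustment (adjusted p = 0.101). On the second component, the genotype difference was −24.1 in males (exact p = 0.0268, adjusted p = 0.0804) and −2.47 in females (exact p = 0.832). With the 500 most variable genes, the second component carried the genotype effect. It was −27.6 in males (exact p = 0.000583) and −6.63 in females (exact p = 0.00932), and differed between the sexes (exact p = 0.0116).

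At an adjusted p-value under 0.05, 4467 genes differed between male genotypes, 2090 higher and 2377 lower in SIRT6-tg mice. In females 6 genes did, and 1212 of the 21583 genes tested had an unadjusted p under 0.05. Unchanged genes alone would give a share near 0.05, so this number is no sign of a broad female effect. The genotype effect itself differed between the sexes for 1089 genes, of which 260 had a more positive and 829 a more negative effect in males. Adjusting for 2 surrogate variables, an alternative chosen after seeing the data, moved the male count most, to 7434 genes, and DESeq2 moved the female count most, to 41 genes. The direction of the male changes depended on the scaling. The share of these genes that was higher in SIRT6-tg males was 46.8% under TMM, 35.7% under RLE size factors, 26.2% under upper-quartile scaling, and 4.89% under library size alone. With 2 surrogate variables it was 60.9%. For the difference between the sexes the share with a more positive effect in males was 23.9% under TMM, 14.2% under RLE, 10.8% under upper-quartile scaling, and 1.40% under library size alone. With 2 surrogate variables that share was 52.1%.

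The 6 female genes were *Sirt6*, *Serpinb1a*, *Vill*, *Gm45456*, *A1bg*, and *Cyp3a16*. *Vill* (ENSMUSG00000038775.14, chromosome 9, 119052778 to 119071525) had 106 ± 25.2 normalized counts (SD, n = 7) in female WT and 45.7 ± 8.69 (SD, n = 7) in female SIRT6-tg mice, a log2 fold change of −1.22 (standard error 0.18, adjusted p = 0.00248). *Serpinb1a* (ENSMUSG00000044734.15, chromosome 13, 32842092 to 32851185) had 188 ± 91.8 and 598 ± 241 normalized counts (SD, n = 7 each), a log2 fold change of 1.67 (standard error 0.29, adjusted p = 0.0202). The pseudogene *Gm45456* had no count in any female WT library and at most 11 in a female SIRT6-tg library, and its sequence is shared with another gene, so its count is uncertain. *A1bg* (log2 fold change 3.30) and *Cyp3a16* (4.72) fell outside the rule for naming genes and were named after their values were seen. Their ranges overlapped between the female genotypes.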

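Lists of marker genes of immune cells and inflammatory responses were scored in each mouse as the mean log2 CPM (counts scaled to a common library size) of the listed genes. They belonged to a family of 38 lists over which p-values were adjusted. In males the score of the T-cell list (14 genes) was −0.29 ± 0.28 in SIRT6-tg and 1.69 ± 0.46 in WT mice (SD, n = 7 each), a difference of −1.99. The macrophage and dendritic cell list (13 genes) differed by −2.03, the MHC class II list (7 genes) by −2.53, the interferon-γ response list (15 genes) by −2.09, and the list of inflammatory cytokines (12 genes) by −1.98. The B-cell list (10 genes) differed by −0.86 and the type I interferon list (12 genes) by −0.84. For each of these 7 lists all 7 male SIRT6-tg mice lay below all 7 male WT mice (exact permutation test, two-sided, p = 0.000583, adjusted p = 0.00123). Under every other scaling, list score and test, and without any 1 male library, their adjusted p stayed at or below 0.0228. All listed genes were expressed. Over all genes tested, 13 of the 14 T-cell genes, 13 of 13 macrophage genes, 7 of 7 MHC class II genes, 15 of 15 interferon-γ genes, 10 of 12 cytokine genes, 6 of 10 B-cell genes, and 8 of 12 type I interferon genes were lower in male SIRT6-tg mice at an adjusted p-value under 0.05. Adjusted over the list alone, 11 cytokine and 10 B-cell genes were lower, and the other counts of lower genes were the same. The T-cell list then also held 1 gene that was higher.

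In females the same lists were lower by less. The difference was −0.56 for cytokines (exact permutation test, two-sided, p = 0.0111, adjusted p = 0.140, 5 of 7 SIRT6-tg mice below every WT mouse) and −0.38 for macrophages (exact p = 0.0198, adjusted p = 0.188, 4 of 7). It was −0.44 for T cells (exact p = 0.0740), −0.37 for MHC class II (exact p = 0.301), −0.12 for interferon-γ (exact p = 0.650), −0.12 for B cells (exact p = 0.653), and −0.09 for type I interferon (exact p = 0.649). None of the 38 lists passed in females after adjustment, and 4 had an unadjusted p under 0.05. By camera, a set test that assumes a small fixed correlation between genes, the adjusted p in females was 2.66e-06 for cytokines, 3.99e-06 for T cells, 5.34e-05 for macrophages, and 0.0192 for MHC class II. Under fry, which estimates that correlation, none of these 4 lists passed, and over all alternatives their adjusted p reached 0.396, 0.595, 0.416, and 0.976, respectively.

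Among single genes, *Itgax* (ENSMUSG00000030789.9, chromosome 7, 128129547 to 128150657), which encodes the integrin CD11c, fell from 177 ± 86.5 normalized counts (SD, n = 7) in male WT to 20.7 ± 4.92 (SD, n = 7) in male SIRT6-tg mice. Its log2 fold change was −3.09 (standard error 0.26, adjusted p = 5.16e-09). *Cd8a* (ENSMUSG00000053977.13, chromosome 6, 71373427 to 71379173) fell from 185 ± 55.4 to 14.3 ± 7.60 normalized counts (SD, n = 7 each), a log2 fold change of −3.67 (standard error 0.31, adjusted p = 5.85e-09). *Slamf7* (log2 fold change −3.27), *Gbp5* (−2.98), and *Rasal3* (−1.82) were the other genes with the lowest adjusted p among those lower in males. In females none of these 5 genes passed, with log2 fold changes between −0.92 for *Cd8a* and −0.20 for *Gbp5*.

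**Figure D2:**
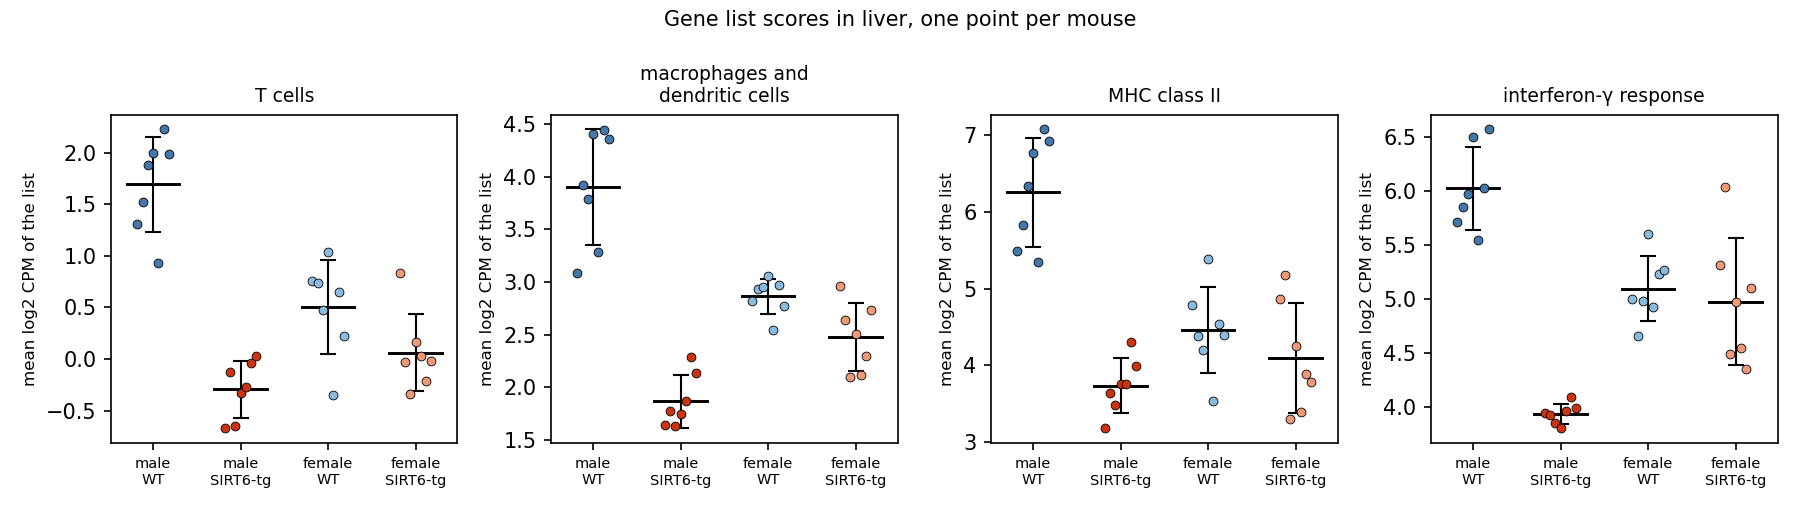
Scores of 4 gene lists in liver, 1 point per mouse, as mean log2 CPM of the listed genes, with the mean and SD of the 7 mice in each group. In each panel all male SIRT6-tg mice lie below all male WT mice, while the female genotypes overlap.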

Using Gene Set Enrichment Analysis (GSEA), we found that inflammatory pathways were significantly inhibited in SIRT6-tg males, whereas a similar but milder effect was seen in females (Fig. 4b and Supplementary Table 6). Suggesting that the observed difference in the effects of SIRT6 on lifespan between sexes (Fig. 1a) might stem from its transcriptional regulation.

**Fig. 4:**
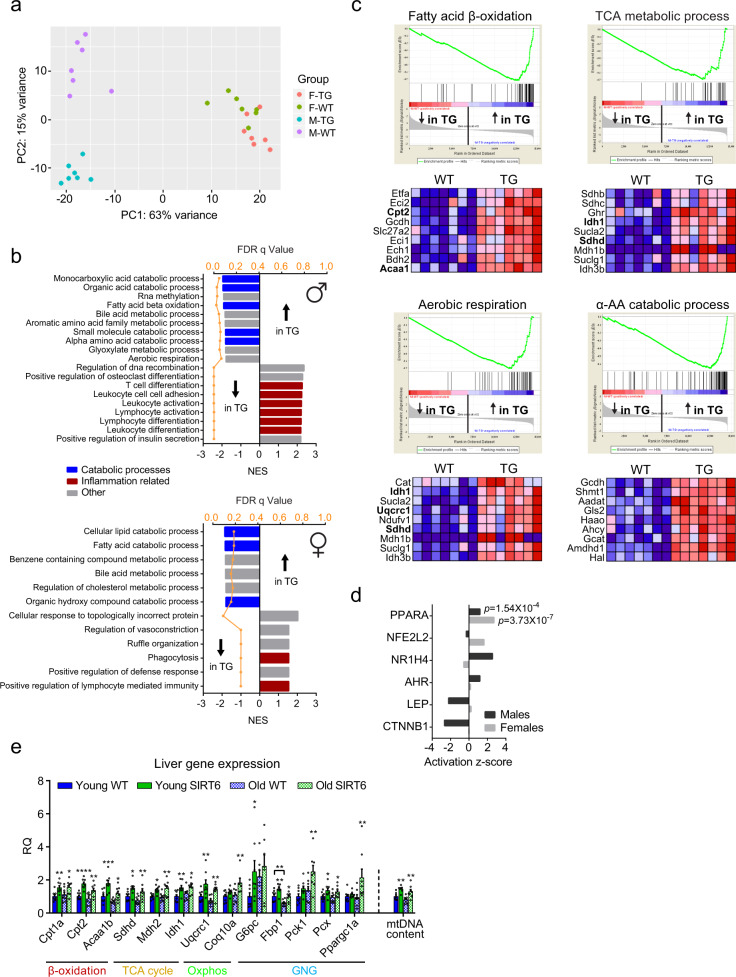
SIRT6 activates hepatic mitochondrial catabolic and anti-inflammatory pathways. RNA-seq was carried out on the liver of 6 months old WT and SIRT6-tg mice from either sex. **a** Principal component analysis was performed on all expressed genes. Each data point represents an individual mouse. **b** Gene Set Enrichment Analysis showing the top pathways up- or down-regulated in SIRT6-tg mice, sorted by normalized enrichment scores (NES). FDR *q*-values are shown in orange. Pathways related to catabolism and to inflammation are presented in blue and red, respectively. **c** Four metabolic pathways up-regulated in livers from male SIRT6-tg mice. In the upper part, each vertical black bar represents a gene in the gene set and its corresponding location in the sorted gene list. In the lower part, corresponding heatmaps show the expression values of the top genes in each pathway, which contribute most to the NES. High expression is colored in red and low expression in blue. Bold text indicates genes validated by qPCR in (**e**). **d** Ingenuity upstream regulator analysis common to males and females, based on genes differentially expressed between WT and SIRT6-tg mice. *p*-values for PPARα are shown, calculated by Fisher’s exact test. **e** Real-time PCR validation of gene expression from the indicated pathways, and mtDNA content in the livers of young and old WT and SIRT6-tg males. Two-way ANOVA with Fisher’s LSD method, asterisks indicate values significantly different between WT and SIRT6-tg at the same age. *n* = 8 mice per group, except for old SIRT6 for *Coq10a* (*n* = 6) and *G6pc* (*n* = 7), and for young WT and young SIRT6 for mtDNA content (*n* = 6). Mice ages are 6 and 25 months. RQ, relative quantity. Bars represent mean ± SEM. Exact *p*-values are reported in the Source Data file. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

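The heatmaps name 30 different genes, all of them expressed. Because the study selected them on these libraries, their changes are not independent evidence. In males 27 of the 30 were higher in SIRT6-tg mice at an adjusted p-value under 0.05 over all genes tested, and none was lower. The exceptions were *Acaa1a* (log2 fold change 0.38, adjusted p = 0.0554), *Sdhb* (0.51, adjusted p = 0.0586), and *Mdh1b*, which had no count in male WT mice and at most 1 in a male SIRT6-tg library, so no fold change is given for it. The largest change was that of *Acaa1b* (ENSMUSG00000010651.4, chromosome 9, 119148023 to 119157093), with 12006 ± 3061 normalized counts (SD, n = 7) in male WT and 22282 ± 2603 (SD, n = 7) in male SIRT6-tg mice. Its log2 fold change was 0.89 (standard error 0.16, adjusted p = 1.03e-04). *Acaa1a* is a close paralog of *Acaa1b*, and reads could have been split between them. The number of genes called higher was 26 under RLE size factors, 25 under upper-quartile scaling, and 13 under library size alone.

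As lists, the β-oxidation genes of the heatmaps (10 genes) were higher by 0.60 in mean log2 CPM in male SIRT6-tg mice, the TCA cycle genes (9 genes) by 0.46, the aerobic respiration genes (9 genes) by 0.46, and the α-amino acid catabolism genes (9 genes) by 0.62. In each of these 4 lists all 7 male SIRT6-tg mice lay above all 7 male WT mice (exact permutation p = 0.000583). The TCA cycle and aerobic respiration lists share most of their genes. In females the differences were 0.17, 0.04, 0.04, and 0.07, respectively, and the lowest exact permutation p was 0.189. No heatmap gene passed in females over all genes tested, and 4 of the β-oxidation and 2 of the α-amino acid catabolism genes had an unadjusted p under 0.05. Adjusted over the list alone, 4 heatmap β-oxidation genes and 1 α-amino acid catabolism gene were higher in females. The genotype effect differed between the sexes for the last 3 lists (differences of 0.42, 0.42, and 0.55, adjusted p = 0.0313 for each), and by 0.44 for β-oxidation (adjusted p = 0.0848). Under library size alone the differences of these 3 lists were 0.15, 0.16, and 0.25, and relative to a list of secreted hepatocyte proteins −0.0509, −0.0446, and 0.0819, and none passed. Of single genes, it differed between the sexes for *Gcdh*, *Idh3b*, *Gls2*, *Haao*, *Ahcy*, *Amdhd1*, and *Hal*, by 0.47 to 0.75 on the log2 scale.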

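Lists of β-oxidation (24 genes), TCA cycle (18 genes), respiratory chain (23 genes), and amino acid (AA) catabolism genes (34 of 35 genes expressed), written without reference to these libraries, were scored in the same way. In females the score was higher in SIRT6-tg than in WT mice by 0.17 for β-oxidation (exact permutation test, two-sided, p = 0.0664, adjusted p = 0.352), and 4 of 7 SIRT6-tg mice lay above every WT mouse. The differences were 0.03 for the TCA cycle (exact p = 0.698), 0.03 for AA catabolism (exact p = 0.639), and −0.04 for the respiratory chain (exact p = 0.833). No gene of these lists passed in females over all genes tested, while 9 β-oxidation genes, 1 TCA cycle gene, 2 AA catabolism genes, and no respiratory chain gene had an unadjusted p under 0.05. Adjusted over the list alone, 5 β-oxidation genes and 1 AA catabolism gene were higher. By camera the female β-oxidation list had an adjusted p of 1.83e-08. Under fry it did not pass, and over all alternatives its adjusted p ranged from 1.83e-08 to 0.595. The genotype effect was larger in males than in females by 0.31 for the TCA cycle (exact permutation of genotype within sex, p = 0.00745, adjusted p = 0.0313) and by 0.39 for AA catabolism (adjusted p = 0.0313). Under library size alone these 2 differences were 0.0159 and 0.10, and relative to a list of secreted hepatocyte proteins −0.15 and −0.0723, and neither passed. It was larger by 0.31 for β-oxidation (adjusted p = 0.120) and by 0.51 for the respiratory chain (adjusted p = 0.0588), which did not pass.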

Metabolism, enriched for catabolic pathways, was strongly up-regulated in both male and female SIRT6-tg mice (Fig. 4b and Supplementary Table 6). Fatty-acid β-oxidation, TCA cycle, aerobic respiration, and AA catabolism gene expression were significantly increased in SIRT6-tg mice (Fig. 4c). These findings suggest that SIRT6 induces fatty acid and AA catabolism in the liver, mimicking the effect of fasting and CR in both mice and primates^44–46^. 

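In males, the β-oxidation list written without reference to these libraries was 8.35 ± 0.11 in SIRT6-tg and 7.87 ± 0.13 in WT mice (SD, n = 7 each), in mean log2 CPM, a difference of 0.48. The difference was 0.34 for the TCA cycle and 0.42 for AA catabolism. In these 3 lists all 7 SIRT6-tg males lay above all 7 WT males (exact permutation test, two-sided, p = 0.000583, adjusted p = 0.00123). For the respiratory chain it was 0.47, with 6 of 7 SIRT6-tg males above every WT male (exact p = 0.00117, adjusted p = 0.00201). Over all genes tested, 20 of 24 β-oxidation, 12 of 18 TCA cycle, 15 of 23 respiratory chain, and 26 of 34 AA catabolism genes were higher at an adjusted p-value under 0.05, and none was lower. Adjusted over the list alone, 22, 14, 19, and 28 genes were higher. The lists shared 6, 6, 2, and 7 genes, respectively, with the heatmap genes chosen by the study.

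These differences depended on the reference. A list of 15 secreted hepatocyte proteins, used as a gauge of the share of hepatocyte RNA, was also higher in male SIRT6-tg mice, by 0.35 (exact permutation p = 0.00408, adjusted p = 0.00646). A change in the expression of these genes would move the list too, so it does not measure that share alone. Relative to that list, an alternative set before the data were examined, the differences were 0.13, −0.01, 0.12, and 0.08 for β-oxidation, TCA cycle, respiratory chain, and AA catabolism, and none passed. The hepatocyte list followed the second principal component within groups, and 20.2% of its rise in males remained once that trend was removed, a setting chosen after the data were seen. Scaled by library size alone, they were 0.19 for β-oxidation, 0.05 for the TCA cycle (adjusted p = 0.0924), and 0.18 for the respiratory chain (adjusted p = 0.127). Over the alternatives run for every list the adjusted p ranged from 1.08e-12 to 0.299 for β-oxidation, 3.44e-07 to 0.917 for the TCA cycle, 7.09e-09 to 0.127 for the respiratory chain, and 1.35e-14 to 0.671 for AA catabolism. From the higher expression of these pathways, the paper proposes that SIRT6 induces fatty acid and AA catabolism in the liver.

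**Figure D3:**
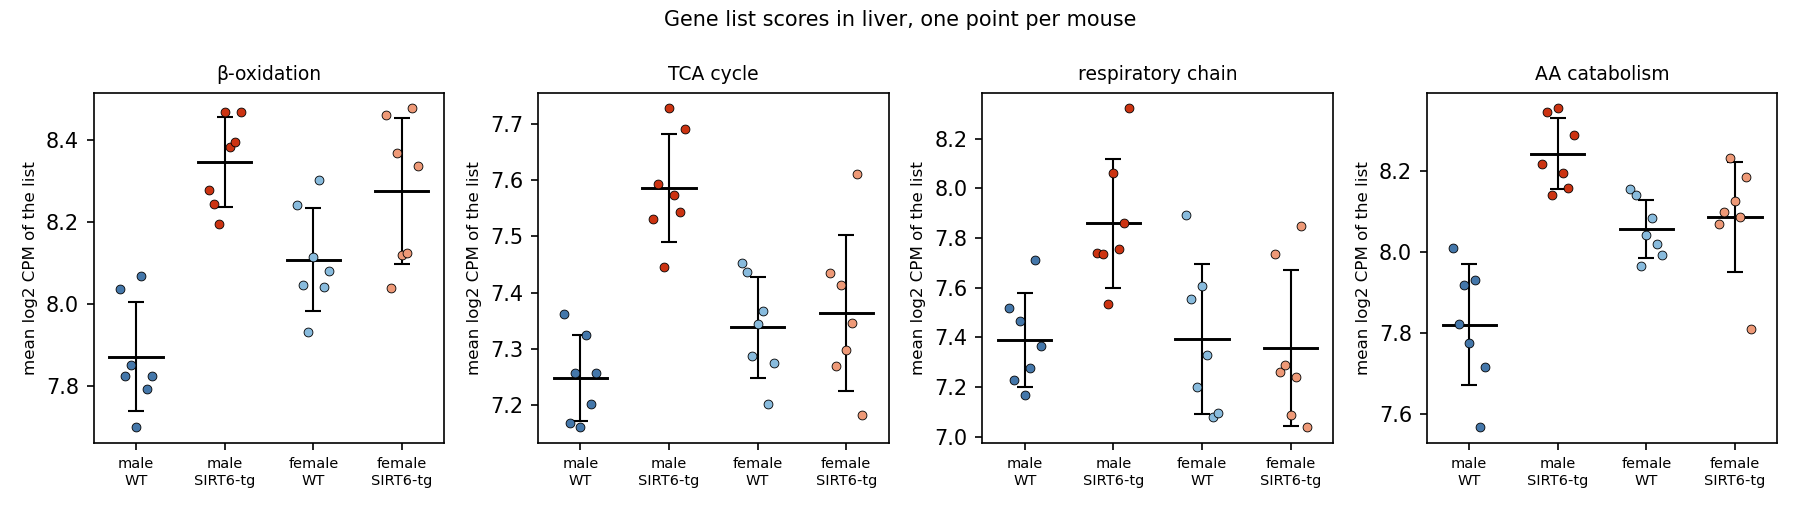
Scores of 4 gene lists in liver, 1 point per mouse, as mean log2 CPM of the listed genes under TMM normalization, with the mean and SD of the 7 mice in each group. Male SIRT6-tg mice lie above male WT mice except for overlap in the respiratory chain list, while the female genotypes overlap in each panel, and under library size alone the male TCA cycle and respiratory chain differences did not pass.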

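A list of 25 target genes of the nuclear receptor PPARα, all expressed, was higher in SIRT6-tg than in WT mice by 0.38 in mean log2 CPM in males (exact permutation test, two-sided, p = 0.0350, adjusted p = 0.0458), with 1 of 7 SIRT6-tg males above every WT male. In females the difference was 0.23 (exact p = 0.187, adjusted p = 0.478), with 2 of 7 above every WT female. The genotype effect did not differ between the sexes (difference of 0.15, exact permutation p = 0.543, adjusted p = 0.607). In males 10 of the 25 genes were higher over all genes tested, and the same number adjusted over the list alone. In females no gene passed over all genes tested, 7 had an unadjusted p under 0.05, and 1 was higher adjusted over the list alone. By camera the female list had an adjusted p of 9.29e-06, which did not hold under fry, and over all alternatives its adjusted p ranged from 9.29e-06 to 0.821. The male result was close to the threshold. Its adjusted p ranged from 2.07e-04 to 0.879 over all alternatives, and it did not pass under upper-quartile scaling (difference of 0.30, adjusted p = 0.108). Nor did it pass under RLE size factors (0.34, adjusted p = 0.0723). Leaving out 1 male library gave differences from 0.29 (without WT 4) to 0.50 (without WT 5), and the result did not pass in 12 of these 14 fits, with an adjusted p of up to 0.126. Between WT mice the male minus female difference was −0.99 (exact permutation p = 0.00175, adjusted p = 0.00511), with 6 of 7 males below every female. Upstream regulators were not predicted here.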

Analysis of upstream regulators, common to both male and female transcriptomes, showed that PPARα, a nuclear receptor which promotes fatty-acid β-oxidation in the liver^44^ was activated (Fig. 4d). Importantly, the SIRT6-dependent increased expression of key catabolic genes of β-oxidation, TCA cycle, and aerobic respiration, was also maintained at old age (Fig. 4e). In agreement with the effect of SIRT6 on GNG capacity, the expression of the key hepatic GNG genes *Pck1, Pcx*, *G6pc*, and *Fbp1* was higher in SIRT6-tg livers (Fig. 4e). Likewise, the expression of the transcriptional coactivator *Ppargc1a*, which regulates gluconeogenic gene expression and mitochondrial biogenesis, was also increased in old SIRT6-tg. In agreement with this finding, hepatic mitochondrial DNA (mtDNA) content was higher in SIRT6-tg mice (Fig. 4e).

Next, to explore the effect of SIRT6 on protein levels, a quantitative liver proteomics analysis from the same individual male mice utilized for RNA-seq was performed. Liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis identified and quantified 2785 hepatic proteins. PCA of the proteomics data revealed that groups were clustered by genotype (Supplementary Fig. 5a). The global transcriptome correlated well with the proteome (*r* = 0.59, *p* < 0.0001; Supplementary Fig. 5b). From the total expression list, 185 proteins were differentially expressed between genotypes (Benjamini-Hochberg corrected *p* < 0.05 with ±20% fold change), of which 122 and 63 were down- and up-regulated, respectively, in SIRT6-tg mice (Supplementary Fig. 5c and Supplementary Table 7). In agreement with transcriptomics data, SIRT6 up-regulated proteins were enriched for metabolic-related pathways, whereas down-regulated proteins included immune-related pathways (Supplementary Fig. 5d). Interestingly, proteomics analysis also identified a significant decrease in the immunoproteasome (i-proteasome) regulatory subunits PA28α and PA28β and core subunits β2i and β5i in SIRT6-tg mice. In addition, the β5 constitutive proteasome (c-proteasome) subunit was significantly increased in SIRT6-tg livers (Supplementary Fig. 5e, f). Previous studies showed a role for the i-proteasome in regulating aging. A mouse model with reduced β5 proteasomal activity accumulates ubiquitinated (Ub) proteins and has shortened lifespan^47^, whereas overexpression of β5 in *Drosophila melanogaster* reduces Ub-protein aggregates and increases lifespan^48^. Similarly, we found significantly decreased Ub-protein levels (Supplementary Fig. 5g), suggesting SIRT6 as a key regulator of protein homeostasis (proteostasis). Altogether, hepatic transcriptomic and proteomic profiling revealed the SIRT6-dependent activation of catabolic and anti-inflammatory pathways, which can potentially support the activated GNG (Supplementary Fig. 5h).

### Young-like hepatic TCA cycle and GNG-related metabolite abundance in old SIRT6-tg mice

To further understand the liver metabolic profile of SIRT6 in normoglycemia and GNG during aging, liver metabolomics was performed on young and old 6 h-fasted WT and SIRT6-tg mice. Aging had a profound effect on liver metabolite abundance. Out of 125 identified metabolites, 45 were significantly different between young and old WT mice, and 33 between young and old transgenic mice. Genotype also had a significant effect, as 16 metabolites in young animals and 9 metabolites in aged animals significantly differed between WT and SIRT6-tg. Together, a total of 70 significant metabolites were altered by age or genotype (Fig. 5a and Supplementary Table 8). Metabolite Set Enrichment Analysis (MSEA) showed that TCA cycle, mitochondrial electron transport chain, and GNG were affected by age in both WT and transgenic mice. Genotype also affected these three pathways in either young or old mice (Supplementary Fig. 6a). Interestingly, PCA on significant metabolites showed that old SIRT6-tg grouped closer to the younger profile (Fig. 5b). These findings indicate that SIRT6 maintains a global young-like metabolite profile in the liver.

**Fig. 5:**
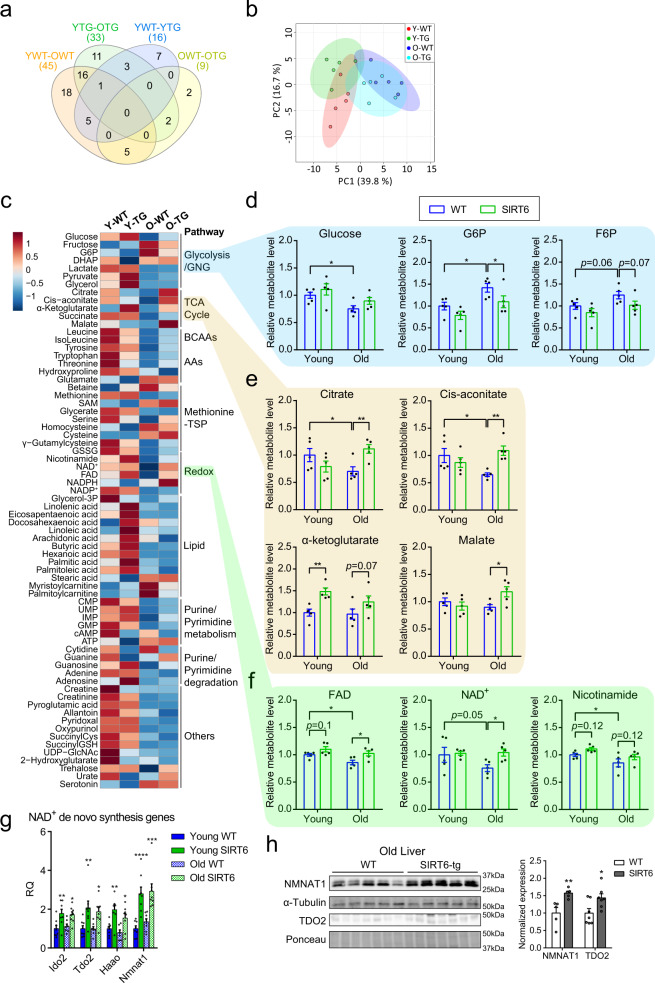
Youthful-like hepatic TCA cycle, GNG, and redox metabolite levels in old SIRT6-tg. **a** Lists of statistically significant metabolites from each of the four comparisons shown were used to create Venn diagram. The number of significant metabolites in each comparison is shown in parentheses. **b** PCA of significantly changed metabolites. Each dot represents one biological replicate. **c** Heatmap of significantly changed metabolites. Each square represents average metabolite abundance of *n* = 5 mice per genotype. TSP, transsulfuration pathway; Y, young; O, old; WT, wild type; TG, transgenic. **d**–**f** Scatterplots showing metabolite levels of hepatic glycolysis/GNG (**d**), TCA cycle (**e**), and redox metabolism (**f**) pathways. *n* = 5 mice per genotype, each dot represents one mouse. **g** Expression of key NAD^+^ de novo synthesis genes in the liver of young and old WT and SIRT6-tg mice. Asterisks indicate values significantly different between WT and SIRT6-tg at the same age. *n* = 8 mice for young WT, young SIRT6, and old SIRT6 (for *Haao* in young SIRT6, *n* = 7); and *n* = 7 mice for old WT (for *Nmnat1*, *n* = 8), males. RQ, relative quantity. **h** Protein levels of NMNAT1 (*n* = 5 mice) and TDO2 (*n* = 7 mice) in livers of old WT and SIRT6-tg littermates. ImageJ quantification of NMNAT1 normalized to α-tubulin and TDO2 normalized to ponceau is shown in the right. For all panels, mice were at the ages of 5–7 months (young) and 20–24 months (old). Bars represent mean ± SEM. For (**d**–**g**) data were analyzed using two-way ANOVA, for (**h**) using two-tailed Student’s *t*-test. Exact *p*-values are reported in the Source Data file. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Next, significant metabolites were organized based on their corresponding pathways (Fig. 5c and Supplementary Fig. 6b). Interestingly, similar to blood glucose levels (Fig. 3a), hepatic glucose abundance decreased with age and tended to increase in SIRT6-tg (Fig. 5d). The GNG intermediates glucose-6-phosphate (G6P) and fructose-6-phosphate (F6P) both increased with age, but in aged SIRT6-tg mice, they remained at young-like levels (Fig. 5d). These results are consistent with our findings that SIRT6 blocks the aging-associated decrease in hepatic GNG.

We next examined TCA cycle metabolite levels. SIRT6 overexpression inhibited the age-related decline in the concentrations of citrate and *cis*-aconitate. Additionally, it significantly increased the levels of αKG at young age and malate at old age (Fig. 5e). Of note, citrate activates the key GNG enzyme fructose-1,6-bisphosphatase (FBP1)^49^, suggesting that higher citrate levels can support GNG by activating FBP1. The GNG substrates lactate, pyruvate, and glycerol and numerous AAs that replenish the TCA cycle (Ser, Met, Tyr, Trp, Thr, Leu, and Ile) were depleted in the aged liver (Fig. 5c and Supplementary Fig. 6b–d). In comparison to young WT, young SIRT6-tg has higher pyruvate, glycerol, and poly-unsaturated fatty acid (PUFA) levels. However, old WT and SIRT6-tg have similar levels of these (Fig. 5c and Supplementary Fig. 6b, c, h). Old SIRT6-tg liver shows a trend towards higher AA levels than old WT liver. This elevation might be due to an increased autophagy in old SIRT6-tg mice. Indeed, in comparison to WT liver, SIRT6-tg liver shows a significant increase in autophagy levels as measured by the autophagy markers LC3b-II and p62 (Supplementary Fig. 6i). Importantly, the glucogenic AA serine was significantly higher in old SIRT6-tg liver, similar to the levels found in young WT liver (Supplementary Fig. 6d). These results suggest that TCA cycle and GNG activities decrease in the aged liver due to decreased levels of their precursors, and that SIRT6 might activate these pathways by increasing their precursor levels.

Other metabolites also showed young-like levels in old livers from aged SIRT6-tg mice. The abundance of the major β-oxidation precursors, palmitoyl-carnitine and myristoyl-carnitine increased with aging in old WT mice, but not in old SIRT6-tg mice (Supplementary Fig. 6e). In addition, the disaccharide trehalose, known to extend the lifespan of the nematode *Caenorhabditis elegans*^50^, was depleted in aged WT, but not in aged SIRT6-tg mice (Supplementary Fig. 6f). Likewise, SIRT6-tg mice showed a lower age-dependent reduction in IMP levels (Fig. 5c and Supplementary Fig. 6g). Thus, SIRT6 overexpression inhibits additional aging-related phenomena.

### SIRT6 maintains NAD^+^ levels and increases de novo NAD^+^ synthesis gene expression

Functional redox metabolism, mediated by NAD^+^ and flavin adenine dinucleotide (FAD), is critical for multiple metabolic reactions and is impaired by aging^51^. Interestingly, hepatic NAD^+^ and FAD levels decreased with age. Remarkably, SIRT6 overexpression prevented the age-related decline of NAD^+^ and FAD (Fig. 5f). In addition, nicotinamide (NAM), a product of SIRT6 reaction and an NAD^+^ salvage precursor, also decreased with age, and increased in SIRT6-tg, independently of age (*p* genotype < 0.05; Fig. 5f). The maintained NAD^+^ levels in old SIRT6-tg livers could be due to either reduced consumption or increased production of NAD^+^. The DNA-damage-induced poly [ADP-ribose] polymerase 1 (PARP1) is a major NAD^+^ consumer^52^. Thus, we first tested the possibility that SIRT6 affects NAD^+^ consumption by reducing DNA-damage-induced activation of PARP1. However, we found that hepatic PARP1 levels, global PARylation, and gamma-H2AX levels were similar between genotypes (Supplementary Fig. 6j), suggesting that SIRT6 does enhance NAD^+^ levels by reducing its consumption by PARP1. Next, we sought to determine whether SIRT6 affects NAD^+^ production. Supplementing mice with NAM results in increased expression of de novo NAD^+^ biosynthetic enzymes^53^. In accordance with their higher NAM levels, the hepatic mRNA expression of multiple de novo NAD^+^ biosynthetic genes; *Ido2*, *Tdo2*, *Haao*, and *Nmnat1* was up-regulated in SIRT6-tg (Fig. 5g). In agreement, NMNAT1 and TDO2 protein levels were also significantly increased in old SIRT6-tg livers (Fig. 5h). These findings suggest that SIRT6-tg mice maintain NAD^+^ levels during aging due to increased NAD^+^ production. Collectively, liver metabolomics showed that SIRT6-tg mice present a young-like profile of key metabolites of GNG, TCA cycle, and redox pathways, suggesting that hepatic GNG and TCA cycle activities are increased in SIRT6-tg, at least partially, by augmented NAD^+^ cofactor and glycerol/pyruvate substrate availability.

### SIRT6 restores the aging-associated decline in hepatic lactate oxidation

With age, WT mice showed reduced GNG capacity even when supplemented with exogenous GNG precursors such as lactate and glycerol (Fig. 3c, d). Thus, the age-dependent GNG decline cannot be explained solely by limitations in substrate availability. To further understand the mechanism underlying the age-dependent reduction in GNG, in vivo stable isotope tracing using uniformly labeled ^13^C lactate was performed (Fig. 6a). We chose lactate, as its oxidation contributes carbons to both GNG and the TCA cycle^54,55^, two pathways that were affected by aging and SIRT6 (Figs. 2–5). [U-^13^C]-lactate was injected into 6 h-fasted young and old WT and SIRT6-tg mice, followed by analysis of liver metabolite isotopologue abundances 15 min after injection. Total lactate concentrations and fractional abundance of its M + 3 isotopologue (lactate labeled on all 3 carbons) were similar between groups in plasma and liver (Supplementary Fig. 7a, b). These findings indicate that lactate transport into the liver is not affected by aging or by SIRT6. Lactate oxidation resulted in extensive labeling of liver pyruvate, alanine, TCA cycle metabolites, and AAs that are derived from the TCA cycle (Glu, Gln, Asp, Asn) (Supplementary Fig. 7c). Importantly, liver glucose was also labeled, providing a direct evidence for lactate-derived hepatic GNG (Fig. 6b). In comparison to WT mice, liver glucose abundance was higher in SIRT6-tg following lactate administration in an age-independent manner (Fig. 6b). In young mice, no significant differences were found in the abundance of labeled pyruvate [M + 3], TCA cycle metabolites αKG, succinate and malate [M + 2], or glucose [M + 2, M + 3], between genotypes (Supplementary Fig. 7d). Interestingly, steady-state levels of labeled glucose [M + 2 to M + 6], and most notably, glucose M + 2 and M + 3 isotopologues significantly decreased in aged WT mice, while remaining higher in old SIRT6-tg (*p* = 0.06 and 0.11, respectively; Fig. 6c and Supplementary Fig. 7e). Labeling of the TCA cycle intermediates αKG, succinate, and malate significantly decreased with age in WT mice but remained higher in SIRT6-tg mice (Fig. 6d). Thus, direct incorporation of lactate’s carbons to the TCA cycle and to GNG deteriorates with age in WT mice but is rescued in old SIRT6-tg mice.

**Fig. 6:**
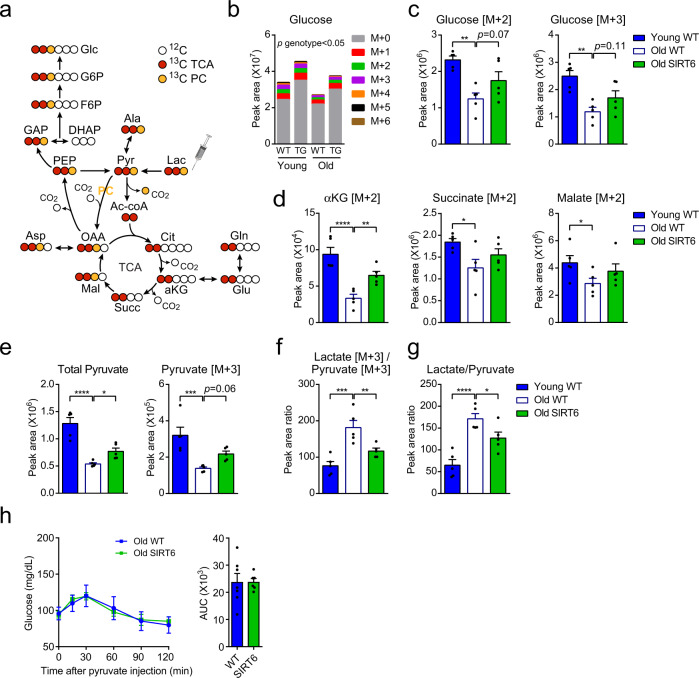
SIRT6 restores the significant reduction in hepatic lactate oxidation and contribution to GNG at old age. **a** Schematic showing fates of lactate carbons following injection of [U-^13^C]-lactate, after one round of the TCA cycle or flux through pyruvate carboxylase (PC, Pyr→OAA). White balls, ^12^C carbons. Colored balls, ^13^C carbons. Red, carbon flux from lactate to glucose via the TCA cycle. Yellow, carbon flux from lactate to glucose via PC. **b** Hepatic glucose isotopologues, 15 min after [U-^13^C]-lactate injection. **c**–**e**, Relative abundance of hepatic glucose [M + 2] and glucose [M + 3] (**c**), the TCA cycle metabolites αKG [M + 2], succinate [M + 2] and malate [M + 2] (**d**), and total pyruvate and pyruvate [M + 3] (**e**) 15 min after [U-^13^C]-lactate injection. Metabolite peak area values were normalized to total ion count. **f**, **g** Hepatic lactate [M + 3] / pyruvate [M + 3] peak area ratio (**f**), and ratio of total liver metabolite levels of lactate/pyruvate (**g**) 15 min after [U-^13^C]-lactate injection. For (**b**–**g**), mice were at the ages of 5–7 months (young) and 20–24 months (old). *n* = 5 mice; bars represent mean ± SEM. One-way ANOVA with Fisher’s LSD method. Exact *p*-values are reported in the Source Data file. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **h** Pyruvate tolerance test in 20 months old 6 h-fasted WT (*n* = 7 mice) and SIRT6-tg (*n* = 6 mice) male mice.

In liver, when there is excess lactate or upon GNG induction, lactate dehydrogenase (LDH) catalyzes the reversible conversion of NAD^+^-dependent lactate to pyruvate. With age, a significant reduction in total pyruvate and pyruvate M + 3 levels was found after [U-^13^C]-lactate injection (Fig. 6e). Interestingly, in comparison to old WT mice, total pyruvate and pyruvate M + 3 levels were higher in old SIRT6-tg mice (Fig. 6e and Supplementary Fig. 7c). These findings suggest that LDH production of pyruvate is higher in old SIRT6-tg mice, potentially due to higher NAD^+^ levels (Fig. 5f). The lactate/pyruvate ratio can be used as a proxy for the cytosolic NADH/NAD^+^ ratio^56^. Indeed, [U-^13^C]-lactate injection led to increased lactate[M + 3]/pyruvate[M + 3] and total lactate/pyruvate ratios with advanced age, while remaining significantly lower in old SIRT6-tg livers (Fig. 6f, g). These results suggest that SIRT6 preserves a lower cytosolic NADH/NAD^+^ ratio at old age, which drives the lactate-to-pyruvate direction of LDH reaction. To test this hypothesis, we injected pyruvate to old WT and SIRT6-tg mice, thus bypassing LDH reaction, and measured blood glucose. Interestingly, in contrast to lactate (Fig. 3c), no difference in GNG capacity from pyruvate was observed between genotypes (Fig. 6h). In addition, no differences in the ratios of malate[M + 2]/malate[M + 3] and aspartate[M + 2]/aspartate[M + 3] were found between age or genotypes (Supplementary Fig. 7f), suggesting that relative pyruvate carboxylase (PC) flux is not altered, but rather the upstream LDH-redox effect is prominent. Thus, maintenance of young-like redox balance by SIRT6 likely activates LDH towards lactate oxidation resulting in young-like lactate oxidation which enables maintenance of TCA cycle and gluconeogenic capacity at old age.

### SIRT6 promotes hepatic gluconeogenesis via increased lipolysis in adipose tissue

GNG is regulated through both hepatic and extrahepatic mechanisms^13^. To determine whether SIRT6 also affects GNG and normoglycemia through extrahepatic mechanisms, liver-specific SIRT6-tg mice were generated and let to age (Supplementary Fig. 8a). In comparison to WT mice, whole-body SIRT6 overexpression mice have higher GNG capacity from lactate, increased hepatic GNG gene expression, and higher levels of key hepatic GNG-related metabolites (Figs. 3c, 4e, and 5c). However, liver-specific SIRT6-tg and control mice showed similar blood glucose levels after lactate injection, both at young and old ages (Fig. 7a and Supplementary Fig. 8b). In addition, liver-tg and control mice showed similar expression levels of key hepatic GNG genes, together with similar and even somewhat reduced levels of hepatic GNG-related metabolites (Fig. 7b, Supplementary Fig. 8c, and Supplementary Table 9). These findings show that increased SIRT6 activity in extrahepatic tissues is necessary to activate GNG, and emphasize the importance of SIRT6 in synergizing multiple tissues to promote GNG.

**Fig. 7:**
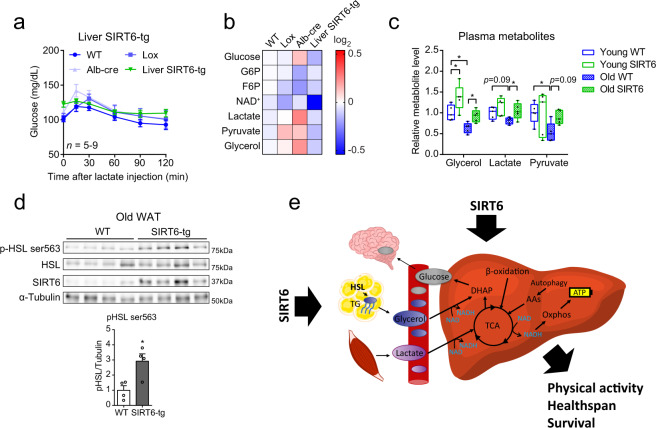
Enhanced adipose tissue-derived glycerol contributes to maintenance of normoglycemia in aged SIRT6-tg mice. **a** Lactate tolerance test in 22–24 months old liver-specific SIRT6-tg and appropriate littermate control male mice. Values are mean ± SEM of *n* = 6 WT mice, *n* = 5 lox mice, *n* = 9 Alb-cre mice and *n* = 5 liver SIRT6-tg mice. Two-way ANOVA showed no difference between liver SIRT6-tg and controls. Bars represent mean ± SEM. **b** Heatmap of GNG-related hepatic metabolites in 23–25 months old liver SIRT6-tg male mice and control littermates. Each square represents average metabolite abundance of *n* = 5 mice per genotype. See Supplementary Table 9 for source data. **c** Levels of the GNG precursors glycerol, lactate and pyruvate in the plasma of 6 h-fasted young (5–7 months) and old (20–24 months) mice, *n* = 5, males. Box extends from the 25th to 75th percentiles, line in the middle of the box is the median and whiskers go down to the smallest value and up to the largest. **d** Western blot and ImageJ quantification of HSL phosphorylation on Ser563 in white adipose tissue of 25 months old WT and SIRT6-tg littermates. *n* = 4 mice per genotype. Bars represent mean ± SEM, two-tailed Student’s *t*-test. For (**c**, **d**), exact *p*-values are reported in the Source Data file, *p < 0.05. **e** Schematic model depicting how SIRT6 improves longevity and healthspan by preserving NAD^+^ metabolism and energy production pathways in old age. Hepatic TCA cycle and GNG deteriorates during aging, leading to perturbed energy homeostasis and fasting glycemia in old age. SIRT6 overexpression increases hepatic energy production from fatty acids and AAs in the liver. This potentially spares GNG substrates, such as lactate and glycerol, whose shuttling during fasting from skeletal muscle and adipose tissue to the liver is increased by SIRT6. This cascade of events leads to preserved hepatic glucose production in old age. TG, triglyceride; HSL, hormone-sensitive lipase; DHAP, dihydroxyacetone phosphate; AAs, amino acids; Oxphos, oxidative phosphorylation.

Differences in hormonal regulation or alterations in GNG precursor availability are two possible mechanisms underlying the extrahepatic effect of whole-body SIRT6 overexpression on GNG. No differences were found in insulin, glucagon, and corticosterone levels, the three known GNG regulators, between old WT and whole-body SIRT6-tg mice, at different fasting time points (Supplementary Fig. 8d). In addition, no difference in glucose-stimulated insulin secretion (GSIS) was observed between old WT and SIRT6-tg mice (Supplementary Fig. 8e). These results indicate that the effect of SIRT6 on GNG is not mediated by change in extrahepatic hormonal regulation.

A second extrahepatic mechanism that can activate GNG is substrate shuttling to the liver. The circulating levels of the GNG precursors lactate and pyruvate decreased with age in WT mice, but not in SIRT6-tg mice (Fig. 7c). Similarly, in WT mice, the levels of the liver GNG precursors lactate, pyruvate, and glycerol also decreased with age (Fig. 5c and Supplementary Fig. 6c). During fasting, glycerol and FFAs are released from adipose tissue as lipolysis products and glycerol is used for GNG in the liver. In addition, FFAs themselves can also stimulate hepatic GNG^57^. In comparison to fasted WT mice, 15 months old SIRT6-tg littermates have higher circulating glycerol levels (Fig. 2c). Thus, we hypothesized that in old age, SIRT6 enhances lipolysis and glycerol release from adipose tissue, contributing to increased substrate availability for GNG in the liver. Plasma glycerol levels in 6 h-fasted WT mice decreased with age. Yet, strikingly, old SIRT6-tg mice showed young-like plasma glycerol levels (Fig. 7c). Moreover, the active phosphorylated form of the key lipolytic enzyme, hormone-sensitive lipase (HSL), in the adipose tissue, increased in old SIRT6-tg mice (Fig. 7d). Old SIRT6-tg mice also showed higher levels of 16 h-fasted serum FFAs (Supplementary Fig. 8f). These findings show that enhanced lipolysis and glycerol release from adipose tissue likely contribute to normoglycemia in aged SIRT6-tg mice.

Altogether, SIRT6-tg mice maintain young-like energy homeostasis at old age. This occurs by increasing systemic GNG substrate availability and supporting their hepatic utilization by enhancing de novo synthesis of NAD^+^, a key modulator of healthy aging.

## Discussion

SIRT6 was previously shown to extend lifespan in male mice and improve health parameters in aged CB6 mixed-background animals^29,30^. Yet, essential questions about the broad effect of SIRT6 on healthy aging remained unanswered. Is the effect strain or sex dependent? How does SIRT6 promote healthy lifespan at the biochemical and molecular levels? And finally, how many tissues must overexpress SIRT6 to achieve these health improvements? To address these issues, we followed the effect of SIRT6 overexpression in inbred C57BL/6JOlaHsd mice. Here, we show that male and female C57BL/6JOlaHsd mice overexpressing SIRT6, but not SIRT1, live significantly longer than WT littermates. SIRT6-tg mice maintain young-like physical activity and metabolic flexibility, along with reduced aging-related pathologies. Moreover, further analyses showed that old SIRT6-tg mice show a young-like liver metabolite profile. Notably, SIRT6 enables energy production under limited energy conditions, such as fasting and aging. To mediate this function, SIRT6 promotes hepatic β-oxidation, lactate and glycerol shuttling and hepatic utilization, NAD^+^/NADH ratio in the liver, and glycerol release from adipose tissue. These SIRT6-regulated metabolic pathways coordinate to maintain young-like TCA cycle and GNG activities in old age (Fig. 7e). Thus, the positive effect of SIRT6 on healthy lifespan is strain and sex independent and requires SIRT6 regulation of energy production in at least two sites, liver and adipose tissues. Together, this emphasizes the potential of SIRT6-based therapeutic approaches in addressing age-related frailty and other diseases.

Previously, we showed that SIRT6 levels increase under fasting or CR^20^, suggesting a role for SIRT6 in regulating aging. Yet, animals in the wild usually die young, before aging occurs^58^. Hence, from an evolutionary perspective, natural selection likely does not directly influence aging. Therefore, SIRT6 most likely did not evolve as a regulator of aging, and the increase in its level upon fasting should be explained. Here, we show that during fasting, SIRT6 enables better production of energy, suggesting the evolutionary basis for the increase in SIRT6 levels upon limited availability of energy sources. Moreover, as seen in Fig. 3, glucose production capacity significantly decreases with age, an effect mitigated by increased SIRT6. Interestingly, Gorbunova and colleagues recently suggested a positive correlation between SIRT6-dependent DNA repair capacity and rodent lifespan^59^. Thus, it would be of great interest to examine the correlation between SIRT6-dependent energy production capacity and lifespan across evolution.

In addition to whole-body SIRT6 overexpression and deletion, several SIRT6 tissue-specific models were described. Adipose-specific SIRT6 deletion promotes insulin resistance^60^, HFD-induced obesity, inhibits lipolysis^61^, and impairs brown adipocyte thermogenic function^62^. In addition, increasing adipose SIRT6 levels using viral injection increases ATGL expression, suggesting higher lipolysis^61^. Liver-specific deletion of SIRT6 in mice results in significant metabolic alterations, such as increased triglyceride synthesis and fatty liver formation^34^. Whereas all these SIRT6-related phenotypes are consistent with our study, the reports regarding the effect of liver-specific SIRT6 deletion or overexpression on GNG are less clear. Dominy et al. showed that mice with shRNA ablation or adeno-viral overexpression of SIRT6 exhibit induction or inhibition of GNG, respectively^36^. In contrast, Deng and his colleagues reported that liver-specific SIRT6 deletion has no effect on GNG^34^, and our results show no difference in GNG from lactate at old age, and modest GNG inhibition at young age, in liver-specific SIRT6-tg mice (Fig. 7a and Supplementary Fig. 8b). Here, we show that whole-body SIRT6 overexpression promotes GNG from lactate and glycerol in aged mice. This emphasizes the requirement for additional tissue/s, besides the liver, in the process of SIRT6-mediated GNG induction. Indeed, in whole-body SIRT6 overexpression mice there is an increase in glycerol release from adipose tissue, which is used for GNG in the liver. This effect, together with our glycerol and lactate tolerance tests and lactate tracing results (Figs. 3 and 6) suggest a model where overexpression of SIRT6 both in the liver and adipose tissues is required for GNG induction.

Aging is often accompanied by a significant increase in frailty^63^. Individual frailty is based on five key areas: unintended weight loss, exhaustion, weakness, slow walking speed, and low physical activity^63^. Metabolic dysfunction, particularly in the ability to produce energy, is a major underlying mechanism of this syndrome. In addition to FFA β-oxidation, two primary SIRT6-dependent energy production pathways were identified here, the activation of TCA cycle and GNG. Interestingly, like SIRT6-tg mice, CR mice or rhesus monkeys also showed evidence for increased GNG^46,64,65^. Increased GNG along with these energy production pathways affects various aspects of healthy aging, primarily the capacity for physical activity^66,67^. In addition, a healthy metabolic state positively influences memory and sleep quality, which decline with age^68^.

The expression of the key hepatic GNG genes *Pck1* (encoding for PEPCK protein)*, Pcx*, *G6pc*, and *Fbp1* were higher in SIRT6-tg livers (Fig. 4e). Likewise, the levels of PEPCK significantly increased in CR mice^69^. This suggests that PEPCK is a key regulator of longevity and is potentially involved in preserving physical activity in old age. Indeed, a set of previous observations support this model. PEPCK knockdown or overexpression, reduces or increases *C. elegans* lifespan, respectively^70,71^. Moreover, PEPCK overexpression restores locomotor activity in old worms^71^. Thus, SIRT6 increases GNG capacity in parallel to normal glucose tolerance, promoting healthy aging of the liver and the organism. These findings suggest targeting GNG capacity with age as a therapeutic approach for the treatment of age-related frailty.

It is fascinating that SIRT6 also supports energy production through additional pathways. SIRT6 increases mitochondrial biogenesis (Fig. 4e), and NAD^+^ levels (Fig. 5f). In comparison to WT mice, mtDNA copy number was significantly higher in transgenic mice. The increased mitochondria number is potentially due to increased PGC1α levels (Fig. 4e). Yet, PGC1α might not be the sole contributor to increased mitochondria biogenesis, since increased PGC1α was found only in old transgenic mice. Yet, two major lines of evidence support increased PGC1a activity in young SIRT6-tg mice: first, we found a significant increase in mitochondrial copy number and second, PGC1α is a major activator of PPARα. Indeed, PPARα-dependent transcription, and β-oxidation, a PPARα-dependent pathway, were significantly higher in young SIRT6-tg mice. Thus, the potential activation of PGC1α activity in whole-body SIRT6 overexpression should be further explored.

Hepatic mRNA expression analysis showed that increased SIRT6 results in a repressed inflammatory signature, especially in males. These findings are in agreement with the well-documented anti-inflammatory role of SIRT6^31^. 

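The genotype effect on each immune list was compared between the sexes by exact permutation of the genotype labels within each sex. It was more negative in males, by −2.16 in mean log2 CPM for MHC class II (p = 0.00771 by the exact test), −1.97 for interferon-γ (exact p = 0.00133), and −1.65 for macrophages and dendritic cells (exact p = 0.00690), with an adjusted p of 0.0313 for each. The difference was −1.55 for T cells (adjusted p = 0.0380), −1.42 for cytokines (adjusted p = 0.0497), and −0.75 for type I interferon (adjusted p = 0.0497). For B cells it was −0.74 and did not pass (adjusted p = 0.0848). The T-cell result did not pass in 8 of the 28 fits that left out 1 library. The cytokine and type I interferon values lay at the threshold, and did not pass in 20 and 19, respectively, of these fits. Among single genes the lowest adjusted p for a difference between the sexes, after *Sirt6*, was that of *Gcnt1* (ENSMUSG00000038843.17, chromosome 19, 17326141 to 17372844). Its log2 fold change was −2.13 in males and 0.30 in females, a difference of −2.43 (standard error 0.31, adjusted p = 8.21e-05). *Gbp5* (difference of −2.79), *Gbp3* (−2.47), and *Ms4a4b* (−2.12) followed.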

Interestingly, we found an increase in hepatic essential PUFA levels (Supplementary Fig. 6h), which are used by the liver as fuel and for anti-inflammatory signaling^72^. Thus, this suggests a mechanism underlying the anti-inflammatory function of SIRT6.

SIRT6 overexpression significantly enhances lifespan of both sexes in the inbred C57BL/6JOlaHsd mice. Yet, when overexpressed in mixed-CB6 background, SIRT6 led to lifespan extension only in males^29^. Two potential mechanisms can be suggested for this difference. First, while in CB6, SIRT6 overexpression lowered circulating IGF-1 levels only in males^29^, here serum IGF-1 was decreased by SIRT6 in both sexes (Supplementary Fig. 1i). Given the fundamental role of insulin/IGF-1 pathway in lifespan regulation^6^, this may be a prominent effect. Interestingly, SIRT6’s lifespan extension was stronger in males than in females (Fig. 1a). Accordingly, circulating IGF-1 levels are lower in WT females relative to WT males (Supplementary Fig. 1i). This masks the beneficial effect of SIRT6 on females’ lifespan via IGF-1. Second, weight maintenance at old age is associated with increased survival in mice and humans^38,39^. Interestingly, here, SIRT6 led to improved weight maintenance in females (Supplementary Fig. 1d, f). Thus, one can suggest that female-specific better weight maintenance contributes to SIRT6-dependent lifespan extension in females. Since in CB6 mice, this parameter was not followed longitudinally in our previous study, future research is required to examine weight maintenance in CB6 background as well.

SIRT6 had a milder effect in females in additional parameters, such as treadmill endurance running and liver transcriptional profile (Fig. 4a and Supplementary Fig. 2i, j). 

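Across all expressed genes, the male and female log2 fold changes had a Pearson correlation of 0.204 and a Spearman correlation of 0.182. These are correlations across genes, which are not independent replicates, and the male and female comparisons share no library. Restricting the genes to those that differed in males moved the values most, to 0.495 and 0.550. Of the genes that differed between male genotypes, 73.9% had a fold change of the same sign in females. For 1056 of them the genotype effect differed between the sexes at an adjusted p-value under 0.05. The share of 73.9% was not compared with other splits of the libraries. Of 100 splits, the real one included, 10 matched or exceeded the Spearman and 2 the Pearson correlation over all expressed genes. Only 3 genes differed in both sexes, and all 3 changed in the same direction.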

Endurance activity is an energy-demanding process. Thus, the improved endurance performance in males might be due to their stronger activation of the GNG and β-oxidation energy production pathways by SIRT6 (Figs. 3 and 4b). In comparison to young females, young male mice show a robust SIRT6-mediated hepatic transcriptional profile. This change is largely related to a higher basal inflammatory state in males, which is inhibited by SIRT6 (Fig. 4b). 

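Between WT mice, 2669 genes differed between the sexes at an adjusted p-value under 0.05, 1436 higher and 1233 lower in males. This comparison was added after the data were examined. Under library size alone 86.8% of the genes called were higher in males, against 53.8% under TMM. The list scores of male WT mice exceeded those of female WT mice by 1.80 for MHC class II, 1.19 for T cells, 1.02 for inflammatory cytokines, and 0.93 for interferon-γ, with 6 of 7 males above every female in each (exact permutation test, two-sided, p = 0.00117, adjusted p = 0.00403). For macrophages and dendritic cells the difference was 1.04, with 7 of 7 males above every female. It was 0.40 for B cells (exact p = 0.0495, adjusted p = 0.0941) and 0.07 for type I interferon (exact p = 0.691), which did not pass.

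Of the 1436 genes higher in male than in female WT mice, 758 were lower and 115 higher in male SIRT6-tg than in male WT mice. Both comparisons use the same male WT libraries, so chance values are shared between them. Of the 1436 genes, 72.1% had a negative genotype effect in males. In 20 simulations in which all libraries were drawn and SIRT6-tg males had the mean of WT males, this share was 65.4% (from 61.9% to 68.7%), over 2100 genes on average. Across genes, the male genotype effect and the sex difference between WT mice had a correlation of −0.345, and the simulations gave −0.236 (from −0.253 to −0.224). Genes were simulated independently, whereas in the real libraries many vary together, so these ranges may be too narrow. They do not decide whether the observed values exceed what the shared libraries give. After overexpression of SIRT6, the lists in males were no longer above those in females. Male SIRT6-tg minus female SIRT6-tg scores were −1.04 for interferon-γ (exact permutation p = 0.000583, adjusted p = 0.00277, 7 of 7 males below every female), −0.61 for macrophages (exact p = 0.00466, adjusted p = 0.0136), −0.68 for type I interferon (adjusted p = 0.00805), and −0.40 for cytokines (adjusted p = 0.0246). They were −0.36 for T cells (adjusted p = 0.0841), −0.36 for MHC class II (adjusted p = 0.291), and −0.34 for B cells (adjusted p = 0.224), which did not pass.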

Interestingly, in humans, males are more susceptible to chronic inflammatory diseases than women prior to menopause^73^. Therefore, this might also contribute to the stronger SIRT6-dependent lifespan extension observed in males. Moreover, all these can also explain the stronger SIRT6 effect on lifespan in the current genetic background.

Liver NAD^+^ levels were significantly higher in old SIRT6-tg mice. This could be due to increased production or reduced utilization of NAD^+^. In addition, SIRT6-tg mice showed a significant increase in the levels of NAM, a reaction product of SIRT6. Increased NAM levels, suggest that NAD^+^ utilization by SIRT6 increases. Yet, as seen in Supplementary Fig. 6j, a reduced NAD^+^ usage by other consumers, due to reduced DNA damage or PARP1 activity was excluded. Increased NAM levels can support the increased NAD^+^ levels via two pathways. First, within the NAD^+^ salvage pathway, NAM can be used as a direct NAD^+^ precursor. Yet, no significant change in the levels of NAMPT, a key enzyme of NAD^+^ salvage, was found between WT and SIRT6-tg mice (not shown). Thus, increased NAM probably does not support the increased NAD^+^ levels via the salvage pathway. Second, recently, Mitchell et al. showed that increased NAM levels induces the NAD^+^ de novo synthesis pathway^53^. Indeed, the expression and protein levels of major enzymes in the de novo synthesis pathway were significantly higher in SIRT6-tg mice (Fig. 5g, h). Thus, we suggest that SIRT6 promotes de novo NAD^+^ synthesis, which can be used by various mediators of healthy aging such as other sirtuins and PARP’s under genotoxic stress.

Interestingly, the SIRT6-mediated increased hepatic NAD^+^ and cytosolic NAD^+^/NADH ratio favor the reverse LDH reaction. This serves as a central mechanism in GNG maintenance in old age by SIRT6, as revealed by hepatic lactate/pyruvate ratios and lactate and pyruvate tolerance tests (Figs. 3 and 6). The increased hepatic GNG gene expression in SIRT6-tg (Fig. 4e) is not the driving mechanism for GNG activation in this model.

Altogether, SIRT6 controls lifespan and the ability to generate energy at times of its limited availability, such as physical activity, fasting and aging. These pathways, together with SIRT6’s known regulating role of the key aging-related metabolic signaling pathways mTOR, IGF-1, and AMPK places SIRT6 as a master regulator of healthy aging and as a potential therapeutic target to preserve function and delay the onset of frailty.

## Methods

### Animal husbandry

All experiments were conducted in accordance with Bar-Ilan Institutional Animal Care and Use Committee and approved by the Ministry of Health of Israel. Mice were group housed in IVC cages (up to 5 animals/cage) in a specific pathogen-free environment and fed standard chow diet (Altromin 1324; total pathogen free, irradiated with 25 kGy) and water ad libitum. Animal rooms were maintained at 21–24 °C and 35–75% relative humidity, with 12/12 h (7 a.m. to 7 p.m.) dark–light cycle. Cages were routinely replaced every 10–14 days.

### Mice

Transgenic lines were originally generated in hybrid genetic backgrounds^26,74^, and were backcrossed for at least 10 generations to C57BL/6JOlaHsd background before usage. As several lines of SIRT6-tg mice were generated, it is important to note that all of the mice used in this study were from the same line (#55) as previously published^29^. SIRT1 + 6-tg mice were obtained by crossing SIRT6-tg with SIRT1-tg mice. Further matings were either of WT C57BL/6JOlaHsd (purchased from Envigo, Israel) with SIRT1 + 6-tg or of SIRT6-tg with SIRT1-tg. Mice overexpressing SIRT6 specifically in the liver were obtained by crossing Alb-cre mice (Jax Stock No: 003574) with lox-stop-lox SIRT6-knockin mice (Described in Figure S7A). To avoid potential epigenetic effects of the transgenes, progenies were obtained by alternate matings of male from one genotype with female from the other genotype and vice versa. At the age of 1 month, progenies were separated by sex, ear tagged, and distal tail (~2 mm) was cut for genotyping determination. WT and transgenic mice were housed in the same cage, and for all experiments, only littermates were compared. Throughout the study, if not stated otherwise, mice at the ages of 4–7 months were considered as young, and mice at the ages of 20–25 months were considered old. Mice with visibly unhealthy appearance were not used for in vivo experiments or for tissue collection.

### Lifespan

For lifespan study, mice were housed as described in “Animal husbandry” section and were left undisturbed in cages until natural death. These animals were not used for any other experiment and were virgins, the only procedure they underwent was the standard ear-tagging and 2 mm tail cutting for genotyping at 1 month of age. Other cohorts where raised for in vivo experiments and tissue collections. Mice were inspected daily for health issues, and any death was recorded. Animals showing significant signs of morbidity, based on the AAALAC guidelines, were euthanized for humane reasons, and were used for lifespan analysis since they were deemed to live to their full lifespan. No mice were censored from analysis. Lifespan was analyzed by Kaplan–Meier survival curves, and *p-*values were calculated by log-rank test using SPSS (version 20, IBM). Maximum lifespans and 20th percentiles were calculated as the proportion of each group still alive when the total population reached 90% or 20% mortality, respectively, and significance was analyzed with Fisher’s exact test.

### Histopathology

Histopathological analysis was performed on two separate mouse cohorts. The first cohort were mice sacrificed at age of 25 months by CO_2_ inhalation. From ~10 tissues, healthy-appearing part was taken into liquid nitrogen for protein/RNA extraction, and the remaining tissue parts together with the mouse’s backbone were transferred to 4% neutral formalin for histopathological analysis. The 2nd cohort was end-of-life examination (not from the cohort used for lifespan). Old animals found moribund, soon before estimated natural death, were used; in that case they were euthanized and tissues were fixed. Mice found after death could not be used for analysis due to poor quality of tissues.

Tissue samples were fixed in 4% neutral formalin, embedded in paraffin, sectioned 3 µm thick, and dried. Slides were de-waxed and re-hydrated through a series of graded ethanol and were stained with hematoxylin-eosin (H&E). Photographs were taken using an Olympus DP73 digital camera, and analyzed by an expert pathologist in a blinded fashion with respect to the genotypes of the analyzed samples.

Any of the following pathologies was considered as neoplasia: hyperplasia, lymphoma, sarcoma, hemangiosarcoma, hemangioma, adenoma, or carcinoma. Either lymphoma, sarcoma, hemangiosarcoma, or carcinoma were defined as cancer.

### Tissue and plasma collection

In all cases, mice were sacrificed between 2 p.m. and 4 p.m. to avoid any potential circadian effects on downstream analysis. For protein, RNA and DNA extraction, tissues were collected from mice fasted for 4 h (~10 a.m.–2 p.m.) and sacrificed by CO_2_ inhalation. Tissues were collected quickly (~5 min/mouse), and immediately snap-frozen in liquid nitrogen and stored at −80 °C prior to use. For liver metabolomics, mice fasted for 6 h (~8 a.m.–2 p.m.) or mice 15 min after [U-^13^C]-lactate injection (at ~3 p.m.) were sacrificed by cervical dislocation. Tissues were collected rapidly (~2 min/mouse for most tissues, liver was collected in ~30 s), snap-frozen in liquid nitrogen, and stored at −80 °C prior to use. For the analysis of plasma metabolites, ~30 µl of blood was drawn from tail bleeds into heparin-coated tubes immediately before mice’s sacrifice. Blood was centrifuged for 10 min at 2000*g* at 4 °C, plasma was transferred to new tube, snap-frozen in liquid nitrogen, and kept at −80 °C until use.

### Western blotting

Tissue homogenization was performed using the Bullet Blender homogenizer (Next Advance) in ice-cold lysis buffer (10 mM TrisHCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.5% TritonX100, 7 M urea, 2 mM vanadate, 2.5 mM sodium pyrophosphate, 10 mM NaF, proteinase inhibitor cocktail pill [Santa Cruz Biotechnology]). Samples were centrifuged at 17,000*g* for 5 min at 4 °C to remove undissolved tissue debris, supernatant was collected, and centrifuged again at the same conditions to get rid of undissolved fat. The clear supernatant was collected and protein concentration was determined with Bradford protein assay (Bio-Rad). Samples were boiled with sample buffer for 7 min and equal amount of protein were run in polyacrylamide gels. Transfer was performed using Trans-Blot Turbo System and 0.2 µm nitrocellulose membrane (Biorad). Membranes were blocked for 1 h with 5% BSA and incubated overnight at 4 °C with primary antibody directed against β-actin (C4, sc-47778, at 1:1000 dilution), Ub (P4D1, sc-8017, 1:1000), PARP1 (F-2, sc-8007, 1:1000), α-tubulin (Sigma Aldrich clone B-5-1-2, T5168, 1:7000), SIRT6 (D8D12, cst-12486, 1:1000), PSMB5 (β5) (D1H6B, cst-12919, 1:1000), PSMB8 (β5i) (D1K7X, cst-13635, 1:1000), LC3B (cst-2775, 1:1000), p62 (cst-5114, 1:1000), HSL (D6W5S, cst-18381, 1:1000), phospho-HSL (ser 563) (cst-4139, 1:1000), phospho-Histone H2A.X (Ser139) (MilliporeSigma clone JBW301, #05-636, 1:200), PAR (Trevigen, 4335-AMC-050, 1:1000), NMNAT1 (ab45652, 1:1000), and TDO2 (LSBio, LS‑C748245, 1:500). Anti-mouse or anti-rabbit HRP-conjugated antibodies (Jackson ImmunoResearch, 115-035-146 and 111-035-003, 1:15000) were used as secondary antibodies. Bands were detected using Clarity™ Western ECL Substrate (Biorad) with pictures captured in Amersham Imager 680 (GE Healthcare). Quantification was performed by densitometric analysis using ImageJ software and normalization to α-tubulin, β-actin, or Ponceau S staining (Sigma-Aldrich).

### RNA extraction and quantitative real-time PCR

Liver tissues snap-frozen in liquid nitrogen upon dissection and further stored at −80 °C were cut to ~30 mg piece on dry ice, and homogenized with plastic pestles or in Precellys® Tissue Homogenizer in TRI Reagent (Sigma-Aldrich). RNA was extracted according to manufacturer’s specifications. RNA purity and concentration were assessed using a Thermo Fisher Scientific 2000 spectrophotometer (Thermo Fisher Scientific), and 1–3 µg were taken for cDNA synthesis (iScript™ Advanced cDNA Synthesis Kit, Biorad). The quantitative PCR was carried out using iTaq™ Universal SYBR® Green Supermix (Biorad) in a 15 µl total volume reaction containing 3 µl of 1:30 diluted cDNA. PCR amplification was performed using a StepOnePlus instrument (Applied Biosystems) or with CFX96 Real-Time-PCR detection system (Bio-Rad), and gene expression was normalized to *Actb* expression. The list of primers used for real-time PCR is given in Supplementary Table 10.

### Serum metabolomics

For serum metabolomics, we used male mice at age of 15 months. Blood was collected from facial vein of mice in the fed state, and then after 4 and 16 h fasting. Fed state was at Zeitgeber time 23, ~6 a.m., which is near the end of the mice’s normal feeding period. Mice were subsequently transferred to a new cage without food but with free access to water for up to 16 h. Blood was allowed to clot for 30 min at room temperature and centrifuged at 2000 *g* for 10 min at 4 °C to separate the serum. Collected serum was snap-frozen in liquid nitrogen and stored at −80 °C until later use. Metabolomics analysis was performed by gas chromatography time-of-flight mass spectrometry (GC-TOF-MS) in the UC Davis West Coast Metabolomics Center with the following procedure. First, 20 µl serum was mixed with 1 ml of extraction mix containing acetonitrile, isopropanol, and water in proportions 3:3:2 (JT Baker, Center Valley PA), then vortexed for 10 s and then 6 min at 4 °C. Samples were next centrifuged for 2 min at 14,000 *g*, 500 µl extract was transferred to a new tube and dried via evaporation overnight using speed vacuum concentration system (Labconco, Kansas City MO). The dried tube was resuspended in 500 µl of 50% acetonitrile, vortexed for 10 s, and centrifuged for 2 min at 14,000 *g*. Then, 475 µl extract was moved to a new tube and dried via evaporation as before. Samples were then derivatized by methoxyamine hydrochloride in pyridine and subsequently by *N*-methyl-*N*-trimethylsilyltrifluoroacetamide. Data acquisition was performed as previously published^45,75^. Briefly, the column used was Restek Corporation Rtx-5Sil MS (30 m length × 0.25 mm ID with 0.25 μm film made of 95% dimethyl/5% diphenylpolysiloxane) protected by a 10 m long empty guard column. MS parameters are used as follows: a Leco Pegasus IV mass spectrometer is used with unit mass resolution at 17 spectra/s from 80 to 500 Da at −70 eV ionization energy and 1800 V detector voltage with a 230 °C transfer line and a 250 °C ion source. Injection volume was 0.5 μl with10 μl/s injection speed and helium mobile phase. ChromaTOF version 2.32 software was used for data preprocessing without smoothing, 3 s peak width, baseline subtraction just above the noise level, and automatic mass spectral deconvolution and peak detection at signal/noise levels of 5:1 throughout the chromatogram. Apex masses are reported for use in the BinBase algorithm. Quantification is reported as peak height using the unique ion as default. Raw data were normalized to the sum of all peak heights for all identified metabolites, but not the unknowns, for each sample, and differences between groups where further analyzed using GraphPad prism software. Raw metabolomics MS data were deposited to NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench, https://www.metabolomicsworkbench.org where it has been assigned Project ID PR001005. The data can be accessed directly via its Project 10.21228/M8SH6G.

### Blood parameters

For blood hematology parameters, whole blood was taken from tail bleedings into EDTA-coated tubes and sent on ice for analysis at AML laboratories, Israel. Complete blood count was performed by Sysmex XS-1000i hematology analyzer, and differential count of white blood cells was performed manually by a veterinary in a blinded manner with respect to genotypes. For serum chemistry, blood was derived from facial vein of 3 h-fasted mice, except for total cholesterol and HDL that in old mice were analyzed in blood derived from heart puncture of 4 h-fasted mice. Blood was allowed to clot for 30 min at room temperature, centrifuged at 2000 *g* for 10 min at 4 °C to separate the serum and sent to AML laboratories, Israel, where serum biochemistry parameters were analyzed using Cobas 6000 automated analyzer (Roche Diagnostics). LDL levels were calculated by subtracting HDL levels from total cholesterol levels. Serum IGF-1 levels were determined using IGF-1 ELISA Kit (R&D Systems) following the manufacturer’s instructions.

### Transcriptomics

RNA was extracted using TRI Reagent (Sigma-Aldrich) and extraction quality was evaluated using Tapestation RNA Assay (Agilent Technologies, CA, USA). Libraries were prepared with the NEBNext Ultra RNA library prep Kit (#E7530, NEB) using manufacturer’s instructions, and final evaluation of library integrity was carried out with Tapestation DNA HS Assay (Agilent Technologies, CA, USA). Equimolar pooling of libraries were performed based on Qubit quantification, and loaded onto an Illumina Hiseq 2500 platform (Illumina, CA, USA). Libraries were sequenced in a multiplexed fashion using single-end sequencing protocol, yielding 24–47 million reads per sample. Reads were aligned to mouse genome (mm10) using the STAR RNA-seq aligner software (version STAR_2.5.0a)^76^. The STAR genome database was built with the Gencode annotation file (vM12). Only uniquely mapped reads (20–36 million reads per sample) were considered for further analysis. Raw read counts for 49585 Gencode-annotated gene-level features were determined using HTSeq-count^77^. Differentially expressed genes were determined with the R Bioconductor package DESeq2^78^, and *p*-values were corrected with Benjamini-Hochberg false discovery rate (FDR) procedure. For the analysis of predicted upstream regulators (Fig. 4d), we used Ingenuity Pathway Analysis software^79^ using input gene lists with fold change cutoff ±1.5 with FDR *q*-value < 0.1 for males and FDR *q-*value < 0.25 for females, yielding 2880 and 184 differentially expressed genes in males and females, respectively.

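At these cutoffs, edgeR's quasi-likelihood test gave 3002 genes in males, 576 higher and 2426 lower in SIRT6-tg mice, and 37 genes in females, 20 higher and 17 lower. DESeq2's test with its own size factors gave 2879 genes in males and 115 in females. Of the alternatives at the same cutoffs, the female count moved most under 2 surrogate variables, to 128 genes, and when each sex was fitted separately, to 5 genes. Leaving out 1 library at a time gave from 2670 to 3289 genes in males and from 9 (without female WT 3) to 89 (without female SIRT6-tg 2) in females.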

For pathway analysis, we used Gene Set Enrichment Analysis (GSEA)^80^. 

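The deposited table held 49585 features, of which 32072 had a count above 0 in at least 1 library. After scaling by DESeq2's size factors, 21583 features had a mean of 0.5 or more over the 28 libraries. Of all features, 43749 carried the same versioned identifier in the annotation used here (Gencode vM21 on GRCm38), and 49326 could be given a gene symbol.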

We uploaded expression dataset gene list containing 21,575 genes which were defined as expressed genes, these genes had minimal normalized mean read count of 0.5 reads/gene. Analysis was performed using the stringent option of 1000 permutations.

### Metabolic cages and treadmill running

In vivo metabolic performance and physical activity were measured with automated indirect calorimetry system (TSE Systems GmbH) using animals at the indicated age and sex. Mice were individually housed in home cages and were allowed to acclimate for 24 h. Then, food and water consumption, oxygen consumption (VO_2_), carbon dioxide production (VCO_2_), respiratory exchange ratio (RER), and spontaneous home cage activity were continuously recorded for 72 h. Spontaneous home cage activity is monitored using an infrared light-beam frame which records beam interruptions in the *x*–*y* axis. After the 72 h period, a running wheel was added to each cage and running distance, running time, average and max speed on wheel, were recorded for another 72 h period, of which the first 24 h were considered as acclimation period and not included in analysis. For treadmill running assay, mice were first acclimated to the treadmill for 3 constitutive days for 5 min at a speed of 5 m/min. At the 4th day, an incremental protocol was used: treadmill speed began at 5 m/min and was increased to 8 m/min after 2 min. Thereafter, the speed was increased at a rate of 2 m/min every 2 min and the distance (m) and time (min) to exhaustion, as defined by unwillingness to move along the treadmill for at least 5 s albeit stimulation of mild electric shock, were determined. The formula to determine the amount of work (*J*) performed was: *J* = mass (kg) × g (9.8 m/s^2^) × distance (m) × sin(θ) (with an incline of θ = 5°).

### Measurements of blood glucose during fasting

Blood glucose was measured by tail bleeds using glucometer test strips (Abbot). Few microliters of blood were drawn from the same individual mice at fed state, and at 4, 8, 12, 16, and 24 h of fast. Mice had free access to water along the experiment. Fed state was at Zeitgeber time 23, ~6 a.m.

### Intraperitoneal lactate, glycerol pyruvate, and glucose tolerance tests

Sodium L-lactate (Spectrum Chemicals), glycerol and sodium pyruvate (Sigma-Aldrich) were prepared as 0.1 mg/µl in PBS, glucose was prepared as 20% w/v in PBS, and were filtered with 0.2 µm filter. Mice at the indicated age and sex were fasted for 6 h (8 a.m.–2 p.m.) for lactate, glycerol, and pyruvate tolerance tests, or 16 h overnight for glucose tolerance test, weighted, and ~1 mm of tail end were cut with sterile scalpel. Blood glucose levels were measured by tail bleeding before or at the indicated time points after lactate, glycerol, pyruvate (all 1 g/kg body weight), or glucose (2 g/kg body weight) intraperitoneal injection using glucometer test strips (Abbot) by observer blinded to animal genotype. Animals had free access to water during the whole experiment.

### Glucose-stimulated insulin secretion (GSIS)

Mice were injected intraperitoneally with 2 g/kg glucose, and ~20 µl of blood were withdrawn from tail bleeding before and at the indicated time points after injection. Serum was separated and kept at −80 °C until analysis. Insulin levels in serum samples were measured with ultra-sensitive mouse insulin ELISA kit (Crystal Chem) following the manufacturer’s instructions.

### Body composition measurements

Body composition was measured by nuclear magnetic resonance (NMR) using the Minispec LF90 (Bruker Optics, Billerica, MA). Lean and fat mass were recorded.

### Hepatic glycogen measurement

Liver glycogen was measured using Glycogen Assay Kit (Sigma-Aldrich, MAK016) following manufacturer’s protocol.

### Serum FFA measurement

Serum FFAs were measured using Free Fatty Acid Quantification Kit (BioVision, K612) following manufacturer’s protocol.

### Liver and plasma metabolite measurements

To maximize accuracy and to take into account tissue inhomogeneity, metabolites were extracted from three separate liver pieces for each mouse, and the average metabolite value of the three technical replicates was calculated at analysis. In detail, frozen liver pieces weighting ~30 mg were transferred into soft tissue homogenizing CK 14 tubes containing 1.4 mm ceramic beads (Bertin corp.) prefilled with 1 ml of cold (−20 °C) metabolite extraction solvent (Methanol:Acetonitrile:H2O::50:30:20) and kept on ice. Samples were homogenized using Precellys 24 tissue homogenizer (3 × 20 s at 6000 rpm, with a 30 s gap between each of the three cycles, Bertin Technologies) cooled to 2 °C. Homogenized extracts were centrifuged in the Precellys tubes at 18,000 *g* for 15 min at 4 °C, supernatants were collected in microcentrifuge tubes and centrifuged again at 18,000 *g* for 10 min at 4 °C. The supernatants were transferred to glass HPLC vials and kept at −75 °C prior to LC-MS analysis. For the analysis of plasma glycerol and lactate, plasma was thawed on ice and mixed in 2 °C cooled Precellys 24 tissue homogenizer (3 × 30 s at 4500 rpm). Plasma was diluted in a ratio of 1:100 for lactate and pyruvate, or 1:10 for glycerol with cold (−20 °C) metabolite extraction solvent (Methanol:Acetonitrile::75:25) and mixed again in Precellys homogenizer (same conditions). Samples were then treated with similar centrifugations as liver homogenized extracts and kept at −75 °C prior to LC-MS analysis. Similar to liver, for each plasma sample metabolites were extracted in triplicate, with the exception of 3 samples that had too small plasma volume, 2 of them analyzed with 2 replicates and 1 sample that did not have replicates.

LC-MS metabolomics analysis was performed as described previously^81^. Briefly, Thermo Ultimate 3000 high-performance liquid chromatography (HPLC) system coupled to Q-Exactive Orbitrap Mass Spectrometer (Thermo Fisher Scientific) was used with a resolution of 35,000 at 200 mass/charge ratio (*m*/*z*), electrospray ionization, and polarity switching mode to enable both positive and negative ions across a mass range of 67–1000 *m*/*z*. HPLC setup consisted ZIC-pHILIC column (SeQuant; 150 mm × 2.1 mm, 5 μm; Merck), with a ZIC-pHILIC guard column (SeQuant; 20 mm × 2.1 mm). Here, 5 µl of Biological extracts were injected and the compounds were separated with mobile phase gradient of 15 min, starting at 20% aqueous (20 mM ammonium carbonate adjusted to pH 9.2 with 0.1% of 25% ammonium hydroxide) and 80% organic (acetonitrile) and terminated with 20% acetonitrile. Flow rate and column temperature were maintained at 0.2 ml/min and 45 °C, respectively, for a total run time of 27 min. All metabolites were detected using mass accuracy below 5 ppm. Thermo Xcalibur 4.0 was used for data acquisition.

TraceFinder 4.1 was used for analysis. Peak areas of metabolites were determined by using the exact mass of the singly charged ions. The retention time of metabolites was predetermined on the pHILIC column by analyzing an in-house MS metabolite library that was built by running commercially available standards. For data normalization of liver tissues, raw data files were processed with Compound Discoverer 3.0 to obtain total measurable ions peak area for each sample. Metabolite peak area values in each sample were divided by the total ion peak area value measured in the sample. Raw liver metabolomics MS data were deposited to NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench, https://www.metabolomicsworkbench.org where it has been assigned Project ID PR001017. The data can be accessed directly via its Project 10.21228/M87M4S.

### Quantification of mitochondrial DNA

Total DNA was isolated by standard proteinase K and phenol-chloroform methods. The copy number of mtDNA was analyzed by quantitative real-time PCR. Of the total DNA, 0.4 ng was used as a template for the amplification of mtDNA. Product levels from primers against mouse mtDNA (5′-AAGACACCTTGCCTAGCCACAC-3′ and 5′-TGGCTGGCACGAAATTTACC-3′) were normalized against nuclear 18S rRNA gene (5′-AACTTTCGATGGTAGTCGCCG-3′ and 5′-CCTTGGATGTGGTAGCCGTTT-3′).

### Liver proteomics

#### Sample preparation for LC-MS analysis

In order to remove lipids and detergents 300 μg of mouse tissue lysates from 6 controls and 6 cases were precipitated using standard methanol/chloroform extraction protocol (sample:methanol:chloroform:water::1:4:1:3)^82^. Proteins were resuspended in 30 μl of concentrated urea buffer (8 M urea, 2 M thiourea, 150 mM NaCl (Sigma)), reduced with 50 mM DTT for 1 h at 36 °C and alkylated with 100 mM iodoacetamide for 1 h at 36 °C in the dark. The concentrated urea/protein mixture was diluted 12 times with 50 mM ammonium bicarbonate buffer and proteins were digested for 18 h at 36 °C using trypsin/LysC mixture (Promega) in 1:50 (w/w) enzyme-to-protein ratio. Protein digests were desalted on 10 × 4.0 mm C18 cartridge (Restek, cat# 917450210) using Agilent 1260 Bio-inert HPLC system with the fraction collector. Purified peptides were speed vacuum dried and stored at −80 °C until further processing. Peptides (100 μg) were labeled with Tandem Mass Tags (TMT 6plex, Thermo Fisher) according to manufactures instructions. Each TMT labeling reaction contains 6 labels to be multiplexed in a single MS run. Labeled peptides from 6 different TMT tags were combined into one experiment and fractionated.

#### High-pH RPLC fractionation and concatenation strategy

High-pH RPLC fractionation was performed on Agilent 1260 Bio-inert HPLC system using 3.9 mm × 5 mm XBridge BEH Shield RP18 XP VanGuard cartridge and 4.6 mm × 250 mm XBridge Peptide BEH C18 column (Waters). Solvent composition was as follows: 10 mM ammonium formate (pH 10) as mobile phase A and 10 mM ammonium formate and 90% ACN (pH 10) as mobile phase B^83^. TMT-labeled peptides prepared from mouse livers were separated using a linear organic gradient (from 5% to 50% B in 80 min). Initially, 80 fractions were collected during each LC run at 1 min intervals each. Three individual high-pH fractions were merged into 15 master fractions with the 15 min intervals between each fraction (fraction 1, 16, 31, 46, 61 = master fraction 1, fraction 2, 17, 32, 47, 62 = master fraction 2, and so on). Combined fractions were speed vacuum dried, desalted and stored at −80 °C until final LC-MS/MS analysis.

#### Nano LC-MS/MS analyses

Purified peptide fractions were analyzed using UltiMate 3000 Nano LC Systems coupled to the Q Exactive HF mass spectrometer (Thermo Scientific, San Jose, CA). Each fraction was separated on a 35 cm capillary column (3 µm C18 silica, Hamilton, HxSil cat# 79139) with 150 μm ID on a linear organic gradient using 550 nl/min flow rate. Gradient went from 5% to 35% B in 90 min. Mobile phases A and B consisted of 0.1% formic acid in water and 0.1% formic acid in acetonitrile, respectively. Tandem mass spectra were obtained using Q Exactive HF mass spectrometer with the heated capillary temperature +280 °C and spray voltage set to 2.5 kV. Full MS1 spectra were acquired from 300 to 1500 *m*/*z* at 120,000 resolution and 50 ms maximum accumulation time with automatic gain control (AGC) set to 3 × 10^6^. Dd-MS2 spectra were acquired using dynamic *m*/*z* range with fixed first mass of 100 *m*/*z*. MS/MS spectra were resolved to 30,000 with 155 ms of maximum accumulation time and AGC target set to 2 × 10^5^. Twelve most abundant ions were selected for fragmentation using 30% normalized high collision energy. A dynamic exclusion time of 40 s was used to discriminate against the previously analyzed ions.

#### Bioinformatics analysis

Raw files from LC-MS analysis were converted to mascot generic format (.mgf) using MSConvert software (ProteoWizard 3.0.6002) and the spectra were searched with Mascot 2.4.1 and X!Tandem CYCLONE (2010.12.01.1) against SwissProt mouse sequences from the Uniprot database (version year 2016, appended with 115 known contaminant proteins). The search parameters were set as TMT6plex lysine and N-terminus as fixed modifications and variable modifications of carbamidomethyl cysteine, deamidation of asparagine and glutamate, carbamylation of lysine and N-terminus, and oxidized methionine. A peptide mass tolerance of 20 ppm and 0.08 Da, respectively, and two missed cleavages were allowed for precursor and fragment ions in agreement with the instrument mass accuracy. Mascot and X!Tandem search engine results were analyzed in Scaffold Q + 4.4.6 (Proteome Software, Inc). Peptide and protein probability were calculated by PeptideProphet and ProteinProphet probability model^84,85^. The TMT channels’ isotopic purity was also corrected according to the TMT Kit instructions.

Protein results were filtered at 1% thresholds of both protein and peptide FDR and required at least one unique peptide for protein identification. Those proteins that were identified from a single peptide were included in further analysis if that identification was confirmed by more than one search engine (as previously described) and identified across all samples. Reporter ion intensity quantitative values were extracted from Scaffold, and decoy spectra, contaminant spectra, peptide spectra shared between more than one protein and peptides with missing channel intensities were removed (overall < 2% missing quantification signals). The log2-transformed relative abundance was then normalized by median subtraction from all reporter ion intensity belonging to a protein across all channels. Relative protein abundance was estimated by the median of all peptides for a protein combined. Protein sample loading effects from sample preparations were corrected by median polishing, i.e., subtracting the channel median from the relative abundance estimate across all channels to have a median zero as described elsewhere^86,87^. Quantified proteins were clustered together if they shared common peptides and corresponding gene names were assigned to each protein for simplified data representation. Each protein from two TMT experiments were fitted to a linear model and empirical Bayes methods for assessing differential expression^87^ between groups. Protein significance (*p*-values) were calculated by ordinary *t*-test and moderate *t*-test across sample groups. The moderated *t*-statistic is the ratio of the log2 expression level of the protein to its standard error. Log fold expression change over sample groups were calculated and *p*-value < 0.05 for a protein was considered as significant. Annotation of the proteins were performed by manual curation and combining information from Uniprot, GO, and KEGG database. Further bioinformatics analysis and visualization of the data were performed using R programming language (3.4.0) and the free libraries available on Bioconductor.

### Statistical analysis

Data are presented as mean ± SEM for bar and line graphs. For box plots, box extends from the 25th to 75th percentiles, line in the middle of the box is the median and whiskers go down to the smallest value and up to the largest. *n* indicates the number of animals per experimental group, and is reported in the figures or figure legends. Statistical significance for single comparisons was calculated with unpaired two-tailed Student’s *t*-test. One-way or two-way analysis of variance (ANOVA) with fisher’s LSD method was used for multiple-group comparisons limited to up to 3 planned pairwise comparisons^88^. For multiple-group comparisons containing more than 3 pairwise comparisons, two-way ANOVA with Dunnett’s or Sidak’s post hoc test was used. For comparisons containing 3 variables (e.g., age, genotype, time), three-way repeated measures ANOVA with Sidak’s post hoc test was performed. Histopathology statistics values were derived with Fisher’s exact test. Pearson correlation coefficients were used to measure correlations. *t*-test values were calculated in Microsoft excel, one-way and two-way ANOVA were calculated with GraphPad prism software version 6.0, and three-way ANOVA was performed using SPSS (version 20, IBM). Heatmap of significant metabolites and Metabolite Set Enrichment Analysis (MSEA) was generated using the web-based MetaboAnalyst 4.0 software^89^ (https://www.metaboanalyst.ca/). All comparisons were two-tailed, and *p* < 0.05 was considered to be a statistically significant difference. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

## Data Availability

Raw and processed RNA-seq datasets were deposited to NCBI’s GEO database under the accession number: GSE157838, the data can be accessed using the link. The MS proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^90^ partner repository with the dataset identifier PXD021447, and can be accessed using the link. All raw metabolomics MS data were deposited to NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench, https://www.metabolomicsworkbench.org where it has been assigned Project IDs PR001005 (serum metabolomics) and PR001017 (liver metabolomics). The data can be accessed directly via its Project DOIs 10.21228/M8SH6G and 10.21228/M87M4S. Databases used in this study: Uniprot (https://www.uniprot.org/), GO (http://geneontology.org/) and KEGG database (https://www.genome.jp/kegg/). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Restoration of energy homeostasis by SIRT6 extends healthy lifespan
**Source:** Nat Commun. 2021 May 28;12:3208. doi: 10.1038/s41467-021-23545-7
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for**

**Restoration of energy homeostasis by SIRT6 extends healthy lifespan**

Roichman and Elhanati et al.

Supplementary Fig. 1

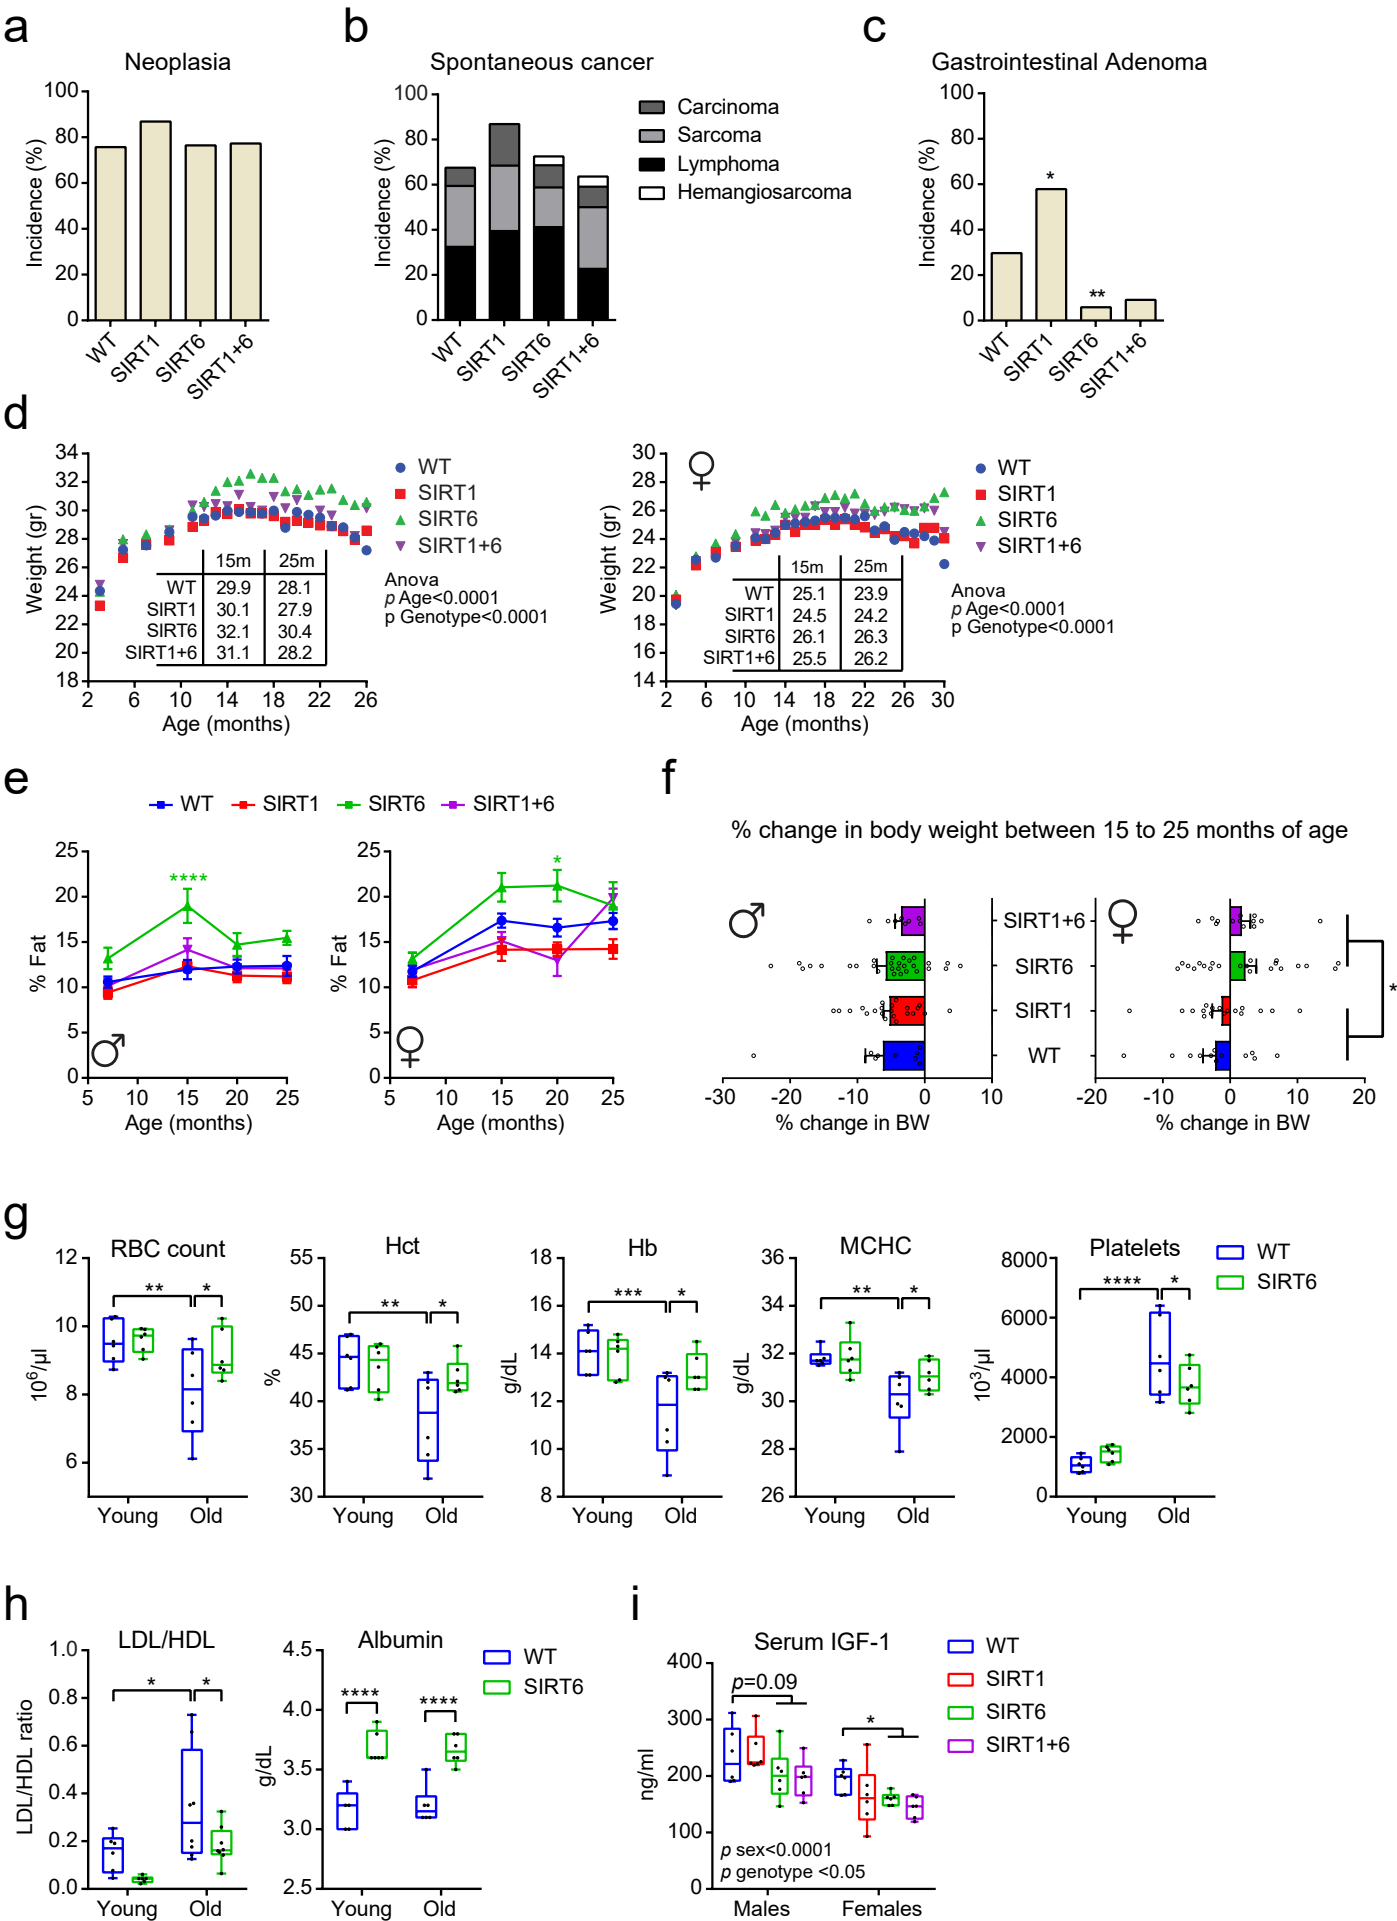

**Supplementary Fig. 1. Extended healthspan parameters. (Related to Fig. 1)**

**a-c**, Incidence of neoplasia (**a**), cancer (**b**) and gastrointestinal adenoma (**c**) at time of natural death. For **a-c**,  $n=37$  WT,  $n=38$  SIRT1-tg,  $n=51$  SIRT6-tg, and  $n=22$  SIRT1+6-tg mice, both sexes. Two-tailed Fisher's exact test. \*,  $p<0.05$  vs WT. Exact p values are reported in Supplementary Table 1. **d**, Median weight trajectories for males and females from the different genotypes. Inset: median weights at 15 months and 25 months of age. See Dunnett's multiple comparisons tests statistics in the Source Data file. **e**, Total body fat as a percentage of body weight, determined by NMR. Values are mean  $\pm$  SEM for 9 mice per genotype (exceptions –  $n=8$  for all groups at 25 months, for male WT and SIRT1+6 at 20 months, and for female SIRT1+6 at all ages,  $n=10$  for male SIRT1 at 20 months and for male SIRT6 at 7, 15 and 20 months), calculated by two-way Anova, Dunnett's post-hoc. \*,  $p<0.05$  vs WT, \*\*\*\*,  $p<0.0001$  vs WT. **f**, Percentage body weight change between 15 and 25 months of age. For males  $n=9$  WT,  $n=22$  SIRT1,  $n=29$  SIRT6,  $n=8$  SIRT1+6, for females  $n=12$  WT,  $n=17$  SIRT1,  $n=21$  SIRT6,  $n=13$  SIRT1+6. Values are mean  $\pm$  SEM, two-tailed student's t test, \*,  $p<0.05$ . **g**, Red blood cell (RBC) count, hematocrit (Hct), hemoglobin (Hb), mean corpuscular hemoglobin concentration (MCHC) and platelet count in males;  $n=6$  mice per group. **h**, Serum LDL/HDL ratio ( $n=6$  young and  $n=8$  old mice per genotype) and serum albumin ( $n=6$  mice for all groups except young WT where  $n=5$ ) in males. For **g** and **h**, ages are 5-7 months (young) and 24 months (old), two-way ANOVA with Fisher's LSD method. **i**, Serum IGF-1 levels measured in 16h overnight fasted animals;  $n=6$ , 6 months of age, and analyzed by two-way ANOVA (Sex, Genotype as independent variables) with Dunnett's post-hoc test. Exact p values are reported in the Source Data file. \*,  $p<0.05$ , \*\*,  $p<0.01$ , \*\*\*,  $p<0.001$ , \*\*\*\*,  $p<0.0001$ . For **g-i**, box extends from the 25th to 75th percentiles, line in the middle of the box is the median and whiskers go down to the smallest value and up to the largest.

# Supplementary Fig. 2

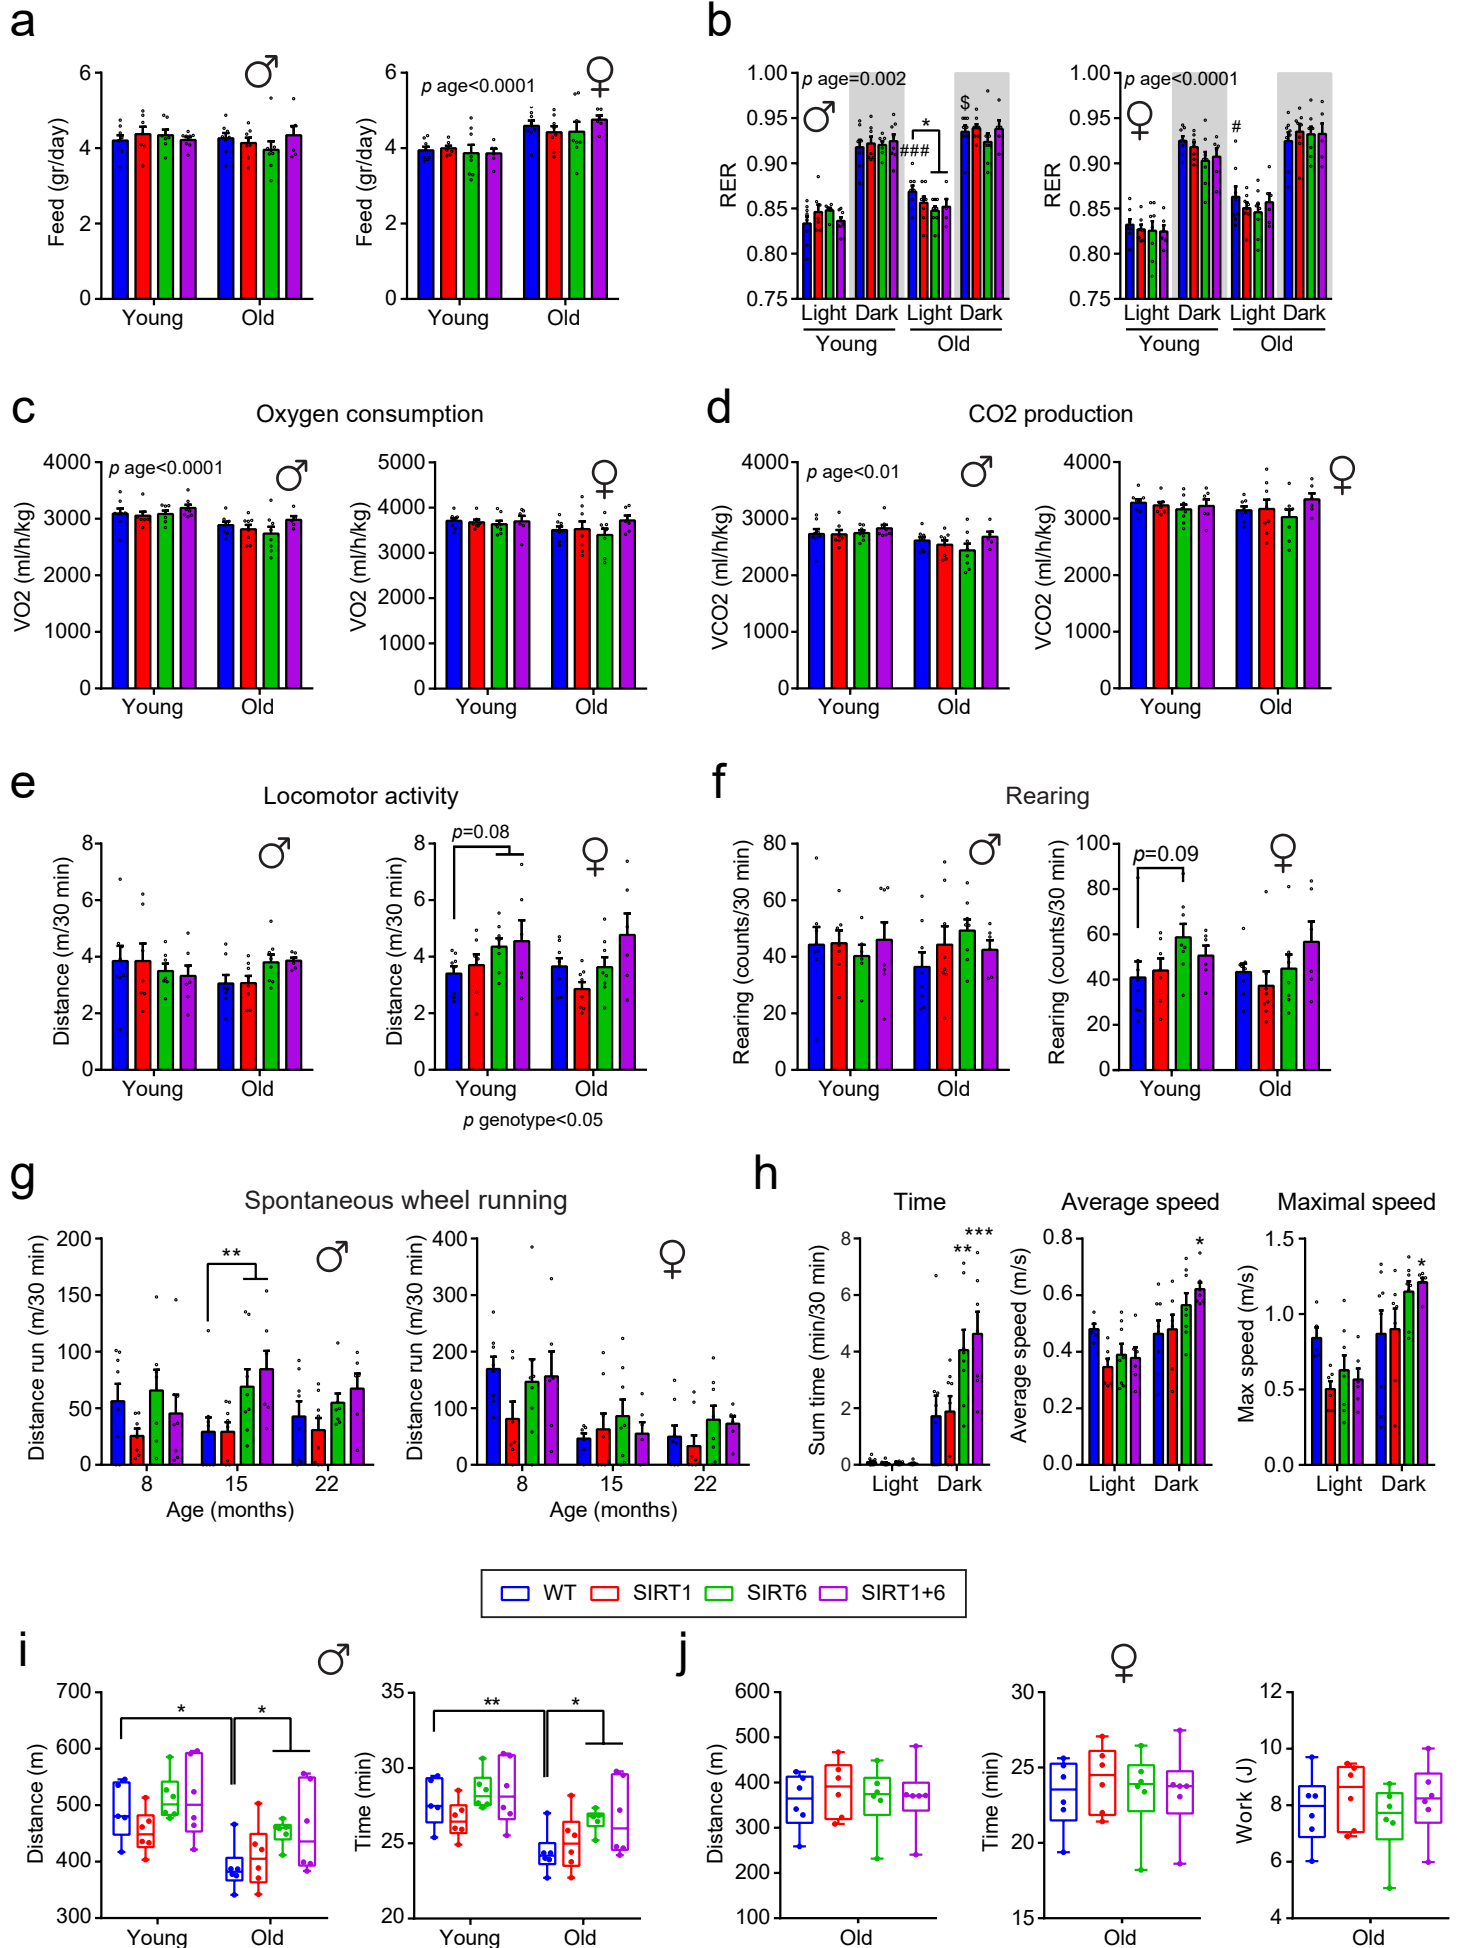

**Supplementary Fig. 2. Extended metabolic cage and treadmill data. (Related to Fig. 1)**

**a**, Food intake in young and old, male and female mice. **b**, Average RER in young and old males and females. Three-way ANOVA with Sidak's post-hoc test. #,  $p < 0.05$ ; ###,  $p < 0.001$  vs. young WT in light phase; \$,  $p = 0.09$  vs. young WT in dark phase. **c-f**, Oxygen consumption (**c**), CO<sub>2</sub> production (**d**), spontaneous locomotor (**e**) and rearing (**f**) activities in young and old males and females. For **a-f**, ages are 8 (young) and 22 (old) months,  $n = 8$  WT mice,  $n = 7$  young SIRT1 mice,  $n = 8$  old SIRT1 mice,  $n = 7$  young SIRT6 male mice,  $n = 8$  female SIRT6 and old male SIRT6 mice,  $n = 8$  young male SIRT1+6 mice,  $n = 6$  old male SIRT1+6 mice in **a,e,f**,  $n = 5$  old male SIRT1+6 mice in **b-d**,  $n = 6$  female SIRT1+6 mice. Oxygen consumption and CO<sub>2</sub> production were normalized to total body weight. **g**, Distance of spontaneous wheel running at the indicated ages;  $n = 8$  mice per group, except of male WT at 15 months ( $n = 9$ ), female WT at 15 months, SIRT1 at 8 months, male SIRT6 at 8 months, male SIRT1+6 at 15 months ( $n = 7$ ), and SIRT1+6 females and SIRT1+6 males at 22 months ( $n = 6$ ). **h**, Total time, average speed and maximal speed during spontaneous wheel running at 15 months of age;  $n = 9$  WT mice,  $n = 8$  SIRT1 mice,  $n = 8$  SIRT6 mice,  $n = 7$  SIRT1+6 mice, males. For **a** and **c-h**, statistical significance was calculated using two-way ANOVA (age, genotype) with Dunnett's post-hoc test. **i**, Distance and duration of running on a treadmill by 6 months and 21 months old males;  $n = 6$  mice per group, except for young WT where  $n = 5$  mice, two-way ANOVA with Sidak's post hoc. **j**, Distance, time and work performed on treadmill by old females; one-way ANOVA with Fisher's LSD method,  $n = 6$  mice, 23 months. In **a-h** values are mean  $\pm$  SEM. For **i, j**, box extends from the 25th to 75th percentiles, line in the middle of the box is the median and whiskers go down to the smallest value and up to the largest. Exact  $p$  values are reported in the Source Data file. For all panels, \*,  $p < 0.05$ , \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ .

Supplementary Fig. 3

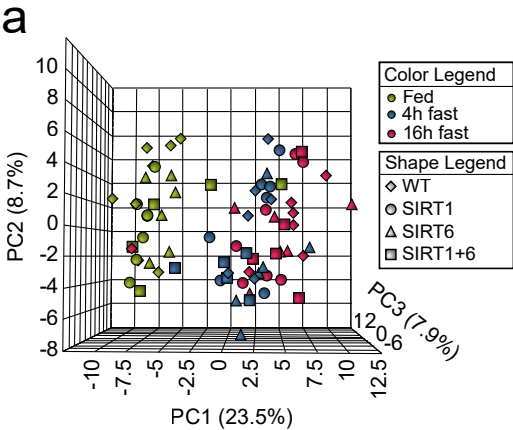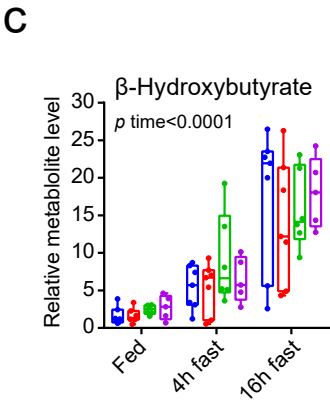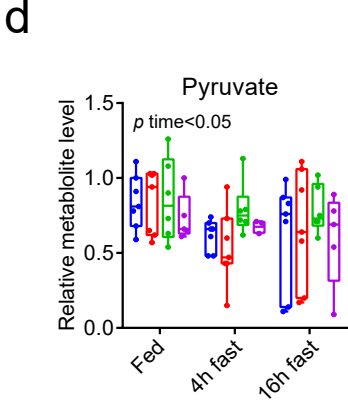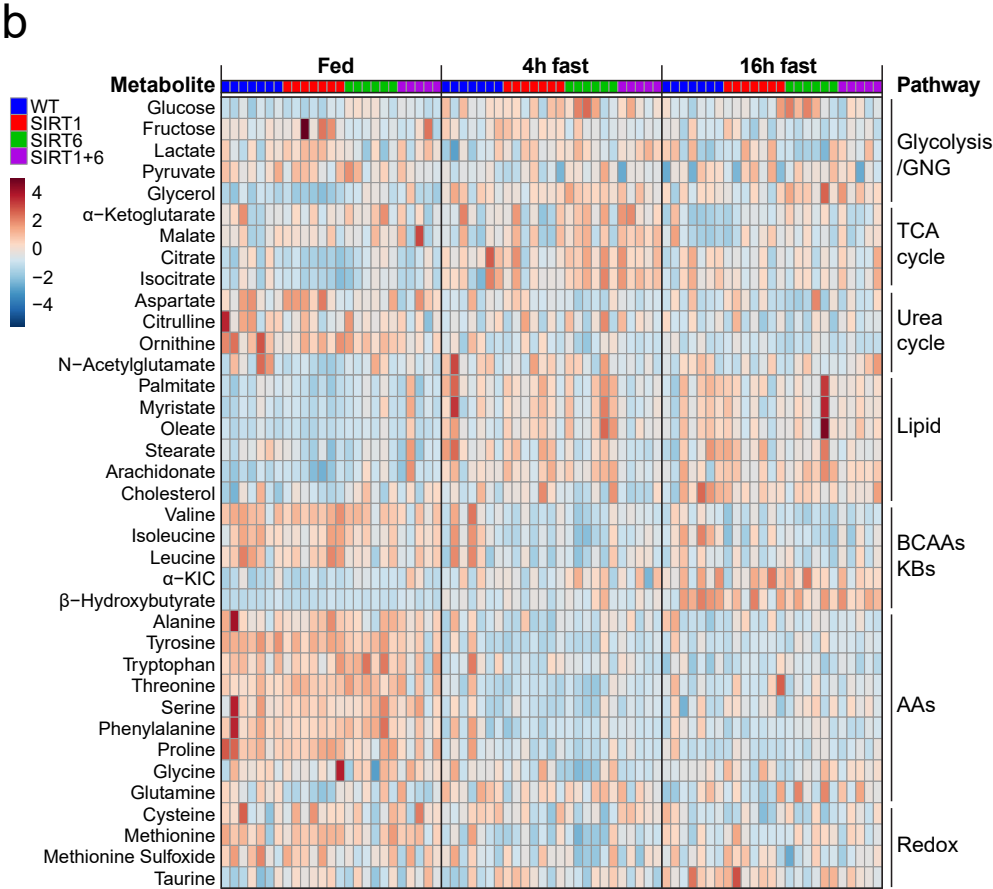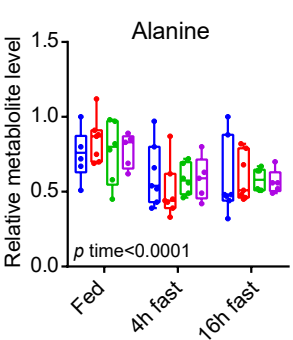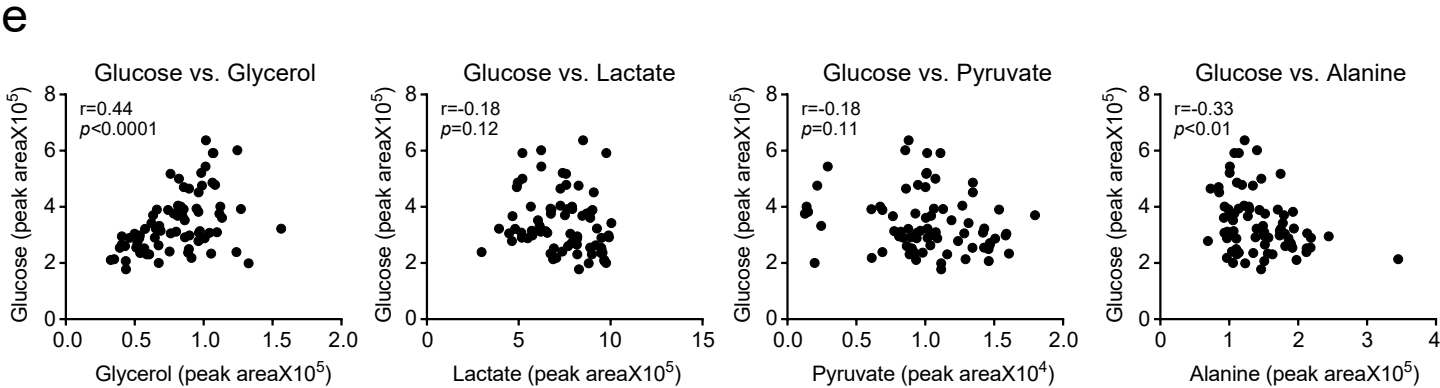

### Supplementary Fig. 3. Serum metabolomics. (Related to Fig. 2)

**a**, PCA using the list of 130 identified metabolites in serum of WT and TG mice. **b**, Heatmap showing metabolites from key metabolic pathways that were significantly changed either by age, genotype or both, as calculated by two-way ANOVA. Each symbol represents an individual mouse. **c-d**, Scatterplots showing levels of the ketosis marker  $\beta$ -hydroxybutyrate (**c**), and the GNG precursors, pyruvate and alanine (**d**).  $n = 7$  WT mice,  $n = 7$  SIRT1-tg mice,  $n = 6$  SIRT6-tg mice and  $n = 5$  SIRT1+6-tg mice, two-way ANOVA (age, genotype) with Dunnett's pot-hoc test. Exact p values are reported in Supplementary Table 4. Box extends from the 25th to 75th percentiles, line in the middle of the box is the median and whiskers go down to the smallest value and up to the largest. **e**, Correlation plots of the serum levels of glucose vs. the gluconeogenic precursors, glycerol, lactate, pyruvate or alanine. Each dot corresponds to one serum sample. **r**, Two-tailed Pearson's correlation coefficient. Exact p values are reported in the Source Data file.

Supplementary Fig. 4

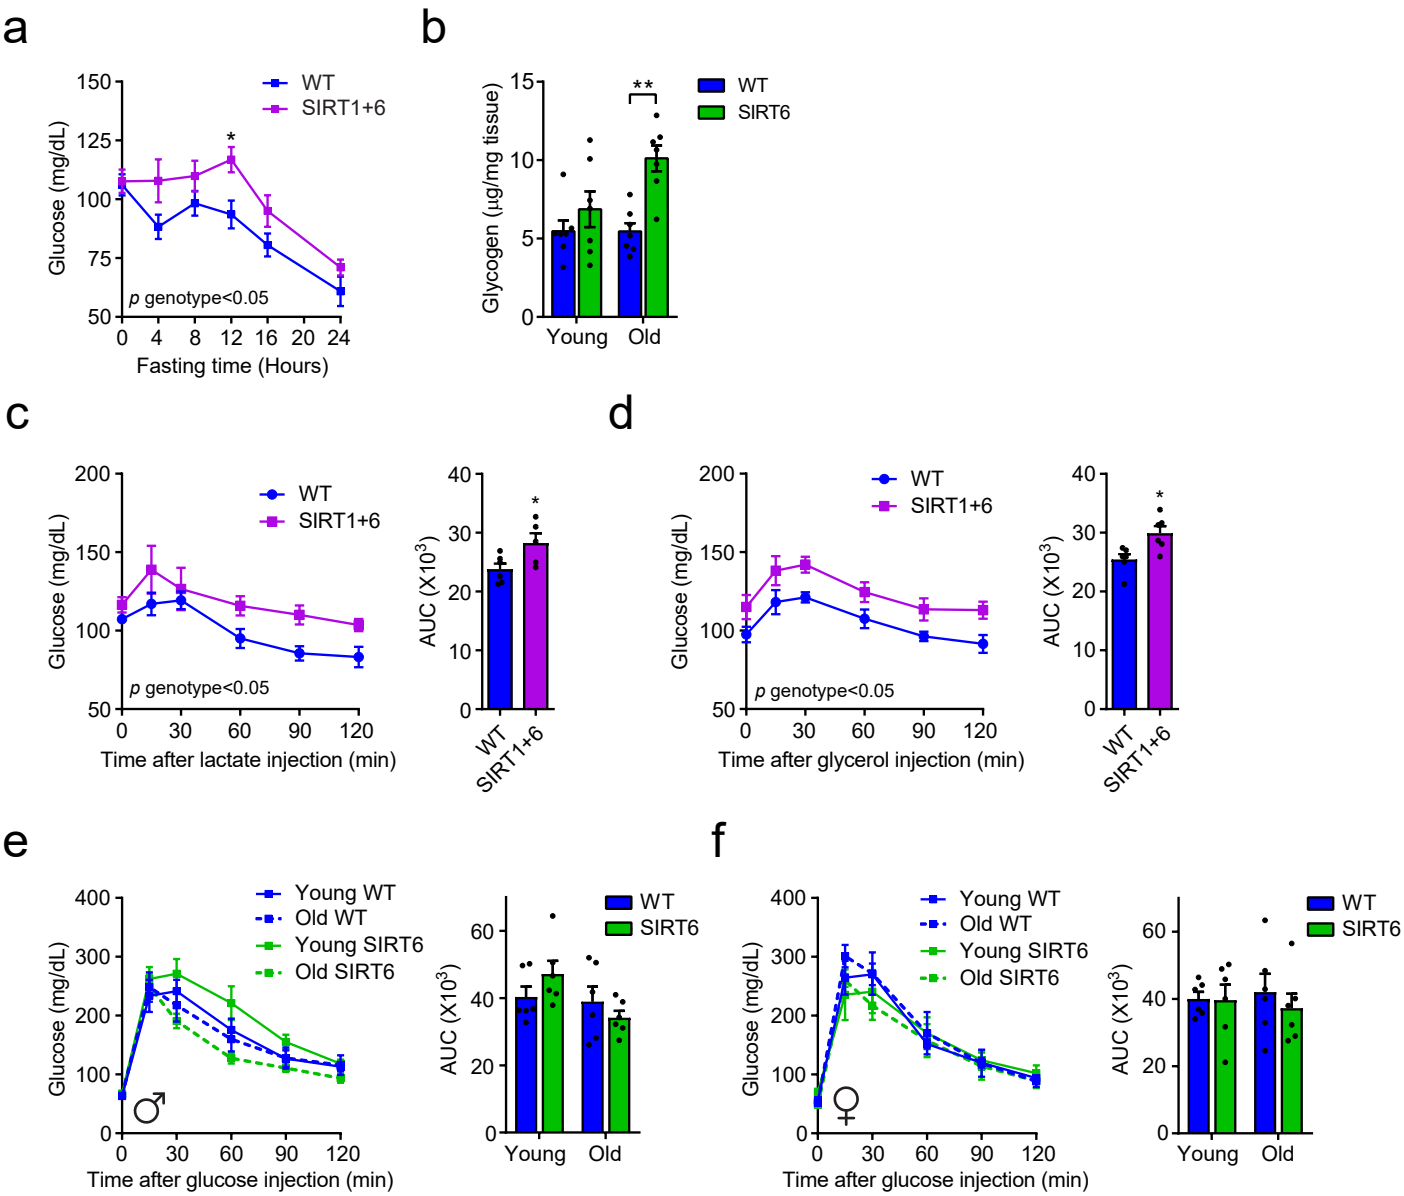

**Supplementary Fig. 4. Extended tolerance tests and glycogen data. (Related to Fig. 3)**

**a**, Blood glucose levels in 22 months old WT and SIRT1+6-tg mice at fed and fasted time points, as indicated in the graph.  $n = 7$  WT mice,  $n = 6$  SIRT1+6 mice, males. Two-way ANOVA with Sidak's post hoc. \*,  $p < 0.05$ . **b**, Hepatic glycogen levels in 4h fasted young (6 months) and old (25 months) WT and SIRT6-tg male mice.  $n = 7$  mice. Two-way ANOVA with Sidak's post hoc. \*\*,  $p < 0.01$ . **c**, Lactate tolerance test in 24 months old 6h fasted male mice;  $n = 6$  WT mice,  $n = 5$  SIRT1+6 mice. **d**, Glycerol tolerance test in 24 months old 6h fasted male mice;  $n = 6$  mice. The area under the curve (AUC) for each tolerance test in **c,d** is shown on the right. Two-way ANOVA for line graphs or student's t-test for AUC analysis. \*,  $p < 0.05$ . For panels **a,c** and **d**, the values for old WT are the same as shown in Figs. **3a,c** and **d**, respectively, as SIRT1+6-tg mice were assayed in the same experiments. **e-f**, Glucose tolerance tests in young and old WT and SIRT6-tg mice of both sexes.  $n = 6$  mice per group, at ages of 7 and 23 months for males, and 7 and 20 months for females. Statistical significance was calculated using three-way ANOVA for line graphs and two-way ANOVA with Fisher's LSD method for AUC. In all panels, values are mean  $\pm$  SEM. Exact p values are reported in the Source Data file.

Supplementary Fig. 5

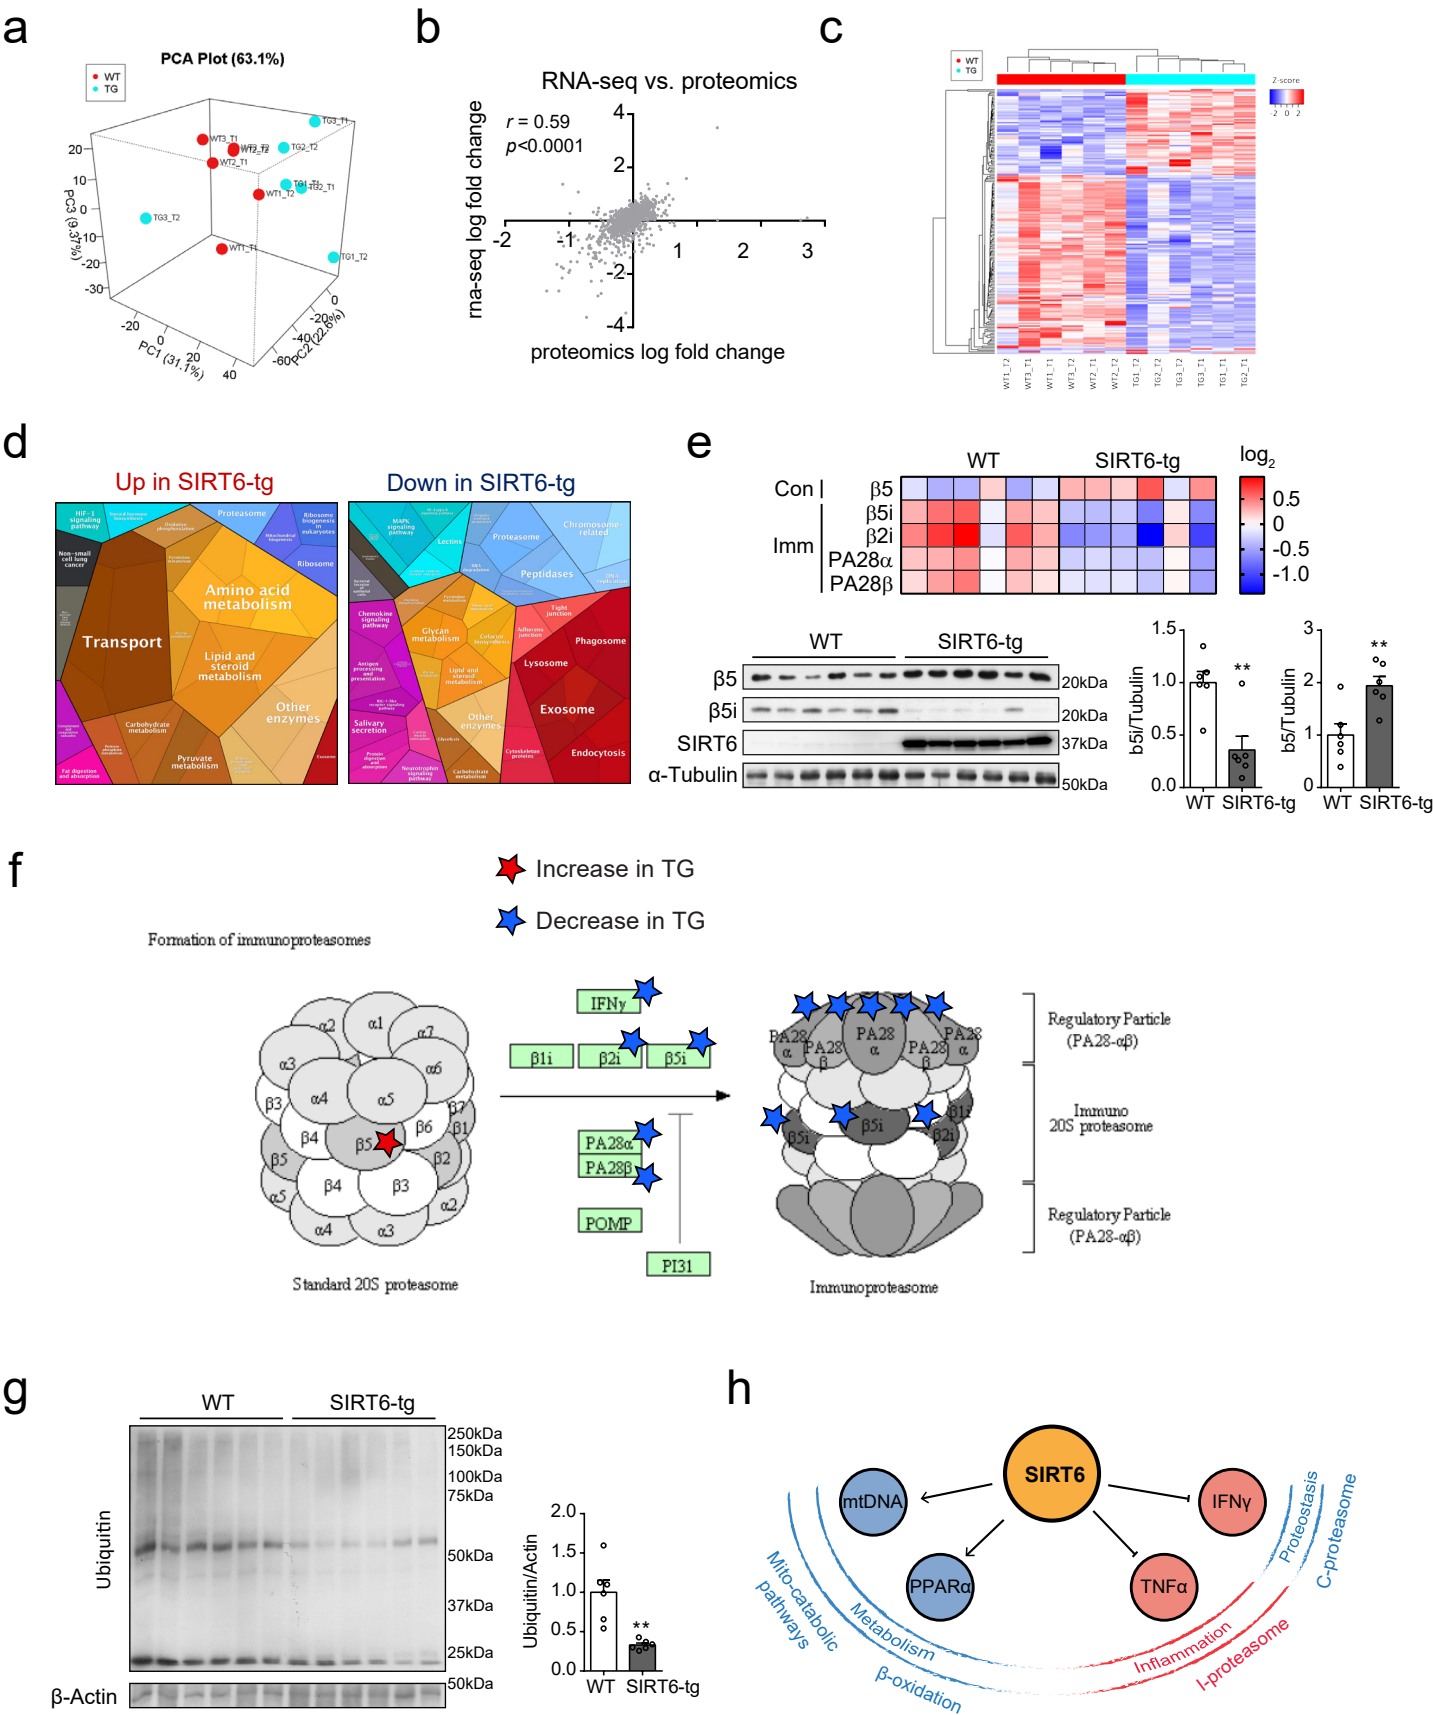

### **Supplementary Fig. 5. Liver proteomics. (Related to Fig. 4)**

**a**, PCA of all 2785 identified proteins. **b**, Correlation between 2659 genes identified in both RNA-seq and proteomic analyses. Pearson  $r$  and  $p$  value (two-tailed) show significant positive correlation. **c**, Expression profile of the 185 differentially expressed proteins. **d**, Pathways up-regulated (left) and down-regulated (right) in SIRT6-tg. Each protein is shown by a polygon, and functionally related proteins are arranged in common regions (e.g. brown-yellow and purple represent metabolism and immune system, respectively). Polygon areas represent pathway abundance. **e**, Top: Heatmap generated from proteomic data show increased expression of constitutive proteasome  $\beta 5$  subunit and lower expression of immunoproteasome assembly proteins. Data are expressed by  $\log_2(\text{fold change})$ . Con, constitutive proteasome; Imm, immunoproteasome. Below: validations of  $\beta 5$  and  $\beta 5i$  expression by western blot and corresponding quantification using ImageJ software.  $n = 6$  mice per genotype. Values are mean  $\pm$  SEM. \*\*,  $p < 0.01$ , two-tailed student's  $t$ -test. **f**, Immunoproteasome model of KEGG proteasome pathway map depicting the proteins in this pathway that were significantly up-regulated or down-regulated in SIRT6-tg mice. **g**, Liver lysates from WT and SIRT6-tg mice were blotted against anti-ubiquitin antibody. The intensities of normalized protein expression, as determined by densitometry, are shown on the right.  $n = 6$  mice per genotype. Values are mean  $\pm$  SEM. \*\*,  $p < 0.01$ , two-tailed student's  $t$ -test. Exact  $p$  values for **e**, **g**, are reported in the Source Data file. **h**, Scheme showing inflammatory and metabolic effects of SIRT6 in young liver. Blue, nodes activated by SIRT6; Red, nodes inhibited by SIRT6.

Supplementary Fig. 6

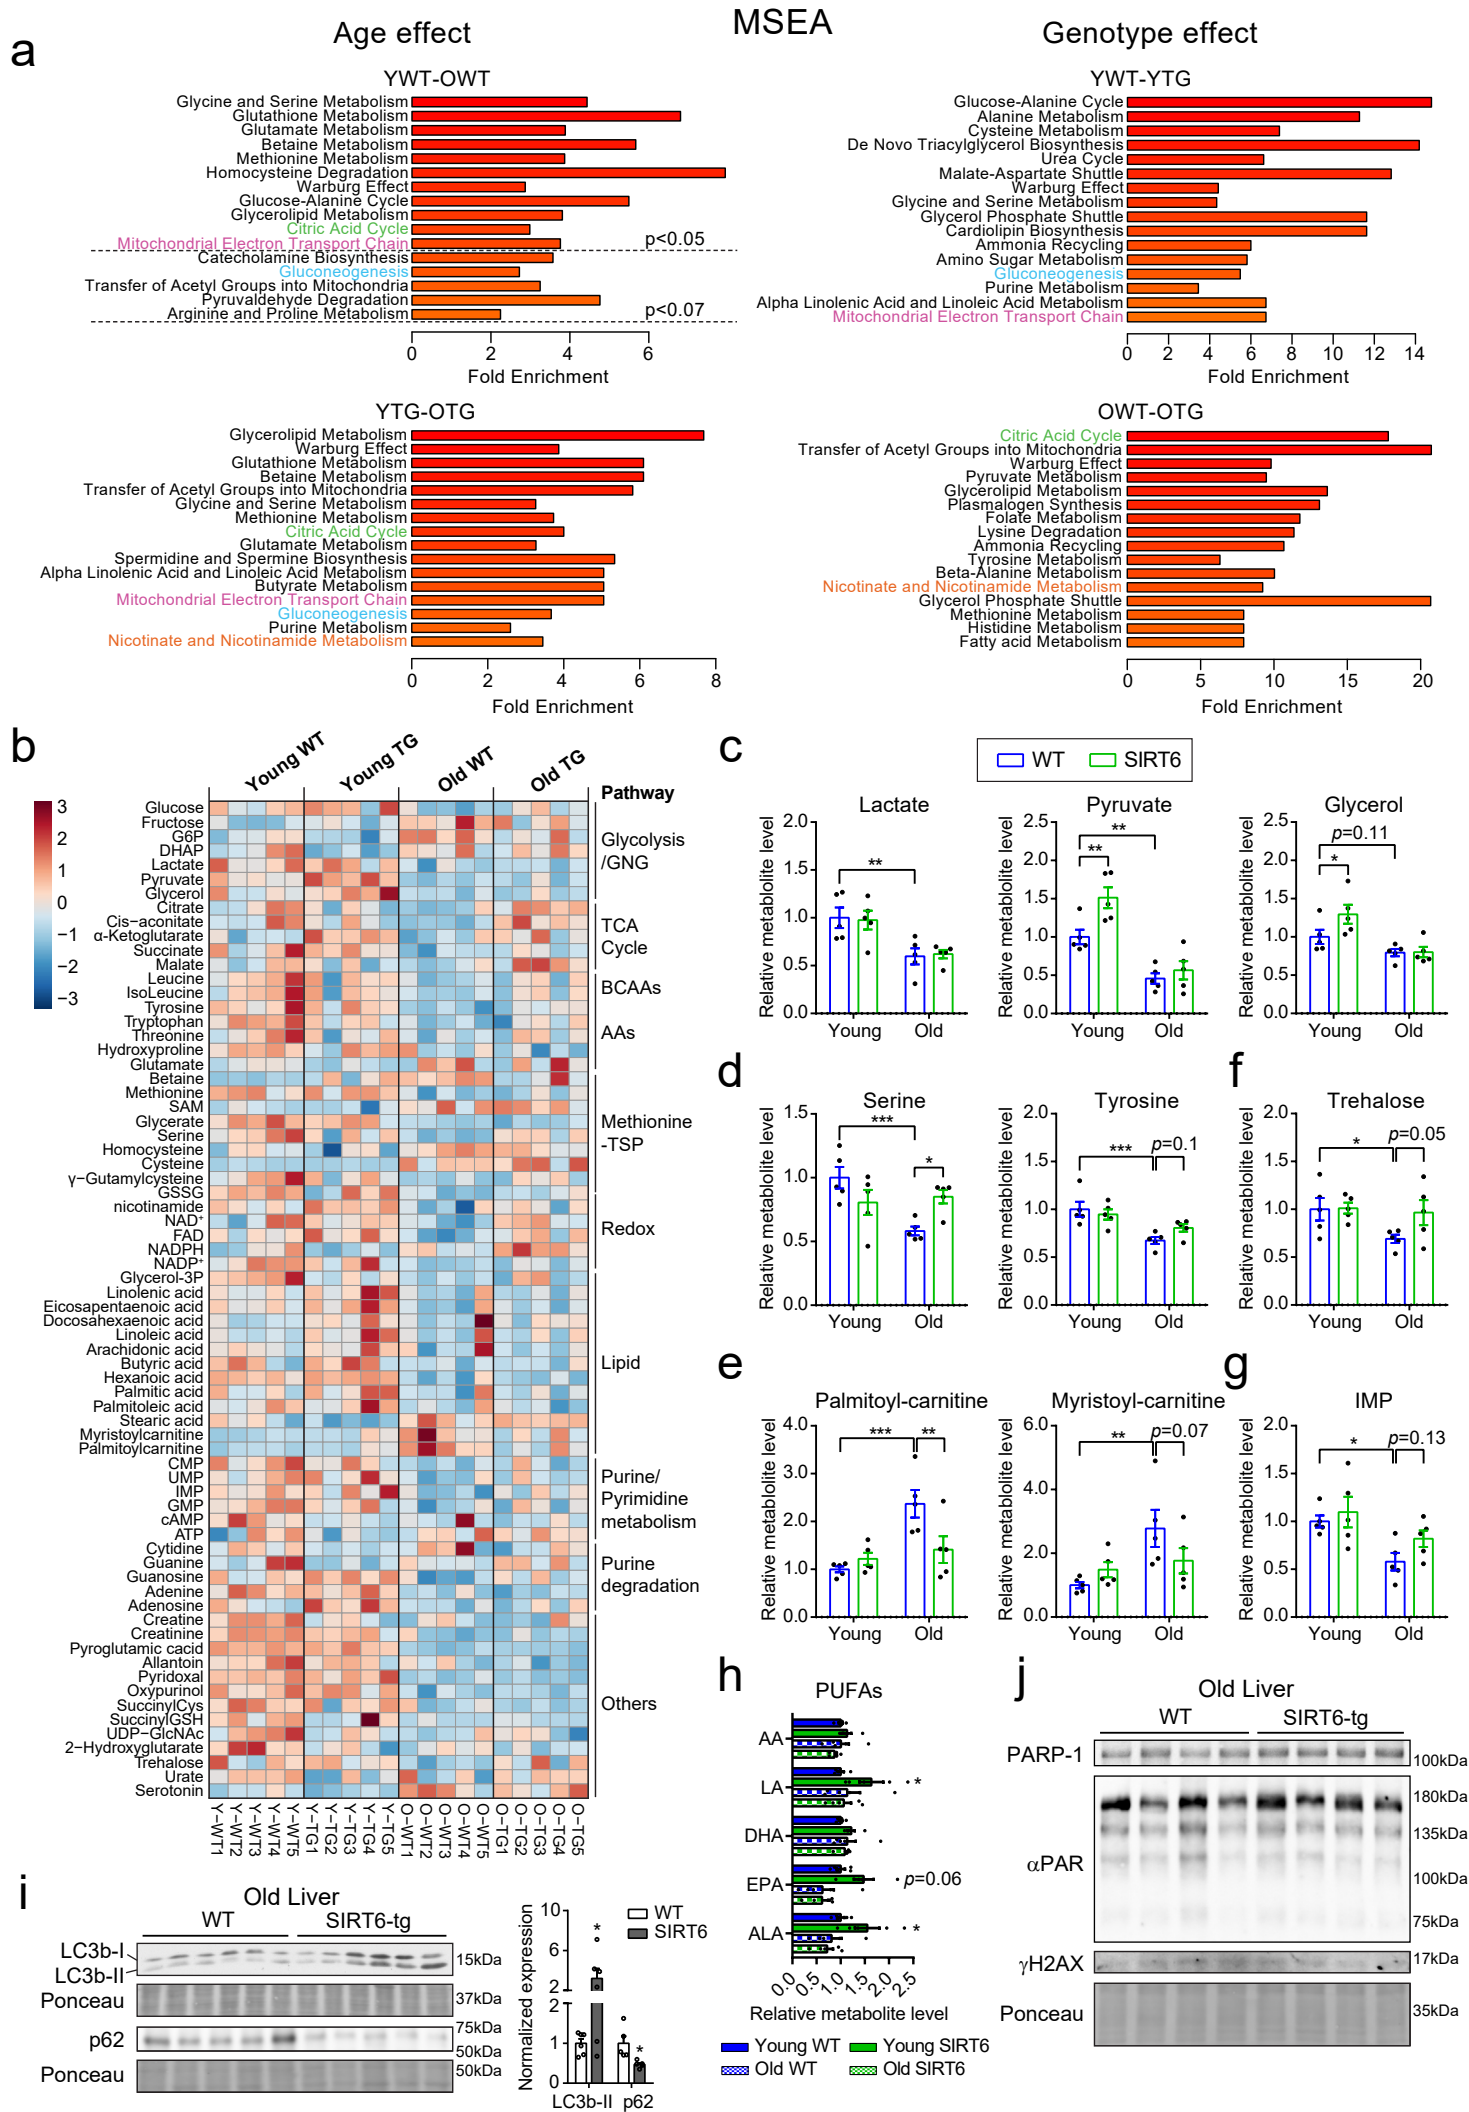

### Supplementary Fig. 6. Liver metabolomics. (Related to Fig. 5)

**a**, Metabolite set enrichment analysis (MSEA) was performed using the list of statistically significant metabolites in each of the four comparisons presented in WT and TG mouse livers. Shown are the 16 top significant differential sets in each comparison. Several sets that were mutually affected by aging and genotype are shown in colored text. **b**, Heatmap showing the 70 metabolites that were significantly changed between groups, organized based on their metabolic pathway. Each square represents an individual mouse. TSP, Transsulfuration pathway. **c-h**, Metabolite levels of (**c**) hepatic GNG precursors, (**d**) amino acids, (**e**) fatty acyl-carnitines, (**f**) trehalose, (**g**) IMP, and (**h**) polyunsaturated fatty acids (PUFAs).  $n = 5$  mice, analyzed by two-way ANOVA with Fisher's LSD method. ALA, Linolenic acid; EPA, Eicosapentaenoic acid; DHA, Docosahexaenoic acid; LA, Linoleic acid; AA, Arachidonic acid. **i**, Protein levels of LC3b ( $n = 6$  mice) and p62 ( $n = 5$  mice) in livers of old WT and SIRT6-tg littermates. ImageJ quantification normalized to ponceau is shown in the right, analyzed by two-tailed student's t-test. **j**, PARP1 protein levels, global PARylation and gamma-H2AX levels in livers of old WT and SIRT6-tg littermates. This experiment was repeated twice, independently, with similar results.  $n = 4$  mice per genotype. \*,  $p < 0.05$ , \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ . In **c-i** values are mean  $\pm$  SEM. For all panels, exact p values are reported in the Source Data file.

Supplementary Fig. 7

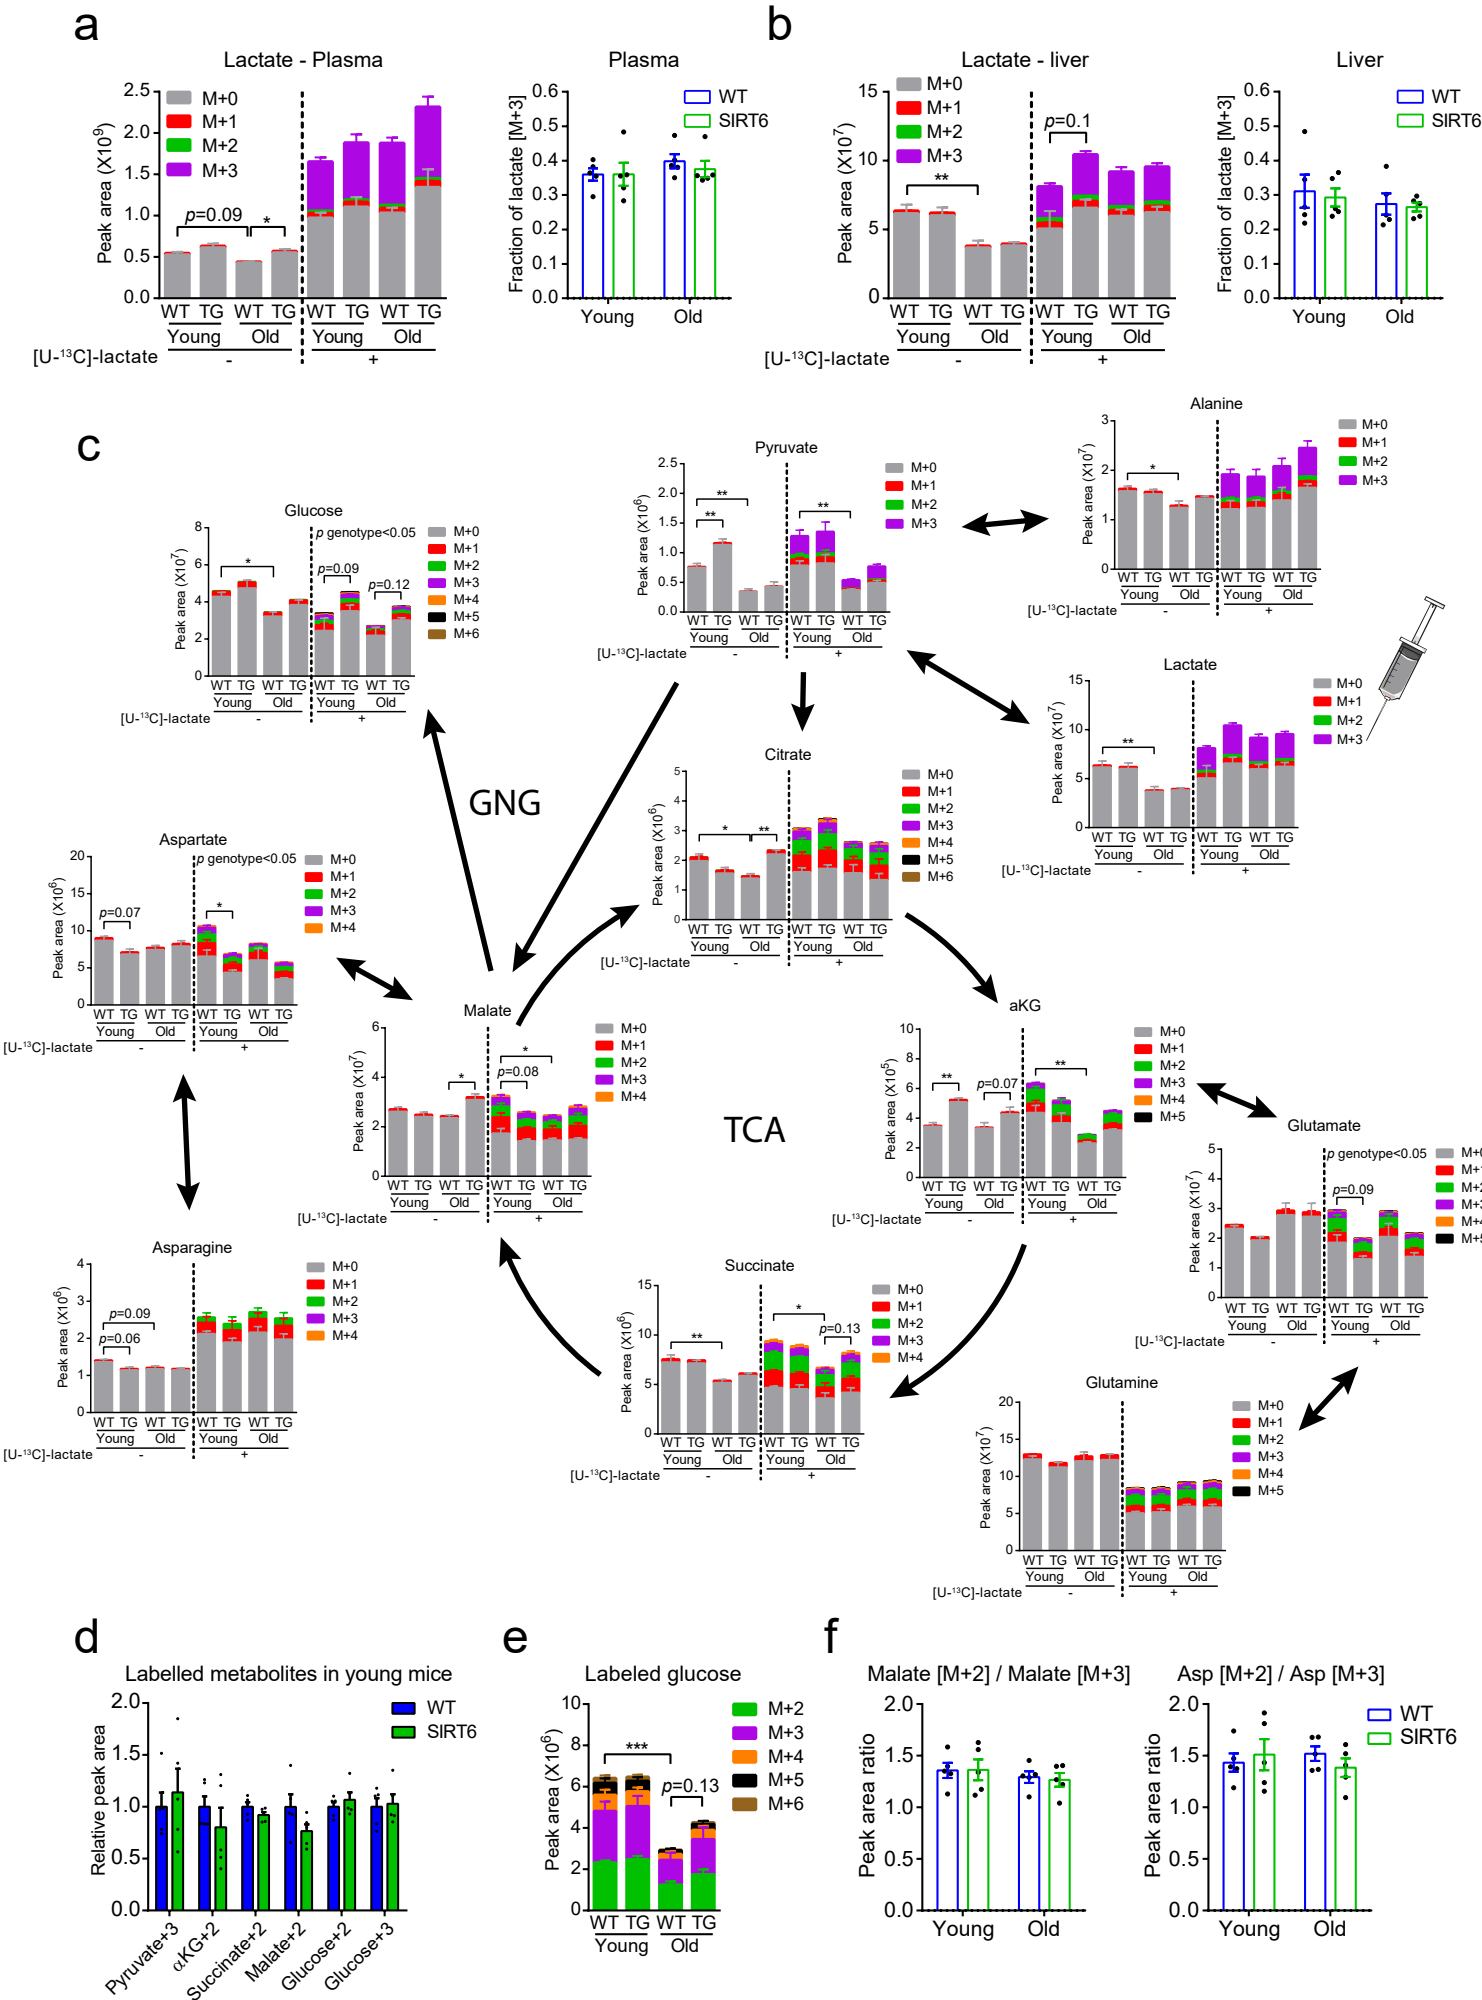

### Supplementary Fig. 7. Lactate tracing. (Related to Fig. 6)

Liver metabolite levels in 6h fasted WT and TG mice, without lactate injection or 15 min after [U-<sup>13</sup>C]-lactate injection. **a-b**, Plasma (**a**) and liver (**b**) lactate isotopologue abundances. Fractional abundances of lactate [M+3] after injection are shown to the right of each panel. **c**, Total levels and isotopologue abundances of liver TCA cycle and GNG-related metabolites. **d**, Relative abundances of hepatic labeled metabolites after [U-<sup>13</sup>C]-lactate injection in young mice. **e**, Hepatic glucose M+2 to M+6 isotopologues after [U-<sup>13</sup>C]-lactate injection. **f**, Ratios of hepatic M+2/M+3 malate and aspartate (Asp). For all panels, *n*=5 mice per group. Data were analyzed by two-way ANOVA with Fisher's LSD method for **a-c** and **e, f**, and by two-tailed student's t-test for **d**. \*, *p* < 0.05, \*\*, *p* < 0.01, \*\*\*, *p* < 0.001. In all panels, values are mean ± SEM. Exact *p* values for **e, f**, are reported in the Source Data file.

Supplementary Fig. 8

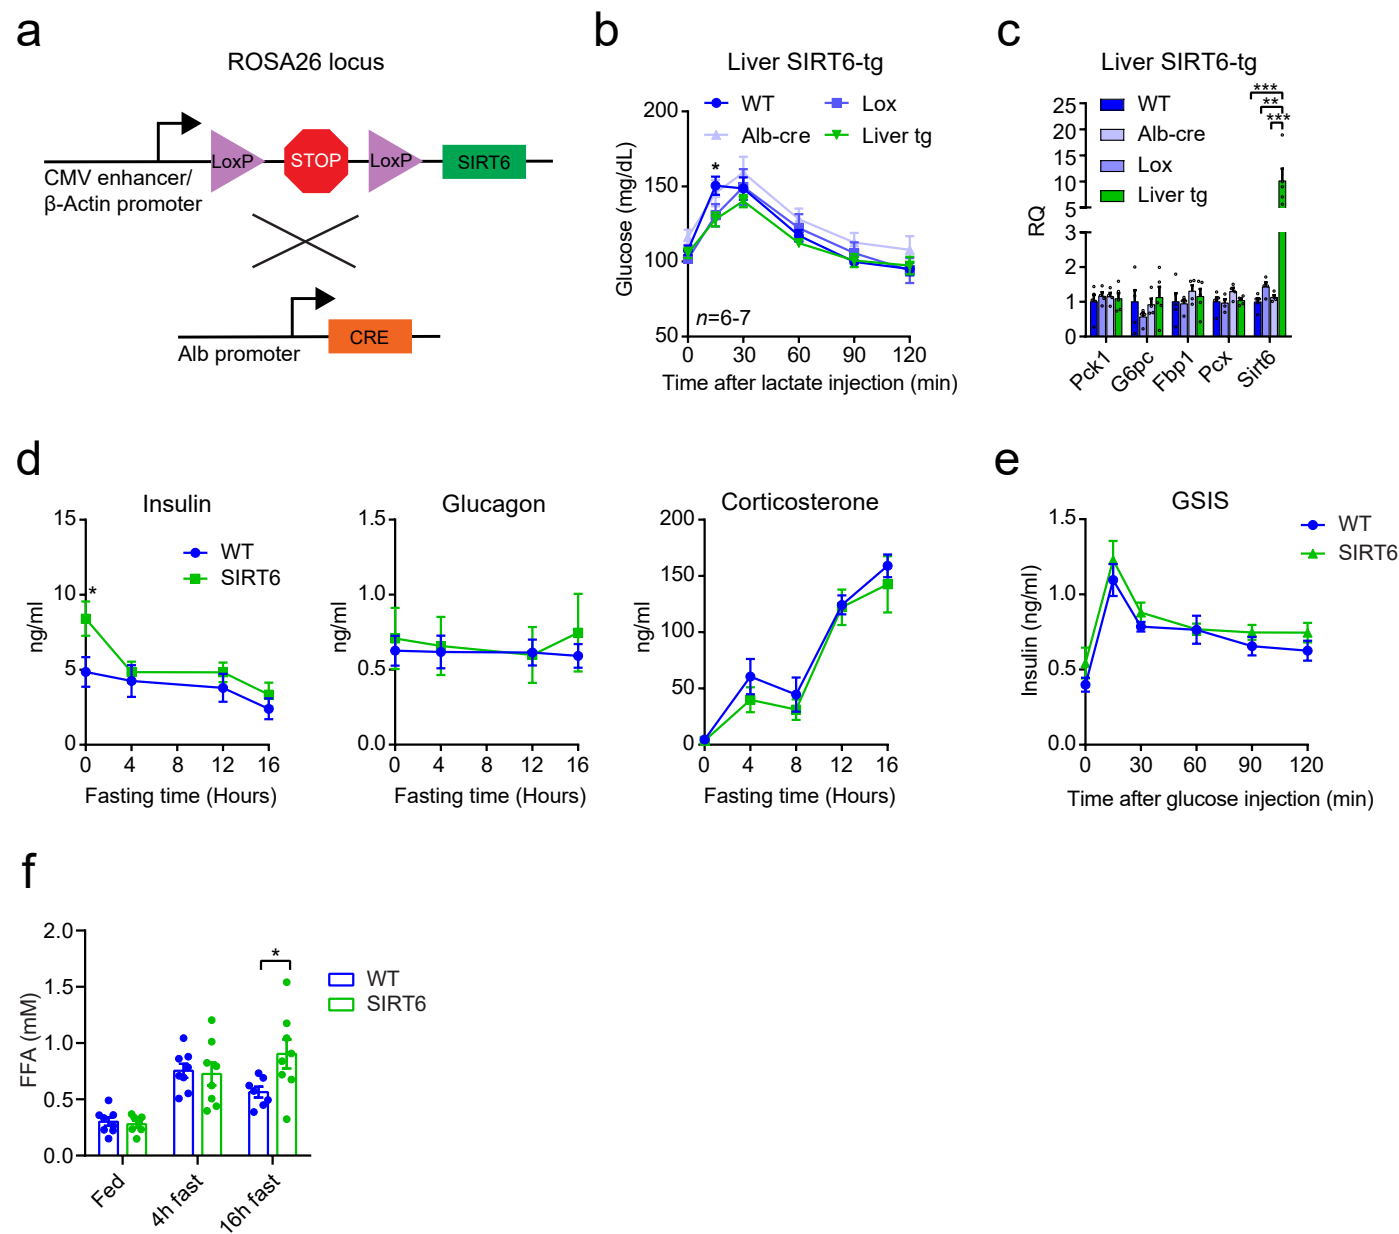

**Supplementary Fig. 8. Extended liver-specific SIRT6-tg and hormonal profiling data.**  
**(Related to Fig. 7)**

**a**, Liver-specific SIRT6-tg mice were derived by crossing mice containing Cre-recombinase induced by the liver specific albumin (Alb) promoter to mice containing a cassette of CMV enhancer/ $\beta$ -Actin promoter followed by lox-stop-lox and the SIRT6 coding sequence, integrated to the ROSA26 locus (SIRT6-Knock-in mice). **b**, Lactate tolerance test in liver-specific SIRT6-tg and appropriate littermate controls males at age of 7-9 months. Values are mean  $\pm$  SEM of  $n = 6$  WT, lox and Alb-cre mice, and  $n = 7$  liver SIRT6-tg mice. Two-way ANOVA with Dunnett's post hoc. \*,  $p < 0.05$  WT vs liver SIRT6 OE. Bars represent mean  $\pm$  SEM. **c**, Expression of GNG-related genes in livers of 23-25 months old liver-specific SIRT6-tg and control littermates. SIRT6 expression is shown in the right.  $n = 5$  WT and liver SIRT6-tg mice,  $n = 4$  lox and Alb-cre mice, males. One-way ANOVA with Dunnett's post-hoc test. \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$ . **d**, Concentrations of insulin, glucagon and corticosterone in the serum of WT and whole body SIRT6-tg mice. For insulin and glucagon,  $n = 6$  WT mice and  $n = 5$  SIRT6-tg mice. For corticosterone,  $n = 5$  mice. Males, 22 months. **e**, Glucose stimulated insulin secretion (GSIS) in whole body SIRT6-tg mice and WT littermates.  $n = 6$  mice. Males, 23 months. **f**, Serum free fatty acids levels in 19-23 months old WT and SIRT6-tg littermates.  $n = 8$  mice, males. For **d-f**, data were analyzed with two-way ANOVA (time, genotype) with Sidak's post-hoc test; \*,  $p < 0.05$ . In **b-f**, values are mean  $\pm$  SEM. Exact p values are reported in the Source Data file.

# Supplementary material for: Restoration of energy homeostasis by SIRT6 extends healthy lifespan
**Source:** Nat Commun. 2021 May 28;12:3208. doi: 10.1038/s41467-021-23545-7
**Supplement:** Supplementary file 2 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used. We collected the data based on experiments done with our mice and tissues

Data analysis

RNA-seq:  
STAR RNA-seq aligner software (version STAR\_2.5.0a)  
HTSeq-count version 0.6.1  
DESeq2 version 1.16.1  
Ingenuity Pathway Analysis - Fall Release (September 2017)  
Gene Set Enrichment Analysis (GSEA, Broad Institute) – version 3.0  
Proteomics:  
MSConvert software (ProteoWizard 3.0.6002)  
Mascot 2.4.1  
X!Tandem CYCLONE (2010.12.01.1)  
Uniprot database (version year 2016, appended with 115 known contaminant proteins)  
Scaffold Q+ 4.4.6  
R programming language 3.4.0  
Serum metabolomics:  
ChromaTOF version 2.32  
Liver and plasma metabolite measurements:  
Thermo Xcalibur 4.0  
Compound Discoverer 3.0  
MetaboAnalyst 4.0  
TraceFinder 4.1

Western blot analysis:  
ImageJ 1.52a  
Plotting and Statistics:  
GraphPad Prism ver 6.0 and 7.0  
SPSS ver 20

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data underlying all box plots, bar and line graphs can be found in the online Source Data File, as well as the original uncropped western blots. Raw and processed RNA-seq data datasets were deposited to NCBI's GEO database under the accession number: GSE157838, the data can be accessed using the link <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157838>. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE90 partner repository with the dataset identifier PXD021447, and can be accessed using the link <https://www.ebi.ac.uk/pride/archive/projects/PXD021447>. All raw metabolomics mass spectrometry data were deposited to NIH Common Fund's National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench, <https://www.metabolomicsworkbench.org> where it has been assigned Project IDs PR001005 (serum metabolomics) and PR001017 (liver metabolomics). The data can be accessed directly via its Project DOIs <https://doi.org/10.21228/M8SH6G> and <https://doi.org/10.21228/M87M4S>. Databases used in this study: Uniprot (<https://www.uniprot.org/>), GO (<http://geneontology.org/>) and KEGG database (<https://www.genome.jp/kegg/>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For lifespan studies, sample size selection was based on literature ( <a href="https://doi.org/10.1002/9780470942390.mo140195">https://doi.org/10.1002/9780470942390.mo140195</a> ) and the lab's previous experience ( <a href="https://doi.org/10.1038/nature10815">https://doi.org/10.1038/nature10815</a> ) that using 40 mice of each sex on average is sufficient to detect a 20% change in lifespan in $\alpha=0.05$ and 80% power. For other in vivo experiments, sample size selection was based on the extensive in vivo experience in the lab. For our outcome variables, we usually observed standard deviation of around 20%, and therefore average of 6 mice per group is sufficient to detect 33% change with 80% power. |
| Data exclusions | Grubbs test was used to detect statistically significant outliers                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | For all experiments we used multiple biological replicates, as indicated in the figure legends. The data represents experiments performed using multiple mouse cohorts with different birth dates. All attempts for replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | Allocation was random                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | Investigators were blinded to group allocation during data collection and data analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | We used commercial primary antibodies directed against $\beta$ -actin (C4, sc-47778, at 1:1000 dilution), Ub (P4D1, sc-8017, 1:1000), PARP1 (F-2, sc-8007, 1:1000), $\alpha$ -tubulin (Sigma Aldrich clone B-5-1-2, T5168, 1:7000), SIRT6 (D8D12, cst-12486, 1:1000), PSMB5 ( $\beta$ 5) (D1H6B, cst-12919, 1:1000), PSMB8 ( $\beta$ 5i) (D1K7X, cst-13635, 1:1000), LC3B (cst-2775, 1:1000), p62 (cst-5114, 1:1000), HSL (D6W5S, cst-18381, 1:1000), phospho-HSL (ser 563) (cst-4139, 1:1000), phospho-Histone H2A.X (Ser139) (MilliporeSigma clone JBW301, 05-636, 1:200), PAR (Trevigen, 4335-AMC-050, 1:1000), NMNAT1 (ab45652, 1:1000) and TDO2 (LSBio, LS-C748245, 1:500). Anti-mouse or anti-rabbit HRP-conjugated antibodies (Jackson ImmunoResearch, 115-035-146 and 111-035-003, 1:15000) were used as secondary antibodies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Validation      | All antibodies used in this study were commercially developed and validated by the companies as follows: $\beta$ -actin and Ub Abs were validated by Santa Cruz Biotechnology using transfection of the targeted protein. PARP-1 Ab was validated by Santa Cruz Biotechnology using siRNA against the targeted protein. $\alpha$ -tubulin Ab was validated by Sigma Aldrich using Independent Antibody Verification, which demonstrates antibody specificity using multiple antibodies against target in IHC or ICC. SIRT6 Ab was validated by Cell Signaling Technology using shRNA and KO cells. PSMB5, PSMB8 and LC3B were validated by Cell Signaling Technology by transfection of the target protein and chemical treatment that induces/inhibits expression. p62 was validated by Cell Signaling Technology by transfection of the target protein. HSL and p-HSL were validated by Cell Signaling Technology by measuring antibody signal in model systems with known presence/absence of target signal. For Cell Signaling Technology antibodies, species reactivity is determined by testing in at least one approved application. phospho-Histone H2A.X (Ser139) was validated by MilliporeSigma using chemical treatment that induces its expression. For PAR, Trevigen have provided references for publications using this antibody and showing its specificity. NMNAT1 was validated by Abcam using human skeletal muscle tissue lysate. TDO2 was validated by LSBio using various cell lines and mouse and rat tissue lysates. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6JOLA Hsd WT mice, SIRT6-tg mice, SIRT1-tg mice, SIRT1+6-tg mice, age 3-30 months, males and females. Alb-cre mice (Jax Stock No: 003574), lox-stop-lox SIRT6-Knockin mice, liver SIRT6-tg mice, age 3-25 months, males. |
| Wild animals            | None                                                                                                                                                                                                                           |
| Field-collected samples | None                                                                                                                                                                                                                           |
| Ethics oversight        | Bar-Ilan Institutional Animal Care and Use Committee.                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

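The data analysed were read counts per gene of 28 mouse liver libraries, 7 from each of the groups male WT, male SIRT6-tg, female WT, and female SIRT6-tg. Samples were mapped to sex, genotype and replicate number from their labels. The paper gives an age of 6 months and a 4 h fast, and the labels give 5 to 7 months. The authors made the counts from single-end reads of NEBNext Ultra libraries sequenced on an Illumina HiSeq instrument. According to the methods they aligned the reads to mm10 with STAR 2.5.0a and counted them on Gencode vM12 genes with HTSeq-count, whose version is given as 0.6.1 in the reporting summary. The authors deposited raw counts with no normalization, 1 column per library. The paper's text does not name the strand setting of the counting. Every column was matched to 1 sample by its name, and the number of columns left unmapped was 0. No normalization or filter had been applied to the deposited counts, and the steps from there on are described next.

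The total of the deposited counts lay between 18758863 and 35393069 per library. A count of 0 in a library allows up to 3 counts at the 95% level, and this floor was used wherever a group had no counts. These limits cover counting error only. Of the 49585 features, 32072 had a count above 0 in at least 1 library. Gene symbols and coordinates came from the Gencode vM21 annotation of GRCm38, the same genome build, in which 43749 features have the same versioned identifier. A symbol was found for 49326 features. No pair of libraries within a group differed by less than the sampling noise, since the chi-square per gene between libraries of a group was at least 13.3, so all 28 were kept as separate samples.

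Genes with a mean of 0.5 or more after scaling with DESeq2's size factors were kept, which is the definition of expressed genes in the paper and left 21583 genes. The authors tested with DESeq2. Here counts were normalized by TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16 with robust estimation in R 4.3.3, with all 4 groups in 1 fit, no covariates, and Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 were counted as different. Comparisons were SIRT6-tg against WT within each sex, the difference between these effects, and male WT against female WT. The last comparison of single genes and the third principal component were added after the data were examined. DESeq2 1.42.0 served as an alternative. The cutoffs of the paper's upstream regulator step, a fold change of 1.5 with an adjusted p-value under 0.1 in males and 0.25 in females, were applied as well. PCA was run on variance-stabilized counts of all expressed genes, centred and not scaled.

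Pathway changes were measured with 38 gene lists, because the collections of gene sets that the paper used were not analysed here. They cover the genes named in Figs. 4c, 4e and 5g, and proteasome subunits, among them those named by the paper. They also cover metabolic pathways, immune and other cell types of the liver, interferon and cytokine responses, and acute phase proteins. Further lists hold genes of proliferation, sex-biased genes, and genes of blood, pancreas and adipose tissue. The score of a list in a mouse was the mean log2 CPM (prior count 2, TMM) of its expressed genes. Differences in scores were tested by exact two-sided permutation of the mice, with 3432 splits of 7 against 7 and a smallest possible p of 0.000583, and adjusted over the 38 lists. The difference between the sexes was tested by permuting genotype within each sex. As alternatives, camera with a preset correlation of 0.01 and fry from limma 3.58.1 were run.

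Genes named in the text followed a rule written in advance. It took, in each sex, the 5 genes with the lowest adjusted p among those higher and the 5 among those lower in SIRT6-tg mice, provided the adjusted p-value was under 0.05 and the ranges of the 7 and 7 normalized counts did not overlap. It added the 5 genes with the lowest adjusted p for a difference between the sexes, every gene the paper names for its liver RNA, the transcripts of the proteasome subunits it names, and single members of reported lists.

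The alternatives were RLE and upper-quartile scaling, the filter of filterByExpr, no filter beyond a count above 0 in 1 library, DESeq2, each sex fitted separately, the replicate number as a block, the 500 genes with the highest variance or log2 CPM for PCA, PCA without genes of the X and Y chromosomes, a prior count of 0.5, z-scored lists, lists relative to a list of secreted hepatocyte proteins, camera, fry, and each library left out in turn. Alternatives chosen after seeing the data were library size alone without normalization factors, 2 surrogate variables from sva 3.50.0, removal of a trend on exon length and GC content in each library, removal of the trend on the second principal component within the groups, and DESeq2 without a fold-change cutoff. Splits of the libraries were drawn 100 times per result, the real split included.

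The tests of genes and of lists were tried on simulated counts for the 21583 genes. These were drawn with the means, spreads and library sizes of the real libraries, each gene independently. In them 200 genes were changed 4-fold, up or down, in male SIRT6-tg mice. The edgeR test recovered 76.5% of the changed genes with the right sign, and 97.0% of those with a mean of 10 or more, and called 5 unchanged genes. DESeq2 recovered 76.0% and called 16 unchanged genes. The permutation test of lists recovered 100% of the changed lists, made only of genes set 4-fold higher, and called 0 unchanged ones, and fry called 1. The real differences of metabolic lists were far smaller, and genes of real lists vary together. These values therefore do not give the power for small differences or the false calls in such lists. Removing the length and GC trend lowered the largest slope from 0.486 to 0.00557 over 14030 genes. PCA, surrogate variables and the removal of the trend on the second principal component were not tried on simulated counts.

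The quantitative PCR, proteomics, metabolite and animal measurements of the paper were not analysed here. Gene Set Enrichment Analysis and the prediction of upstream regulators were not repeated. The copy of Supplementary Table 5 used here held 1996 of its 4407 rows, so single fold changes were compared with it and no set test was run on it.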

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

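The tests of transcript length, of the TMM factors, of the second principal component, and of the share of non-hepatocyte RNA with the trend on that component removed were chosen only after the results were seen, as were the requirements that the rise of the male-biased list hold under every alternative and that all 5 catabolic lists pass under the other scalings. The other tests were set beforehand.

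The genotype effect differed between the sexes for 1089 genes at an adjusted p-value under 0.05. Of 100 splits of the libraries within each sex, the real one included, 1 gave as many genes, and the largest number among the others was 658. For the genotype effect in males (4467 genes) and in females (6 genes), 1 of 100 splits each gave as many, with at most 2078 and 1 genes among the other splits. At the cutoffs of the paper's upstream regulator step, 1 of 100 splits each gave as many genes as in males and in females. For male WT against female WT mice, 1 of 100 splits gave as many as 2669 genes. The Pearson correlation of the genotype effects between the sexes was matched or exceeded in 2 of 100 splits, and the Spearman correlation in 10 of 100. These values argue against an arbitrary division of the libraries as the source of the counts and of the Pearson correlation.

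*Sirt6* differed between the sexes in its fold change, by 3.29 on the log2 scale. A mislabelled library was tested as a technical explanation. The lowest normalized *Sirt6* count of a female SIRT6-tg library was 2.63 times the highest of a female WT library, and no male library crossed either, which argues against it. Whether the larger genotype effect in males follows from the larger amount of *Sirt6* could not be settled. Within the SIRT6-tg groups, Pearson's r of log2 *Sirt6* with the T-cell and macrophage lists was between 0.18 and 0.42 over 4 relations (lowest adjusted exact permutation p = 0.695, 7 mice per group). Without the 2 mice farthest in *Sirt6*, r ranged from −0.17 to 0.97. Spearman's rho ranged from −0.21 to 0.39 (lowest adjusted exact p = 0.882). Across the sexes, dose and sex cannot be told apart, because every male SIRT6-tg library had more *Sirt6* than every female one. *Sirt6* was also far from the other mice of its group in 1 male WT and 1 female WT mouse, as given with the other single mice.

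Immune and inflammatory lists differed between the sexes in their genotype effect, all more negative in males. In mean log2 CPM the difference was −1.55 for T cells, −1.65 for macrophages and dendritic cells, −2.16 for MHC class II, −0.75 for type I interferon, −1.97 for interferon-γ, and −1.42 for cytokines. Of single genes, the difference was −2.56 for *Itgax*, −2.74 for *Cd8a*, −2.59 for *Slamf7*, −2.79 for *Gbp5*, −1.55 for *Rasal3*, −2.43 for *Gcnt1*, −2.47 for *Gbp3*, and −2.12 for *Ms4a4b*. For the lower lists in males, leaving out any 1 male library kept at least 90.3% of the difference of each of the 7 lists. This argues against any 1 inflamed male WT mouse as the source, and fits without several mice were not run. In each list all 7 SIRT6-tg males lay below all 7 WT males, which argues against a few inflamed WT mice as the whole cause. The blood list differed by 0.15 between male genotypes and had the opposite sign, which argues against blood left in the tissue. With the trend on the second principal component removed, however, it was −0.68 (adjusted p = 0.00532), less than any of the 7 lists. Removing the trend on exon length and GC content kept at least 99.6% of the differences. The sinusoidal endothelium list differed by −0.19 (exact permutation p = 0.0612, 3 of 7 SIRT6-tg males below every WT male), far less than the immune lists, which argues against a lower share of every non-hepatocyte cell type. A lower number of immune cells or lower activity of these cells in male SIRT6-tg livers may explain these lists and remains a hypothesis, as it was found and tested on the same data. Counts from whole tissue do not separate these possibilities.

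Metabolic lists differed between the sexes in the other direction. For the genes of the paper's heatmaps the genotype effect was larger in males by 0.42 for the TCA cycle, 0.42 for aerobic respiration, and 0.55 for α-amino acid catabolism. It was larger by 0.39 for the genes of Fig. 4e and 0.40 for those of Fig. 5g, both chosen by the paper. For lists written in advance it was larger by 0.31 for the TCA cycle, 0.39 for AA catabolism, 0.48 for gluconeogenesis, 0.31 for de novo NAD synthesis, and 0.47 for the secreted hepatocyte proteins. None of these 10 lists passed under library size alone, and none of the other 9 passed relative to the secreted hepatocyte proteins. Single genes that differed were *Ces1e* (1.21), *Slc10a1* (0.56), *Ces2a* (1.01), *Cnmd* (1.59), *Gcdh* (0.47), *Idh3b* (0.51), *Gls2* (0.71), *Haao* (0.58), *Ahcy* (0.64), *Amdhd1* (0.63), and *Hal* (0.75).

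The higher catabolic lists in males were weighed against technical explanations. Total counts did not differ between male genotypes (exact permutation p = 0.950), which argues against depth. Under RLE and upper-quartile scaling the lowest of the 5 differences (β-oxidation, TCA cycle, respiratory chain, AA catabolism, and PPARα targets) was 0.26, so these scalings kept the direction, but PPARα targets did not pass under them and the scaling was not excluded for all 5. Removing the length and GC trend kept at least 87.8% of each difference. The test set beforehand for a smaller share of non-hepatocyte RNA compared each list with the secreted hepatocyte list, which itself rose by 0.35. None of the 5 lists passed relative to it, and the largest difference was 0.13, for β-oxidation. This is what a smaller share of non-hepatocyte RNA predicts, so that explanation stayed open. Whether such a shift is large enough to account for the differences was not tested. The genes lower in SIRT6-tg males took only 3.13% of the counts in male WT and 1.30% in male SIRT6-tg mice. Those higher took 43.7% and 49.4%. The loss of counts from the lower genes was thus smaller than the gain of the higher ones and cannot alone account for it. Non-hepatocyte RNA from genes not called lower was not measured. The hepatocyte and respiratory chain lists followed the second principal component within groups, so this reference carried the spread of that component. With its trend removed, the differences were 0.38 for β-oxidation, 0.25 for the TCA cycle, and 0.40 for AA catabolism, and at least 74.0% of each was kept. That removal excludes the component as the whole cause of these 3 differences. It was no test of the share of non-hepatocyte RNA, because the hepatocyte list follows the component and differences of this share may be removed with it. Relative to the hepatocyte list with that trend removed, the smallest of these 3 was 0.18, for the TCA cycle (adjusted exact permutation p = 0.00486), and this value was not used to exclude an explanation. For β-oxidation, the difference with no TMM factors was 0.19 and passed, which argues against these factors as its whole cause. It was 0.48 under TMM, so the rest of that difference depended on the factors. For the TCA cycle the difference with no TMM factors was 0.0535 (adjusted exact permutation p = 0.0924), so the factors stayed open as its cause. Higher expression of these pathways in male SIRT6-tg hepatocytes may also explain the pattern, and the counts did not separate it from a smaller share of non-hepatocyte RNA.

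For the respiratory chain list the technical explanations stayed open. With no TMM factors its adjusted exact permutation p was 0.127. Removing the trend on the second principal component left 28.9% of its difference, and the remaining 0.136 still passed (adjusted exact permutation p = 0.00461). Relative to the hepatocyte list with that trend removed the difference was 0.0653 (exact permutation p = 0.177), a value that decides nothing about the share of hepatocyte RNA. For the PPARα list, 94.6% of the male difference was kept without the trend, which argues against that component. Relative to the hepatocyte list with that trend removed it was 0.29 (exact permutation p = 0.0851). A smaller share of non-hepatocyte RNA and a change in PPARα targets cannot be told apart. The PPARα list did not pass relative to the hepatocyte list, and the removed trend may carry the share of hepatocyte RNA.

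The second principal component split the libraries within each group, and male WT 6 lay apart from its group on it (gap of 0.595 of the range). Its scores correlated with the slope of log2 expression on exon length in each library. Over the 4 groups, Pearson's r was 0.96 to 0.99 (highest adjusted exact permutation p = 0.00218) and Spearman's rho 0.86 to 0.96 (highest adjusted exact p = 0.0238), and r without the 2 farthest mice was 0.76 to 0.97. With the respiratory chain and hepatocyte lists, r was −0.98 to −0.95 in every group (12 relations with the T-cell list, highest adjusted exact p = 0.00625 for these 8). Without the 2 farthest mice it was −0.99 to −0.71. Spearman's rho was −1 to −0.79 (highest adjusted exact p = 0.0720). With the T-cell list the adjusted exact p was at least 0.147. The component kept its scores once the trend on exon length and GC content was removed (correlation of 0.968 between the scores), which argues against that trend as its cause. The largest absolute r with total counts was 0.573 (exact p = 0.192), so no relation with depth was found. RNA quality and the day of preparation are not given and were not tested.

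Signals in genes that the paper does not discuss appeared in males. The proliferation list (10 genes) differed by −2.06 between SIRT6-tg and WT males and the stellate cell and fibrosis list (12 genes) by −1.54. The acute phase list (8 genes) differed by −1.31. In each of these 3 lists all 7 SIRT6-tg males lay below all 7 WT males (exact permutation p = 0.000583, adjusted p = 0.00123), and the adjusted p was at most 0.0228 over all alternatives. The effect differed between the sexes for proliferation (−1.56) and stellate cells (−1.46). The list of genes that are higher in male than in female liver rose by 0.51 in SIRT6-tg males (adjusted exact permutation p = 0.0168, 2 of 7 above every WT male). Its adjusted p ranged from 0.00674 to 0.613 over the alternatives. A shift of male SIRT6-tg livers towards the female pattern predicts a fall of this list and a rise of the list of genes higher in female liver, which rose by 0.47 (adjusted exact permutation p = 0.0754). Of the genes higher in male than in female WT mice, 758 were lower and 115 higher in SIRT6-tg males, and of those lower in male WT mice, 395 were higher and 24 lower. Both counts share the male WT libraries with the sex comparison. The rise of the male-biased list did not hold under every alternative, so such a shift could not be settled.

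Single mice lay far from the others of their group, by the gap to the nearest mouse as a share of the range of the 7 mice, in 30 of 424 groups tested, where 21.2 are expected by chance. In male WT mice these were mouse 1 for the list of Fig. 5g (0.636) and *Sucla2* (0.626), mouse 3 for the pancreas list (0.916) and the adipose list (0.759), and mouse 5 for the PPARα list (0.597) and the female-biased list (0.670). They also included mouse 6 for *Sirt6* (0.692), *Bdh2* (0.686), *Cat* (0.662), *Pcx* (0.644), and *Psme2* (0.578). In male SIRT6-tg mice they were mouse 6 for the pancreas list (0.637) and mouse 7 for *Cpt1a* (0.633). In female WT mice they were mouse 1 for the stellate list (0.634), the adipose list (0.665), *Sirt6* (0.608), *Bdh2* (0.639), and *Nampt* (0.598), mouse 2 for *Coq10a* (0.571), mouse 3 for the female-biased list (0.746), *Idh1* (0.663), and total counts (0.603), mouse 4 for the Y-linked list (0.846), and mouse 5 for *Cpt2* (0.617). In female SIRT6-tg mice they were mouse 2 for the adipose list (0.608) and total counts (0.618), and mouse 7 for AA catabolism (0.614), *Gls2* (0.602), and *Hal* (0.611). The score of male WT 3 was 0.10 for the pancreas list against a median of −2.39 in the others, and 1.84 against −1.13 for the adipose list. Tissue carried over from the pancreas and its fat is a hypothesis for this mouse, for which no biological explanation was tested. Without it the male differences of these lists were 0.11 and 0.34. The pancreas list had 8 of 10 genes expressed, 1 of them with a mean of at least 10 counts, and the adipose list 6 of 8 and 3.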

How the results depend on the processing

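The settings named here as library size alone, 2 surrogate variables, removal of the length and GC trend, removal of the trend on the second principal component, and DESeq2 without a fold-change cutoff were chosen only after the results were seen, as were the counts for male WT against female WT mice and the third component. Unless a paragraph says otherwise, the cause of a change was not tested.

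The number of genes that differed between male genotypes stayed between 3301 (without male WT 4) and 4811 in the 14 fits that left out 1 male library, and between 3591 (upper-quartile scaling) and 5292 (length and GC trend removed) under the settings other than 2 surrogate variables. The count of genes whose genotype effect differed between the sexes was between 801 and 1363 without 1 library. The male count at the cutoffs of the paper's upstream regulator step was between 2670 and 3289, and the count between male and female WT mice between 2049 and 2984. The 7 immune lists stayed lower in SIRT6-tg males with an adjusted p-value of at most 0.0228 in every fit and setting run. The *Sirt6* log2 fold change kept its direction and passed in both sexes throughout, with 6.39 to 6.75 in males.

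With 2 surrogate variables, 7434 genes instead of 4467 differed between male genotypes, 15 instead of 6 between female genotypes, 3182 instead of 1089 in the genotype effect between the sexes, and 4819 instead of 2669 between male and female WT mice. The female count at the cutoffs of the paper's upstream regulator step was 128 instead of 37. The male *Ppargc1a* log2 fold change reversed to 0.0808 and the female *Ces2a* change, which was near 0, to −0.00116. Under library size alone, 1863 genes differed in the genotype effect between the sexes and 4212 between male and female WT mice. By construction this setting shifts all male fold changes down, since the TMM factors differ between male genotypes. Male log2 fold changes reversed to −0.20 for *Cpt1a*, −0.0319 for *Coq10a*, and −0.24 for *Pck1*, and the difference between the sexes to −0.0170 for *Vill*. Male lists were no longer significant for the TCA cycle (0.0535, adjusted p = 0.0924), the respiratory chain (0.18, adjusted p = 0.127), and PPARα targets (0.10, adjusted p = 0.572), and reversed for gluconeogenesis (−0.0181), Y-linked genes (−0.11), and blood (−0.13). For the difference between the sexes 6 lists passed instead of 18. It lost significance for the heatmap lists of the TCA cycle (0.15), aerobic respiration (0.16), and α-amino acid catabolism (0.25), the TCA cycle (0.0159), AA catabolism (0.10), and cytokines (−1.65, adjusted p = 0.0674), and reversed for PPARα targets (−0.13). Between WT mice the B-cell list became significant (0.58).

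With each sex fitted separately, 2 genes differed between female genotypes, and 5 at the cutoffs of the upstream regulator step, from fits with 14 libraries each. DESeq2 gave 41 and 115, reversed the male *Pck1* change to −0.00898, and gave a Pearson correlation between the sexes of 0.189 instead of 0.204. DESeq2 without a fold-change cutoff gave 185 female genes. Removing the length and GC trend gave 11 female genes, 32.6% of the variance on the first and 16.3% on the second component, 1 significant list in females, a PPARα difference in males of 0.36 that was not significant (adjusted p = 0.0576), and a significant difference between the sexes for the respiratory chain (0.43). Upper-quartile scaling reversed *Cpt1a* (−0.0162) and *Pck1* (−0.0491) in males and *Ces2a* in females (−0.0129), and PPARα targets in males (0.30, adjusted p = 0.108) and the difference between the sexes for cytokines (−1.47, adjusted p = 0.0526) lost significance. RLE size factors in edgeR reversed *Pck1* (−0.00897). The filter of filterByExpr reversed *Ces2a* in females to −0.00945, and no filter to −1.07e-04.

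For PCA, the 500 genes with the highest variance gave shares of 66.1% and 13.4% on the first and second component, instead of 33.8% and 15.4%. The female difference on the second component became significant (−6.63) and the male difference on the third component reversed (3.38). On log2 CPM the shares were 26.7% and 13.8%, the female difference on the second component was −16.6 and significant, and the male difference on the third component reversed to 7.40. In both cases the second component separated all male SIRT6-tg from all male WT mice. The correlation of the genotype effects between the sexes was 0.364 (Pearson) and 0.255 (Spearman, 0.182 over all expressed genes) over genes with a mean of at least 10 normalized counts, and 0.495 and 0.550 over genes that differed in males.

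Relative to the secreted hepatocyte list, 18 lists passed in males instead of 29. Differences were no longer significant for the heatmap TCA cycle (0.11) and aerobic respiration (0.12) lists, β-oxidation (0.13), respiratory chain (0.12), AA catabolism (0.0760), and PPARα targets (0.0305), and reversed for the TCA cycle (−0.0100), gluconeogenesis (−0.0824), Y-linked genes (−0.17), and blood (−0.19). In females 1 list passed, and the respiratory chain (0.0814), B-cell (4.07e-04), and type I interferon (0.0299) lists reversed. The difference between the sexes reversed for the heatmap β-oxidation (−0.0286), TCA cycle (−0.0509), and aerobic respiration (−0.0446) lists, β-oxidation (−0.16), the TCA cycle (−0.15), AA catabolism (−0.0723), and PPARα targets (−0.31). It was no longer significant for heatmap α-amino acid catabolism (0.0819), and became significant for B cells (−1.21). Between WT mice the B-cell list became significant (0.66). This setting subtracts a list that itself rose in male SIRT6-tg mice, by 0.35, so the male values fall by that amount by construction.

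With the length and GC trend removed and relative to the hepatocyte list, 19 lists passed in males, 1 in females, and 26 instead of 16 between WT mice. Male differences were no longer significant for the heatmap TCA cycle (0.13) and aerobic respiration (0.14) lists, the TCA cycle (0.0493), respiratory chain (0.12), AA catabolism (0.13), and PPARα targets (0.0719), and reversed for gluconeogenesis (−0.0165), Y-linked genes (−0.0839), and blood (−0.26). In females the respiratory chain (0.0829) and type I interferon (0.0166) lists reversed. The difference between the sexes was no longer significant for the heatmap TCA cycle (0.00204) and α-amino acid catabolism (0.14) lists, and reversed for heatmap aerobic respiration (−0.00285), β-oxidation (−0.0913), the TCA cycle (−0.0779), AA catabolism (−2.32e-04), and PPARα targets (−0.26). The B-cell list became significant for the difference between the sexes (−1.14) and between WT mice (0.68).

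A prior count of 0.5 left PPARα targets in males (0.37, adjusted p = 0.0573) and the differences between the sexes for type I interferon (−0.76, adjusted p = 0.0519) and cytokines (−1.55, adjusted p = 0.0613) without significance. So did RLE size factors for the lists, with 0.34 (adjusted p = 0.0723), −0.79 (adjusted p = 0.0512), and −1.45 (adjusted p = 0.0512). With z-scored genes the difference between the sexes was not significant for type I interferon (−1.24 SD) and cytokines (−1.17 SD), and was significant for the respiratory chain (1.44 SD). With the trend on the second component removed, PPARα targets in males were not significant (0.36, adjusted p = 0.0603), *Xist* (0.17) and blood (−0.68) reversed in males, 1 list passed in females, the respiratory chain became significant for the difference between the sexes (0.21), and the hepatocyte list reversed between WT mice (0.0552).

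By camera 13 lists passed in females. None of them passed in the permutation test. With their adjusted p, they included heatmap β-oxidation (3.30e-04), β-oxidation (1.83e-08), PPARα targets (9.29e-06), T cells (3.99e-06), macrophages (5.34e-05), MHC class II (0.0192), and cytokines (2.66e-06). They also included female-biased genes (8.31e-14), proliferation (4.44e-06), acute phase proteins (9.29e-06), Kupffer cells (0.00273), secreted hepatocyte proteins (0.0286), and plasma cells (0.0463). For the difference between the sexes, lists that passed only under camera included heatmap β-oxidation (3.01e-05), β-oxidation (1.91e-06), respiratory chain (9.04e-10), and B cells (1.49e-04). They also included plasma cells (0.00901), Kupffer cells (2.62e-04), constitutive proteasome subunits (0.0303), male-biased genes (0.0163), and female-biased genes (0.0307). Between WT mice they were B cells (0.0263), Kupffer cells (0.04995), immunoproteasome (0.0115), secreted hepatocyte proteins (9.81e-05), and blood (0.0112). Under fry 1 list passed in females, the female-biased genes. For the difference between the sexes heatmap β-oxidation, β-oxidation, and respiratory chain passed (adjusted p = 0.0128 for each), as did B cells (0.0269) and plasma cells (0.0246).

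The replicate numbers did not pair the samples. The correlation of deviations from the group means between libraries with the same number had medians of −0.0641 to 0.0706 over the 6 pairs of groups, and exceeded 0.1 in 1 to 3 of 7 pairs. With the replicate number as a block, 4209 genes differed in males, 6 in females, and 989 between the sexes. The female *Ces2a* change was −0.00120. For the difference between the sexes, the block left the lists of the heatmap TCA cycle (0.42, adjusted p = 0.0950), heatmap aerobic respiration (0.42, adjusted p = 0.0699), heatmap α-amino acid catabolism (0.55, adjusted p = 0.0699), TCA cycle (0.31, adjusted p = 0.0810), AA catabolism (0.39, adjusted p = 0.0699), and type I interferon (−0.75, adjusted p = 0.0810) above the threshold, and PPARα targets (0.15, adjusted p = 0.0495) below it. The block allows fewer permutations than the other tests.

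Across fits that each left out 1 library, the female count ranged from 3 genes (without SIRT6-tg 3 or SIRT6-tg 4) to 16 genes (without SIRT6-tg 2), and was 10 without WT 1 or WT 4 and 14 without SIRT6-tg 7. At the cutoffs of the upstream regulator step it ranged from 9 (without WT 3 or SIRT6-tg 3) to 89 genes (without SIRT6-tg 2). It was 83 without WT 5, 24 without SIRT6-tg 1, and 16 without SIRT6-tg 4. Female calls are therefore few and depend on single mice. Log2 fold changes that included both signs were those of *Cpt1a* (−0.0430 without WT 6, to 0.16), *Pck1* (−0.12 without SIRT6-tg 4, to 0.18, and also negative without WT 2, 4, 6, 7, and SIRT6-tg 5), *Ppargc1a* (−0.11 to 0.0536 without WT 5, and also positive without SIRT6-tg 1 and 5), and *Psme2* (−0.40 to 0.13 without WT 6) in males. In females they were *Ces2a* (−0.0570 without SIRT6-tg 6, to 0.0424, and also negative without WT 2, 3, 6, 7, and SIRT6-tg 3 and 4) and *Gbp3* (−0.0826 without SIRT6-tg 2, to 0.31). None of these was significant in a fit without 1 library. The Pearson correlation ranged from 0.179 (without female WT 6) to 0.220 (without female SIRT6-tg 2) and the Spearman correlation from 0.113 (without female SIRT6-tg 6) to 0.231 (without female WT 1). The first component held 32.6% (without female SIRT6-tg 5) to 36.1% (without male WT 4) of the variance and the second 15.1% (without male WT 1) to 16.7% (without male WT 6). The male difference on the second component ranged from −39.0 (without WT 6) to 36.4 (without WT 1). It was also positive without WT 2, 4, 5, 7, or SIRT6-tg 7, and not significant without WT 3, SIRT6-tg 4, or SIRT6-tg 6. The female one ranged from −11.5 (without WT 1) to 11.1 (without SIRT6-tg 6), was also positive without WT 3, 6, or 7, and was significant without WT 1 or SIRT6-tg 1. The female difference on the third component ranged from −12.8 (without WT 5) to 1.33 (without SIRT6-tg 6), and was also positive without WT 1. Its exact permutation p, not adjusted over components, was under 0.05 without WT 3, 5, 6, or 7, or SIRT6-tg 2, 3, or 7. In those fits it lay between 0.0169 and 0.0460. The second component and the third component hold similar shares of the variance and the sign of a component is arbitrary, so they can exchange places in such fits.

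For lists in males, the PPARα difference ranged from 0.29 (without WT 4) to 0.50 (without WT 5) and was not significant in 12 of 14 fits, the exceptions being those without WT 5 and SIRT6-tg 2. The blood list ranged from −0.0498 (without SIRT6-tg 7) to 0.31, the pancreas list from −0.31 to 0.11 (without WT 3), and the adipose list from −0.26 to 0.34 (without WT 3, and also positive without SIRT6-tg 4). In females 0 to 2 lists passed (2 without SIRT6-tg 7). Lists there that included both signs were the heatmap TCA cycle (−0.00156 without SIRT6-tg 6, to 0.0755), TCA cycle (−0.0177 without SIRT6-tg 6, to 0.0543), respiratory chain (−0.12 to 0.0395 without WT 1, and also positive without SIRT6-tg 4 and 7), B cells (−0.23 to 0.0297 without SIRT6-tg 5), and type I interferon (−0.17 to 0.0175 without WT 5). For the difference between the sexes 2 lists (without male WT 4) to 21 lists (without female SIRT6-tg 6) passed, with 11 without male WT 3 or male SIRT6-tg 4, 9 without male WT 7, and 10 without female SIRT6-tg 7. The heatmap lists ranged from 0.37 to 0.49 for β-oxidation (significant without female SIRT6-tg 6), 0.37 to 0.46 for the TCA cycle (not significant without male WT 4, male WT 7, or female SIRT6-tg 7), 0.38 to 0.46 for aerobic respiration, and 0.48 to 0.58 for α-amino acid catabolism. The TCA cycle list ranged from 0.26 to 0.34 (not significant without male WT 4 or female SIRT6-tg 7), the respiratory chain from 0.42 to 0.58 (significant without male SIRT6-tg 3, female WT 6 or 7, or female SIRT6-tg 1 or 6), and AA catabolism from 0.33 to 0.41. Immune lists ranged from −1.67 to −1.41 for T cells (not significant without male WT 3, 4, 6, or 7, male SIRT6-tg 1 or 4, female WT 5, or female SIRT6-tg 1), −0.89 to −0.64 for B cells (significant without female SIRT6-tg 5), −1.80 to −1.56 for macrophages, −2.31 to −1.98 for MHC class II, −0.87 to −0.67 for type I interferon (not significant in 19 of 28 fits), and −1.56 to −1.32 for cytokines (not significant in 20). The type I interferon result passed only without male WT 1, male WT 5, male SIRT6-tg 7, female WT 4 or 5, or female SIRT6-tg 3, 4, 5, or 6. The cytokine result passed only without male WT 1, male WT 5, female WT 3, 4, or 6, or female SIRT6-tg 3, 5, or 6. Without male WT 4, aerobic respiration, α-amino acid catabolism, AA catabolism, macrophages, and MHC class II were not significant either. Between WT mice the B-cell list ranged from 0.30 to 0.48 (significant without female WT 6).

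Among the other results, single genes and further lists, 73 were weaker, 47 stronger, and 2 moved under a setting, and 71 were weaker, 24 stronger, and 7 moved in fits without 1 library.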

Differences from the paper's values

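DESeq2 without a fold-change cutoff and the fit with 2 surrogate variables were chosen only after the counts below were seen.

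The paper reports 184 genes for the female comparison at a fold change of 1.5 and an adjusted p of 0.25, and the edgeR fit gave 37. Every alternative set before the data were examined also differed from the paper. DESeq2, the method of the paper, gave 115, RLE size factors gave 37, upper-quartile scaling 41, the filterByExpr filter 47, no filter 26, the replicate block 41, each sex fitted separately 5, and the fits without 1 library 9 to 89. DESeq2 at the same adjusted p without the fold-change cutoff gave 185, and 2 surrogate variables in edgeR gave 128, both within the factor of 1.5 used for counts. The male count did not differ in this sense, with 2880 in the paper and 3002 here.

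The paper's plot gives the first principal component about 63% of the variance in Fig. 4a, read by eye, and all expressed genes gave 33.8%. Of the alternatives set before the data were examined, the 500 genes with the highest variance gave 66.1%, which does not differ from the paper. Log2 CPM (26.7%), the genes outside the X and Y chromosomes (32.9%), and the fits without 1 library (32.6% to 36.1%) differed.

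The paper describes metabolic processes as increased in both sexes. In females none of the catabolic lists passed here, and the heatmap β-oxidation list differed by 0.17 in mean log2 CPM (adjusted p = 0.478). The paper describes a milder decrease of inflammatory processes in females. The immune lists were lower in SIRT6-tg females in the estimates, and 0 of 38 lists passed in females. The paper names PPARα among the regulators common to both sexes. The PPARα target list differed by 0.38 in males and by 0.23 in females, and the female difference was not significant by exact permutation (adjusted p = 0.478). Camera, set before the data were examined, calls female lists that the permutation test does not, with an adjusted p of 3.30e-04 for the heatmap β-oxidation genes, 1.83e-08 for β-oxidation, 9.29e-06 for PPARα targets, 3.99e-06 for T cells, 5.34e-05 for macrophages, 0.0192 for MHC class II, and 2.66e-06 for cytokines, and none of these passed under fry.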

Other observations

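The shares of counts and the simulations of unchanged mice were chosen only after the results were seen.

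The paper measured transcripts of gluconeogenesis and mitochondrial genes by quantitative PCR, in part in old mice, and the values here are those of the 6-month-old males sequenced. The log2 fold change in males was 0.03 for *Pck1* (standard error 0.27, adjusted p = 0.961), 0.31 for *Pcx* (0.12, adjusted p = 0.0710), 0.86 for *G6pc* (0.43, adjusted p = 0.163), and 0.52 for *Fbp1* (0.15, adjusted p = 0.0117). Without 1 male library *G6pc* ranged from 0.52 (without SIRT6-tg 5) to 1.08 (without WT 1). It was −0.03 for *Ppargc1a* (adjusted p = 0.946), 0.06 for *Cpt1a* (adjusted p = 0.851), 0.29 for *Mdh2* (adjusted p = 0.0132), and 0.25 for *Coq10a* (adjusted p = 0.0583). The list of gluconeogenesis genes differed by 0.27 in males (adjusted p = 0.112) and −0.21 in females. The list of the genes of Fig. 4e differed by 0.40 in males (adjusted p = 0.00201) and 0.00348 in females. Scaled by library size alone, *Fbp1* (0.22), *Mdh2* (0.00499), and the list (0.11) did not pass in males.

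Among the genes of NAD metabolism that the paper measured, the male log2 fold change was 0.39 for *Ido2* (adjusted p = 0.0393), 0.42 for *Tdo2* (adjusted p = 0.0133), 0.59 for *Haao* (adjusted p = 5.21e-05), 0.33 for *Nmnat1* (adjusted p = 0.00693), and −0.18 for *Nampt* (adjusted p = 0.502). The list of the genes of Fig. 5g differed by 0.44 in males (adjusted p = 0.00201) and 0.03 in females, and the list of de novo NAD synthesis by 0.38 (adjusted p = 0.00201) and 0.07. *Ido2* did not pass in 12 of the 14 fits without 1 male library, under DESeq2, or under any other scaling. Under library size alone, *Tdo2* (0.13), *Nmnat1* (0.0393), and both lists did not pass. Neither these lists nor that of Fig. 4e passed relative to the secreted hepatocyte list.

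The paper reports proteasome subunits at the protein level. Their transcripts in males had log2 fold changes of −0.99 for *Psmb8* (adjusted p = 0.0211), −0.59 for *Psmb10* (adjusted p = 0.219), −0.21 for *Psme1* (adjusted p = 0.441), −0.15 for *Psme2* (adjusted p = 0.782), and 0.43 for *Psmb5* (adjusted p = 0.147). For *Psmb9*, a member of the immunoproteasome list whose subunit the paper's text does not name, it was −1.35 (adjusted p = 0.00368). The immunoproteasome list differed by −0.64 in males (adjusted p = 0.0426) and −0.16 in females, and the list of constitutive catalytic subunits by 0.42 (adjusted p = 0.0358) and −0.11. In males the immunoproteasome list did not pass in 7 and the constitutive list in 9 of the 14 fits without 1 library. Removal of the trend on the second principal component was chosen after the results were seen. With it, the constitutive list differed by 0.0107 (adjusted exact permutation p = 0.794) and the immunoproteasome list by −1.20 (adjusted exact permutation p = 0.00117) in males.

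Other cell types and control lists were scored as well. In males the difference was −1.24 for plasma cells (adjusted p = 0.00123), −1.14 for Kupffer cells (adjusted p = 0.00289), −0.65 for neutrophils (adjusted p = 0.0694), −0.13 for cholangiocytes (adjusted p = 0.631), and 0.18 for Y-linked genes (adjusted p = 0.0435, not passing in 10 of the 14 fits without 1 library). It was −0.26 for *Xist*, which had at most 7 counts in a male library, −0.23 for the pancreas list (adjusted p = 0.953), and −0.07 for the adipose list (adjusted p = 0.959). In females it was −0.42 for plasma cells, −0.34 for Kupffer cells, −0.36 for neutrophils, −0.24 for cholangiocytes, and −0.74 for acute phase proteins (adjusted p = 0.352). None of these female lists passed by exact permutation or under fry. By camera, acute phase proteins (adjusted p = 9.29e-06), Kupffer cells (0.00273), and plasma cells (0.0463) passed in females. Between WT mice the male minus female difference was 1.09 for proliferation (adjusted p = 0.00403) and 0.78 for stellate cells (adjusted p = 0.0177).

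The list of genes that are higher in female than in male liver differed by 1.56 in females (exact permutation p = 0.00233, adjusted p = 0.0886, 6 of 7 SIRT6-tg females above every WT female) and by 0.47 in males (adjusted p = 0.0754). Over all alternatives the adjusted p in females ranged from 8.31e-14 to 0.297, and under fry it was 0.0256. Without female WT 3 the difference was 1.22.

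The genes that were lower in SIRT6-tg males took 3.13% ± 0.73% (SD, n = 7) of the counts in male WT and 1.30% ± 0.10% (SD, n = 7) in male SIRT6-tg mice, and 2.08% and 1.91% in female WT and SIRT6-tg mice. Those that were higher took 43.7% ± 1.23% and 49.4% ± 1.25% (SD, n = 7 each) in males. Of the 1233 genes lower in male than in female WT mice, 395 were higher in male SIRT6-tg than in male WT mice and 24 were lower. Of these 1233 genes, 81.0% had a positive genotype effect in males. In 20 simulations in which all libraries were drawn and SIRT6-tg males had the mean of WT males, this share was 63.3% (from 60.5% to 66.8%). Genes were simulated independently, so that range may be too narrow to judge an excess.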
